# Loss of Fas signaling in fibroblasts impairs homeostatic fibrosis resolution and promotes persistent pulmonary fibrosis

**DOI:** 10.1172/jci.insight.141618

**Published:** 2020-12-08

**Authors:** Elizabeth F. Redente, Sangeeta Chakraborty, Satria Sajuthi, Bart P. Black, Ben L. Edelman, Max A. Seibold, David W.H. Riches

**Keywords:** Pulmonology, Apoptosis, Fas signaling, Fibrosis

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a progressive, irreversible fibrotic disease of the distal lung alveoli that culminates in respiratory failure and reduced lifespan. Unlike normal lung repair in response to injury, IPF is associated with the accumulation and persistence of fibroblasts and myofibroblasts, as well as continued production of collagen and other extracellular matrix (ECM) components. Prior in vitro studies have led to the hypothesis that the development of resistance to Fas-induced apoptosis by lung fibroblasts and myofibroblasts contributes to their accumulation in the distal lung tissues of IPF patients. Here, we test this hypothesis in vivo in the resolving model of bleomycin-induced pulmonary fibrosis in mice. Using genetic loss-of-function approaches to inhibit Fas signaling in fibroblasts, potentially novel flow cytometry strategies to quantify lung fibroblast subsets, and transcriptional profiling of lung fibroblasts by bulk and single cell RNA sequencing, we show that Fas is necessary for lung fibroblast apoptosis during homeostatic resolution of bleomycin-induced pulmonary fibrosis in vivo. Furthermore, we show that loss of Fas signaling leads to the persistence and continued profibrotic functions of lung fibroblasts. Our studies provide insights into the mechanisms that contribute to fibroblast survival, persistence, and continued ECM deposition in the context of IPF and how failure to undergo Fas-induced apoptosis impairs fibrosis resolution.

## Introduction

Idiopathic pulmonary fibrosis (IPF), a progressive fibrotic lung disorder of high morbidity and mortality, develops in response to initial alveolar epithelial injury and results in an aberrant repair response in which resident lung interstitial and perivascular fibroblasts proliferate, differentiate into myofibroblasts, and persist within the collapsed alveoli and septal interstitium (1, 2). These fibroblasts and myofibroblasts (collectively referred to herein as profibrotic fibroblasts), continue to produce excessive amounts of extracellular matrix (ECM), which in turn leads to relentless fibrosis, progressive declines in gas exchange, and eventual respiratory failure (1, 2). Acute respiratory distress syndrome (ARDS) patients also exhibit high morbidity and mortality resulting from initial alveolar epithelial injury (3). Likewise, they also accumulate profibrotic fibroblasts that secrete collagen and ECM components within the injured alveoli early in their clinical course (4–6). However, while both conditions share some similarities in the development of the early response to injury, the clinical outcomes of these 2 disorders are substantially different. IPF patients develop a persistent and progressive fibrosis considered by many to be irreversible (1). By contrast, while ARDS patients experience high initial mortality, the early fibroproliferative response can resolve, and lung structure and function can return toward normality in some, though not all, survivors (3, 7, 8).

Little is known about the factors that distinguish these different outcomes in IPF patients and ARDS survivors. In general, fibrosis is considered to be detrimental and is thought to lead to poor clinical outcomes. However, the early fibrosis that develops in ARDS patients could be viewed as a beneficial response in which the provisional ECM scaffold produced by proliferating profibrotic fibroblasts supports the regenerating alveolar epithelium and endothelium. As alveolar structure and function are restored, the majority of the profibrotic fibroblasts undergo apoptosis and clearance (9, 10). During this period of tissue regeneration, macrophages and other cells are thought to degrade and phagocytose the fibrotic provisional ECM scaffold through an integrated process that we define herein as homeostatic fibrosis resolution. In contrast to this trophic regenerative process, the persistent and progressive pulmonary fibrosis that defines IPF patients can be viewed as a failure in homeostatic fibrosis resolution. We hypothesize that a failure in profibrotic lung fibroblast apoptosis and clearance plays a fundamentally important role in impeding homeostatic fibrosis resolution in IPF.

Previous studies by ourselves and others have provided insights into the mechanisms that control lung fibroblast apoptosis. In particular, susceptibility to apoptosis induction by the death receptor Fas has been shown to play a key role (11–16). Fas is expressed by lung fibroblasts, and once a predefined threshold has been exceeded, Fas ligation induces apoptosis (12, 17). In contrast, lung fibroblasts from IPF patients exhibit variable resistance to Fas-induced apoptosis (13, 15) due to downregulation of Fas expression (14, 17, 18) and increased expression of multiple antiapoptotic genes, including Bcl-2, XIAP, cFLIP_L_, and PTPN13 (11, 19–21). Together, these in vitro studies have fueled the concept that the acquired resistance of lung fibroblasts to Fas-induced apoptosis promotes profibrotic fibroblast accumulation in the persistently fibrotic lungs of IPF patients (11, 15, 16, 20, 22, 23). However, until now, this concept has not been directly addressed in vivo.

To address this knowledge gap, we genetically deleted Fas in fibroblasts and investigated the functional consequences on the normally resolving model of bleomycin-induced fibrosis. Intratracheal instillation of a single dose of bleomycin induces inflammatory epithelial injury, followed by a resolving fibrotic response accompanied by regeneration of the distal lung architecture (9, 24). Thus, the bleomycin model recapitulates acute lung injury and early fibrosis, followed by fibrosis resolution and lung regeneration (25), and represents an authentic model of homeostatic fibrosis resolution at later time points. As we will show, loss of Fas signaling in profibrotic fibroblasts impairs homeostatic fibrosis resolution and results in fibroblast persistence in lung tissues along with persistent pulmonary fibrosis, replicating a central feature of IPF. Furthermore, Col1a1- and α-smooth muscle actin–reporter (α-SMA–reporter) mice and bulk and single cell RNA sequencing (scRNA-seq) assessments of purified lung fibroblasts showed that Fas deficiency in fibroblasts results in preserved patterns of increased ECM and fibrotic gene expression in the persistently fibrotic lungs. We conclude that Fas-induced fibroblast apoptosis plays a necessary role in fibroblast elimination during homeostatic fibroblast resolution, and that resistance to Fas-mediated apoptosis promotes persistent pulmonary fibrosis.

## Results

### Fas deletion in fibroblasts impairs lung homeostatic fibrosis resolution.

To investigate the functional role of Fas expression by fibroblasts in homeostatic fibrosis resolution, we deleted Fas in mesenchymal cells by breeding *Fas^fl/fl^* mice with *Dermo1(Twist2)-Cre* mice (26) to create *Dermo1-Cre;Fas^fl/fl^* mice (abbreviated as Dermo1-Cre;Fas^–/–^). To ensure that Fas was deleted, we isolated lung fibroblasts from WT and Dermo1-Cre;Fas^–/–^ mice, and we assessed their level of cell surface Fas expression by flow cytometry and their ability to undergo apoptosis (a) following sensitization with TNF-α and IFN-α and Fas-ligation with agonistic anti-Fas antibody (Jo2), and (b) in response to staurosporine, an activator of the intrinsic apoptosis pathway. In comparison with WT lung fibroblasts, fibroblasts from Dermo1-Cre;Fas^–/–^ mice displayed minimal cell surface Fas basally or in response to stimulation with TNF-α and IFN-α (Figure 1A) and were not susceptible to Fas-induced apoptosis (Figure 1B). However, fibroblasts from both WT and Dermo1-Cre;Fas^–/–^ mice showed similar levels of apoptosis induction in response to staurosporine (Figure 1B). Together, these data indicate that in vivo genetic deletion of Fas in mesenchymal cells led to loss of cell surface Fas and corresponding apoptosis induction by the Fas-induced extrinsic apoptosis pathway, but not by staurosporine.

Next, we evaluated the ability of Dermo1-Cre;Fas^–/–^ mice to undergo homeostatic fibrosis resolution in response to a single intratracheal instillation of bleomycin (1.5 U/kg). WT mice exhibit a predictable course of acute inflammatory lung injury at 1 week, fibrosis development at 2–4 weeks, and resolution to near-normal lung structure and function by 6–9 weeks (24). Dermo1-Cre;Fas^–/–^ and control Dermo1-Cre;Fas^+/+^ mice developed similar amounts of bleomycin-induced pulmonary fibrosis, as reflected by lung hydroxyproline levels at 1.5, 3, and 4.5 weeks (Figure 1C). Both strains also exhibited similar changes in lung histopathology and patterns of peribronchiolar and parenchymal collagen deposition, as revealed by Picrosirius red staining (PRS) (Figure 1, D and E). However, unlike Dermo1-Cre;Fas^+/+^ mice, which had undergone homeostatic fibrosis resolution at 6 and 9 weeks, the lungs of Dermo1-Cre;Fas^–/–^ mice showed persistent fibrosis and histopathologic distortion at 6 and 9 weeks (Figure 1, C–E). WT C57BL/6 mice and Dermo1-Cre;Fas^+/+^ mice showed identical patterns of fibrosis development and homeostatic fibrosis resolution (data not shown).

Profibrotic fibroblasts express multiple ECM genes, including Col1a1 (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.141618DS1). We therefore determined if conditional deletion of Fas in Col1a1-expressing cells phenocopied the impairment of homeostatic fibrosis resolution seen in Dermo1-Cre;Fas^–/–^ mice. *Fas^fl/fl^* mice were bred with *Col1a1-CreERT2* mice (27) to create *Col1a1-Cre-ERT2;Fas^fl/fl^* mice, which we refer to as Col1-CreERT2;Fas^–/–^ following tamoxifen injection, and Col1-CreERT2;Fas^+/+^ following corn oil vehicle injection. As illustrated in Figure 2A, *Col1-CreERT2;Fas^fl/fl^* mice were instilled with bleomycin, treated with either tamoxifen or corn oil twice weekly during fibrosis development between weeks 0.5 and 3, and assessed for fibrotic outcomes between weeks 1.5 and 9. Recombination at the *Fas^fl/fl^* locus in tamoxifen-treated mice was confirmed by PCR analysis of tail tip fibroblast DNA (Supplemental Figure 2). Figure 2B shows that tamoxifen-injected Col1-CreERT2;Fas^–/–^ mice and corn oil–injected Col1-CreERT2;Fas^+/+^ mice developed similar amounts of fibrosis at 1.5 and 3 weeks. However, whereas bleomycin-instilled, Col1-CreERT2;Fas^+/+^ mice underwent homeostatic fibrosis resolution between 4.5 and 9 weeks, homeostatic fibrosis resolution was impaired in the lungs of bleomycin-instilled Col1-CreERT2;Fas^–/–^ mice, as reflected by persistently elevated lung hydroxyproline levels (Figure 2B) and sustained fibrotic lung histology patterns (Figure 2, C and D). WT C57BL/6 mice and Col1-CreERT2;Fas^+/+^ mice showed indistinguishable patterns of fibrosis development and homeostatic fibrosis resolution (ref. 24 and data not shown). Together, these data show that loss of Fas signaling in Col1a1-expressing profibrotic fibroblasts also led to impaired homeostatic fibrosis resolution and persistent pulmonary fibrosis.

### Fas deletion in fibroblasts promotes lung fibroblast persistence.

We next assessed the consequences of loss of Fas signaling on lung fibroblast numbers. Dermo1-Cre;Fas^–/–^ and Dermo1-Cre;Fas^+/+^ mice were instilled with saline or bleomycin, and lung tissues were harvested at 3, 6, and 9 weeks. Lung fibroblasts were initially identified in lung paraffin sections by Immunofluorescence staining for α-SMA and S100A4 (aka FSP1). Figure 3A shows that, while naive lung tissues exhibited minimal staining for S100A4 and α-SMA in the distal alveoli, bleomycin-instilled Dermo1-Cre;Fas^–/–^ mice and Dermo1-Cre;Fas^+/+^ mice exhibited abundant and concordant staining of α-SMA^+^, S100A4^+^, and α-SMA^+^S100A4^+^ fibroblasts in the fibrotic lung parenchyma at 3 weeks. However, whereas parenchymal α-SMA and S100A4 staining was reduced at 6 and 9 weeks in the regenerated lung parenchyma of Dermo1-Cre;Fas^+/+^ mice, α-SMA^+^, S100A4^+^, and α-SMA^+^S100A4^+^ fibroblasts remained in the persistently fibrotic lungs of Dermo1-Cre;Fas^–/–^ mice at 6 and 9 weeks (Figure 3A).

To confirm these findings, we used enzymatic lung cell dispersal and multiparameter flow cytometry to assess the consequences of loss of Fas signaling on lung fibroblast numbers in Dermo1-Cre–expressing cells. Lung single cell suspensions were analyzed using the gating strategy shown in Supplemental Figure 3A and Supplemental Table 1. From these data, we quantified the number of lineage^–^ (Lin^–^) cells, which are thought to be primarily fibroblasts (28–30), by excluding EpCAM/CD326^+^ (epithelial), CD45^+^ (hematopoietic), and CD31^+^ (endothelial) populations. Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice were instilled with saline or bleomycin, and the numbers of Lin^–^ cells quantified for up to 9 weeks. Figure 3B shows that, during the development of fibrosis between 1.5 and 3 weeks, the number of Lin^–^ lung fibroblasts increased approximately 2.3-fold, with similar numbers being observed in both Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice. Within the Lin^–^ fraction, approximately 33% expressed variable levels of the pan-fibroblast marker PDGFRα, while 66% were PDGFRα^–^. Figure 3, B–D, also shows that, whereas the numbers of total lung Lin^–^ cells, Lin^–^PDGFRα^+^, and Lin^–^PDGFRα^–^ cells in Dermo1-Cre;Fas^+/+^ mice were progressively reduced by 6 and 9 weeks, their numbers remained elevated at 6 and 9 weeks in Dermo1-Cre;Fas^–/–^ mice.

Novel strategies to identify pulmonary fibroblast subsets by flow cytometry are still needed. Therefore, we sought to utilize cell surface markers to identify fibroblasts and segregate them into function-related subsets using PDGFRα (a pan fibroblast marker), CD90 (Thy1), and CD26 (Dpp4). CD90 (Thy1) is expressed by lipid-laden resident alveolar interstitial fibroblasts and perivascular pericyte-like cells (31–34), while CD26 is expressed by matrix-producing reticular dermal fibroblasts (35). Three Lin^–^ subsets that express variable levels of PDGFRα were identified: CD90^+^CD26^–^, CD90^–^CD26^+^, and CD90^–^CD26^–^, which we abbreviate as CD90^+^, CD26^+^, and CD90^–^CD26^–^ subsets (Supplemental Figure 3A), respectively. We confirmed the presence of CD90 and CD26 in lung fibroblasts by flow cytometry of dispersed lung tissues from saline- and bleomycin-instilled C57BL/6 mice at 3 weeks (Supplemental Figure 3A) (28, 36–38). CD90^+^ fibroblasts were the most abundant subset in the lungs of naive and saline-instilled C57BL/6 mice in comparison with CD26^+^ cells and CD90^–^CD26^–^ cells (Supplemental Figure 3, B–D). However, whereas the numbers of CD90^+^ fibroblasts were only modestly increased (1.2-fold) following bleomycin instillation, CD26^+^ and CD90^–^CD26^–^ fibroblasts underwent a large expansion (7.7-fold and 9.6-fold, respectively) compared with saline-instilled mice at 3 weeks (Supplemental Figure 3, B–D).

We next assessed the consequences of Fas deletion in fibroblasts on the numbers of CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblasts in bleomycin-instilled Dermo1-Cre;Fas^–/–^ and Dermo1-Cre;Fas^+/+^ mice. Figure 3, E–G, and Supplemental Figure 4, A and B, show that — following bleomycin instillation — the numbers of CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblasts expanded as fibrosis developed in Dermo1-Cre;Fas^+/+^ mice, peaking between 1.5 and 4.5 weeks before declining to baseline as the mice underwent homeostatic fibrosis resolution by 6 and 9 weeks. Interestingly, the decline in fibroblast numbers was slightly delayed when compared with the rate of decline in lung collagen levels (Figure 1C). Lung CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblast numbers also increased by 3 weeks in Dermo1-Cre;Fas^–/–^ mice (Figure 3, E–G, and Supplemental Figure 4, A and B). However, in contrast to Dermo1-Cre;Fas^+/+^ mice, their numbers remained elevated at 4.5, 6, and 9 weeks (Figure 3, E–G, ).

To confirm these findings, *Col1-CreERT2;Fas^fl/fl^* mice were instilled with saline or bleomycin and injected with tamoxifen or corn oil between weeks 0.5 and 3 (Figure 2A), and lung tissues were harvested at 3, 6, and 9 weeks. As was seen with the Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^, bleomycin-instilled Col1-CreERT2;Fas^–/–^ mice and Col1-CreERT2;Fas^+/+^ mice exhibited similar staining of α-SMA^+^, S100A4^+^, and α-SMA^+^S100A4^+^ fibroblasts at 3 weeks (Figure 4A). However, whereas peripheral α-SMA and S100A4 staining was reduced at 6 and 9 weeks in the regenerated lung parenchyma of Col1-CreERT2;Fas^+/+^ mice and α-SMA^+^, S100A4^+^, and α-SMA^+^S100A4^+^ fibroblasts were still detected in lungs of Col1-CreERT2;Fas^–/–^ mice at 6 and 9 weeks (Figure 4A). Similarly, flow cytometry revealed a similar approximately 2-fold increase in Lin^–^ fibroblast numbers in both Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice during fibrosis development between 1.5 and 3 weeks (Figure 4B) and within the Lin^–^ fraction, approximately 35% expressed variable levels of PDGFRα, while 65% were PDGFRα^–^ (Figure 4, B–D, and Supplemental Figure 4, C and D). Figure 4, B–D, also shows that, whereas the numbers of total lung Lin^–^ cells, Lin-PDGFRα^+^, and Lin-PDGFRα^–^ cells in Col1-CreERT2;Fas^+/+^ declined toward baseline by 6 and 9 weeks, their numbers remained elevated at 6 and 9 weeks in Col1-CreERT2;Fas^–/–^ mice. Lung CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblast numbers also increased between 1.5 and 4.5 weeks in Col1-CreERT2;Fas^–/–^ mice, but — in contrast to Col1-CreERT2;Fas^+/+^ mice — their numbers remained significantly elevated at 6 and 9 weeks (Figure 4, E–G). To affirm the specificity of the Col1a1 promoter–driven Fas deletion strategy, we lineage traced with TdTomato. Supplemental Figure 5 shows that TdTomato was primarily expressed in Lin^–^PDGFRα^+^ cells. Thus, Fas deficiency in Dermo1-Cre– and Col1a1-expressing fibroblasts impedes fibroblast elimination from lung tissues during homeostatic resolution of bleomycin-induced fibrosis.

### Fas deletion in fibroblasts impairs their apoptosis during homeostatic fibrosis resolution.

We next investigated the effect of Fas deficiency on lung fibroblast apoptosis in vivo. Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice were instilled with saline or bleomycin, and lung tissues were harvested from 1.5–9 weeks. Lung sections were then subjected to triple-label Immunofluorescence staining for TUNEL, α-SMA, and S100A4 (Figure 5A), and TUNEL^+^ fibroblasts were quantified. Figure 5B shows minimal numbers of apoptotic TUNEL^+^ fibroblasts in naive Dermo1-Cre;Fas^+/+^ mice. Increased numbers were first detected in bleomycin-instilled mice at 1.5 weeks, peaked at 3 weeks, and declined to naive numbers at 6 weeks, confirming a previous report (10). Following Fas deletion in fibroblasts in Dermo1-Cre;Fas^–/–^ mice, the number of TUNEL^+^ fibroblasts was not significantly elevated over baseline values at any time point, but when compared with Dermo1-Cre;Fas^+/+^ mice, it significantly reduced at 1.5 weeks (*P* = 0.06), 3 weeks (*P* < 0.05), and 4.5 weeks (*P* = 0.08) (Figure 5, A and B). We confirmed these data in naive and bleomycin-instilled *Col1-CreERT2;Fas^fl/fl^* mice following tamoxifen or corn oil injection between 0.5 and 3 weeks, with harvest and analysis for TUNEL^+^ cells for up to 9 weeks. Figure 5, C and D, shows that Col1-CreERT2;Fas^+/+^ mice also exhibited a peak in TUNEL^+^ apoptotic lung fibroblasts at 3 weeks, while TUNEL^+^ fibroblast numbers were not elevated above baseline at any time point in Col1-CreERT2;Fas^–/–^ mice (*P* = 0.02). Taken together, these data show that Fas deletion in fibroblasts prevents homeostatic fibroblast apoptosis in bleomycin-injured fibrotic lung tissues.

### Fas deficiency in Col1a1-expressing cells leads to persistent Col1a1 and α-SMA promoter activity.

Col1-GFP mice express GFP under the control of the Col1a1 promoter (39), while α-SMA–red fluorescent protein (α-SMA–RFP) mice express RFP under the control of the α-SMA promoter (40). We used these mice to determine if the Fas-deficient fibroblasts that remain in persistently fibrotic lung tissues of bleomycin-instilled mice continue to functionally express these profibrotic genes. Frozen lung sections from naive mice revealed modest numbers of dim GFP^+^ fibroblastic interstitial cells, while bleomycin-instilled Col1-GFP mice exhibited increased numbers and intensity of GFP^+^ interstitial cells, peaking at 3 weeks before returning toward baseline by 6–9 weeks (Figure 6A). Flow cytometry analysis of lung single cell suspensions from bleomycin-instilled Col1-GFP mice showed that Lin^–^PDGFRα^+^CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblast subsets all exhibited increased GFP expression that peaked at 3 weeks before declining to baseline by 6 weeks (Figure 6, B–D, and Supplemental Figure 6). Naive α-SMA–RFP mice also exhibited minimal RFP expression in the distal lung, though the smooth muscle surrounding arteries and larger airways exhibited well-defined RFP fluorescence (Figure 6E). Bleomycin instillation resulted in increased numbers of interstitial cells expressing RFP in the fibrotic distal lung tissues in lung frozen sections (Figure 6E) and increased numbers of RFP^+^ Lin^–^PDGFRα^+^CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblast subsets that peaked at 3 weeks before declining to baseline by 6 weeks (Figure 6, F–H, and Supplemental Figure 7). Neither GFP nor RFP was detected in CD45^+^, CD31^+^, or CD326^+^ cells in bleomycin-instilled Col1-CreERT2;Fas^–/–^;Col1-GFP or Col1-CreERT2;Fas^–/–^;α-SMA–RFP mice, respectively (Supplemental Figure 8). Thus, Col1-GFP and α-SMA–RFP mice quantitatively report changes in profibrotic fibroblast Col1a1 and α-SMA promoter activity, as previously reported (40–44).

To determine if the Fas-deficient fibroblasts that persist in fibrotic lung tissues continue to exhibit Col1a1 promoter activity, we bred *Col1-CreERT2;Fas^fl/fl^* mice with Col1-GFP mice to obtain *Col1-CreER;Fas^fl/fl^;Col1-GFP* mice. *Col1-CreER;Fas^fl/fl^;Col1-GFP* were instilled with bleomycin and injected with tamoxifen or corn oil between 0.5 and 3 weeks to yield Col1-CreERT2;Fas^–/–^;Col1-GFP and Col1-CreERT2;Fas^+/+^;Col1-GFP mice, respectively. The mice were harvested at 6 weeks and analyzed for the presence of GFP in lung fibroblasts in lung frozen sections and by multiparameter flow cytometry. Figure 7A shows that, whereas GFP^+^ fibroblast numbers in frozen sections of bleomycin-instilled Col1-CreERT2;Fas^+/+^;Col1-GFP mice had returned to naive levels at 6 weeks, increased numbers of GFP^+^ cells remained in the lungs of Col1-CreERT2;Fas^–/–^;Col1-GFP. Similarly, flow cytometry of lung single cell suspension revealed increased numbers of GFP^+^ Lin^–^PRGFRα^+^CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblasts in the fibrotic lung tissues of Col1-CreERT2;Fas^–/–^;Col1-GFP mice at 6 weeks compared with bleomycin-instilled Col1-CreERT2;Fas^+/+^;Col1-GFP mice (Figure 7, B–D).

We also determined if the Fas-deficient fibroblasts that persist in fibrotic lungs also continued to express α-SMA by breeding *Col1-CreERT2;Fas^fl/fl^* mice with α-SMA–RFP reporter mice using the same strategy as discussed above to generate Col1-CreERT2;Fas^+/+^;α-SMA–RFP mice and Col1-CreERT2;Fas^–/–^;α-SMA–RFP mice. Compared with Fas-sufficient Col1-CreERT2;Fas^+/+^;α-SMA–RFP mice, lung tissues of Col1-CreERT2;Fas^–/–^;α-SMA–RFP mice displayed abundant RFP fluorescence in the fibroblastic cells in the persistently fibrotic distal lung tissues at 6 weeks (Figure 7E). Interestingly, and in contrast to the Col1-CreERT2;Fas^–/–^;Col1-GFP mice, flow cytometry of lung cell suspensions revealed significantly increased numbers of RFP^+^ Lin^–^PRGFRα^+^CD90^+^, but not of CD26^+^ and CD90^–^CD26^–^, fibroblasts in the fibrotic lung tissues of Col1-CreERT2;Fas^–/–^;α-SMA–RFP mice (Figure 7, F–H). Taken together, these data suggest that the Fas-deficient fibroblasts that remain in fibrotic lung tissues of bleomycin-instilled mice at 6 weeks continue to express functional profibrotic Col1a1 and α-SMA promoter activity.

### Bulk and scRNA-seq defines preserved profibrotic fibroblast clusters and signatures in the absence of Fas signaling.

To further characterize the fibroblasts that persist in fibrotic lung tissues in the absence of Fas signaling, we conducted bulk and scRNA-seq on sorted Lin^–^ cells isolated from bleomycin-instilled Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice at 3 and 6 weeks. We also sorted Lin^–^ cells from naive Col1-CreERT2;Fas^fl/fl^ mice for comparison. 

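Bulk RNA-seq was deposited for 20 libraries of Lin- cells, which are lung cells sorted as negative for CD45, CD31 and CD326, in 5 groups of 4 libraries: naive mice, and Fas+/+ and Fas-/- mice at 3 and 6 weeks after bleomycin. Mice called Fas-/- had received tamoxifen and mice called Fas+/+ corn oil, so genotype and tamoxifen are 1 factor in every comparison. The authors trimmed the reads with skewer, aligned them to GRCm38 with Hisat2 and counted them on Ensembl genes with htseq-count. They deposited these counts and a normalized table, whose values equal the counts divided by DESeq2 size factors within a relative tolerance of 1e-06. The values given here start from the counts. Of the 47729 genes listed, the 15773 that passed the filter of edgeR (filterByExpr with its minimum count of 10) were tested by its quasi-likelihood F test on all 5 groups with TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. A gene is called differentially expressed at an adjusted p of 0.05 or less, and its level is given as CPM, its counts scaled to the library size, with TMM normalization. Total counts per library ran from 20995314 to 25189096 (median 22917074) in naive mice. In Fas+/+ mice they ran from 11819700 to 20178149 (median 20062042) at 3 weeks and from 19268717 to 24045888 (median 21220283) at 6 weeks. In Fas-/- mice they ran from 19169028 to 23737902 (median 20322412) at 3 weeks and from 17655597 to 20622976 (median 19309976) at 6 weeks. The libraries also held RNA of other cell types, in amounts that differed between replicates. Of 48 genes specific to the endothelial-like cells of the single-cell data, 44 were highest within their group in replicate 1 of the Fas+/+ mice at 3 weeks, and 48 in replicate 4 of the Fas-/- mice at 3 weeks, and at 6 weeks 46 in replicate 2 of the Fas+/+ mice and 48 in replicate 2 of the Fas-/- mice. Fas itself (ENSMUSG00000024778, chromosome 19 of GRCm38 from 34290666 to 34327772) was counted over all its exons, and the files do not separate exon 9, the exon that the Cre recombinase removes. Fas was at 22.1 ± 1.25 CPM in naive mice (SD, n = 4), at 41.0 ± 11.3 CPM in Fas+/+ and 44.2 ± 14.2 CPM in Fas-/- mice at 3 weeks, and at 31.4 ± 6.24 CPM in Fas+/+ and 40.4 ± 4.59 CPM in Fas-/- mice at 6 weeks. Fas-/- and Fas+/+ mice did not differ in whole-gene Fas counts at 3 weeks (log2 fold change 0.11, SE 0.196, adjusted p = 0.910; two-sided exact permutation test, p = 0.571) or at 6 weeks (log2 fold change 0.36, SE 0.197, adjusted p = 0.719; exact permutation test, p = 0.0857). Without replicate 4 of the Fas-/- mice, the change at 3 weeks was -0.12.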

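At 3 weeks, 3484 genes were higher and 3033 lower in Fas+/+ mice than in naive mice, and 2713 were higher and 2332 lower in Fas-/- mice. Of the called genes, 4665 and 4158 had no overlap between the replicates of the 2 groups, and chance separates a gene in 1 of the 35 splits of 8 libraries. DESeq2 called 3793 higher and 3039 lower in Fas+/+ mice, and 3032 higher and 2462 lower in Fas-/- mice. Requiring in addition a change of at least 1 on the log2 scale moved the edgeR counts most, to 1755 higher and 697 lower in Fas+/+ mice and 1378 higher and 468 lower in Fas-/- mice. Ass1, the gene with the smallest adjusted p among those higher in Fas+/+ mice, was at 43.4 ± 12.3 CPM (SD, n = 4) against 5.34 ± 0.582 CPM (n = 4) in naive mice (log2 fold change 3.02, adjusted p = 2.0e-07). Ppm1h, Zdhhc20, Cyp26b1 and Igfbp2 were next, by 0.78 to 3.30 on the log2 scale. P2rx4, Ppm1h, Igfbp2, Ass1 and Zswim6 came first among the genes higher in Fas-/- mice, by 0.77 to 3.20. Igfbp2 was higher in epithelial-like than in mesenchymal single cells by 7.37 on the log2 scale, so RNA from epithelial cells may contribute to it. The lowest genes included those of red cells, which were at high levels in the naive libraries: Hba-a1 was at 1311 ± 798 CPM (n = 4) in naive mice, with a log2 fold change of -6.98 in Fas+/+ and -7.85 in Fas-/- mice. Fam198a, Agfg2 and Slc38a5 in Fas+/+ mice and Slc25a29 in Fas-/- mice were also among the lowest. Of 8 genes of collagens and elastic fibers (Col1a1, Col5a1, Col6a1, Col7a1, Col8a1, Col11a1, Eln and Loxl2), 7 were higher and called in Fas+/+ mice and 8 were higher in Fas-/- mice, of which 4 were called. Col1a1 (chromosome 11 from 94936224 to 94953042) was at 12146 ± 6468 CPM in Fas+/+ mice (n = 4) and 5919 ± 1760 CPM in naive mice (log2 fold change 1.04, SE 0.383, adjusted p = 0.0377; exact permutation test, p = 0.286), and replicate 1 of the Fas+/+ mice, at 3025 CPM, lay below the naive mean. With each library left out in turn, the adjusted p for Col1a1 stayed between 5.5e-04 and 0.124, so its call rests on single libraries. In Fas-/- mice its log2 fold change was 0.78 (adjusted p = 0.127). Col11a1 (chromosome 3 from 114030540 to 114220718) rose from 0.63 ± 0.390 CPM in naive mice to 28.3 ± 19.5 CPM in Fas+/+ mice (n = 4; log2 fold change 5.46, adjusted p = 1.6e-04), with a change of 4.69 in Fas-/- mice. Over 11 marker genes of profibrotic fibroblasts, the median log2 fold change was 1.55 in Fas+/+ mice (camera with its preset correlation, adjusted p = 1.3e-04) and 1.41 in Fas-/- mice (adjusted p = 2.1e-05). Both calls hold under fry (adjusted p = 0.00543 and 0.00599) and not under camera with an estimated correlation (0.286 and 0.315). Among 854 Reactome pathways, camera called 159 up and 17 down in Fas+/+ mice and 170 up and 13 down in Fas-/- mice, of which fry called 169 and 182, and camera with an estimated correlation called 0 in both. Genes from outside the fibroblasts moved too, with a median log2 fold change of 4.64 in Fas+/+ and 3.99 in Fas-/- mice over endothelial markers. Replicate 4 of the Fas-/- mice was the highest of its group for these markers, at a mean log2 CPM of 8.26. The other Fas-/- libraries were at 5.04 to 5.61 and the naive libraries at 2.24 to 3.79.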

Bulk RNA-seq showed that compared, with naive mice, bleomycin-instilled mice of both genotypes showed an expected increase in profibrotic gene expression and fibrosis-associated pathways at 3 weeks (data not shown). 

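PCA was run on the 1000 most variable genes of all 20 libraries, since the number of highly variable genes is not given in the paper's text. PC1 held 55.6% of the variance, and time of harvest accounted for 0.842 of the variance of its scores (R²). The scores also had a correlation of 0.929 with the mean of the endothelial markers and of 0.774 with that of the epithelial markers. PC1 thus does not separate time of harvest from RNA of these cells. Its mean score was -52.0 ± 6.69 in naive mice (SD, n = 4), 45.4 ± 4.34 in Fas+/+ and 27.9 ± 13.5 in Fas-/- mice at 3 weeks, and -3.82 ± 19.1 in Fas+/+ and -17.5 ± 21.5 in Fas-/- mice at 6 weeks. PC4 held 4.43% of the variance. At 6 weeks its scores ran from -1.79 to 26.1 in Fas+/+ mice and from -14.3 to -10.8 in Fas-/- mice, while at 3 weeks the means were -1.32 ± 2.97 and 1.32 ± 11.8 (n = 4). The genotypes were separated on PC4 by 1.12 SD (exact permutation test of the labels within each week, p = 0.0424), and PC5, with 2.22% of the variance, separated them most, by 1.20 SD. Because 6 components were searched, the p for the largest separation was computed over all of them and was 0.0759. The choice of 500 genes moved this p most, to 0.205, and a test that also requires both weeks to shift to the same side, which was chosen after the result was seen, gave 0.0380.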

Principal Component Analysis (PCA) of highly variable genes partitioned samples by time of harvest after bleomycin instillation along the PCA-1 (30% variance) and by genotypic Fas deficiency along the PCA-4 (5% variance) (Figure 8A). There were no significant differences in profibrotic gene signatures in Lin^–^ cells isolated from bleomycin-instilled Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice at 3 weeks. 

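At 3 weeks, 26 genes were higher and 1 was lower in Fas-/- than in Fas+/+ mice, all with no overlap between the genotypes. DESeq2 called 139 higher and 24 lower, and 935 higher and 424 lower had an unadjusted p of 0.05 or less. Single libraries decided this count: without replicate 2 or 3 of the Fas+/+ mice 0 genes were higher, and without replicate 4 of the Fas-/- mice 281 were higher and 301 lower. Of the 35 ways to split the 8 libraries of this week, 5 gave at least as many called genes as the genotypes did. Adh1 rose from 209 ± 21.9 CPM in Fas+/+ to 382 ± 48.3 CPM in Fas-/- mice (SD, n = 4; log2 fold change 0.87, SE 0.114, adjusted p = 0.00782). Apoe (0.81), Slc38a5 (0.75) and Nav2 (0.55) followed, with an adjusted p of 0.0085. A fit to these 2 groups alone moved the adjusted p of Adh1 to 0.102 and those of Apoe, Slc38a5 and Nav2 to 0.138, 0.121 and 0.171. Vwa1 was the gene lower in Fas-/- mice (log2 fold change -0.85, adjusted p = 0.0226, and 0.202 in the fit to these 2 groups alone). None of the 8 collagen and elastic-fiber genes of Figure 8C was called: 2 were higher and 6 lower in Fas-/- mice, with a median log2 fold change of -0.36, and neither edgeR nor DESeq2 called one over the list alone. For 11 profibrotic markers the median was -0.15 (camera, adjusted p = 0.691). For 41 collagen genes the median was 0.016 and the mean -0.0084 (adjusted p = 0.423), and for 114 ECM genes they were 0.050 and -0.033 (adjusted p = 0.216). The ECM result also moved with single libraries: camera gave an adjusted p of 2.2e-05 without replicate 4 of the Fas-/- mice and of 0.0133, 0.0241 and 0.00193 without replicates 2, 3 and 4 of the Fas+/+ mice, and the direction reversed without replicate 1 of the Fas+/+ mice (adjusted p = 0.0683). The 10 lipofibroblast markers were all higher in Fas-/- mice, with a median of 0.56 (camera, adjusted p = 2.7e-15; fry, 0.0136; estimated correlation, 0.0602). Of 854 Reactome pathways, camera called 14 up and 80 down, while fry and camera with an estimated correlation called 0.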

Pathway analysis of 393 upregulated differentially expressed genes (DEGs) at 6 weeks revealed that the most significantly enriched pathways in Col1-CreERT2;Fas^–/–^ mice were associated with ECM organization (*P* = 6.32 × 10^–13^), collagen organization (*P* = 6.59 × 10^–9^), endodermal cell differentiation (*P* = 1.45 × 10^–5^), and ECM-receptor interaction (*P* = 0.0014) when compared with Col1-CreERT2;Fas^+/+^ mice (Figure 8B, Supplemental Figure 9, and Supplemental Table 2). 

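At 6 weeks edgeR called 4 genes higher and 4 lower in Fas-/- than in Fas+/+ mice, and DESeq2 49 higher and 117 lower. At an unadjusted p of 0.05 or less, edgeR counted 618 higher and 655 lower. The 8 called genes were also called by DESeq2 and did not overlap between the genotypes. Higher in Fas-/- mice were Stox2 (log2 fold change 0.42, adjusted p = 0.0275), Phex (0.91, adjusted p = 0.0338), Zswim6 (0.58, adjusted p = 0.0371) and Hmcn1 (0.64, adjusted p = 0.0371). Phex was at 50.7 ± 4.92 CPM in Fas-/- and 27.0 ± 1.98 CPM in Fas+/+ mice (SD, n = 4). Tmem37 (-1.46), Gp5 (-4.37) and Slc25a25 (-1.02) were lower with an adjusted p of 0.0338, and Abca5 (-0.60) with 0.0371. Tmem37 was higher in epithelial-like than in mesenchymal single cells by 7.71 on the log2 scale, so RNA from epithelial cells may contribute to it. Gp5, a platelet gene, was at 0.13 ± 0.189 CPM in Fas-/- and 2.81 ± 1.76 CPM in Fas+/+ mice (n = 4), and 10 of 10 genes specific to platelets were lower in Fas-/- mice, with a median log2 fold change of -3.15. With a library left out, between 0 and 2 genes were higher and between 0 and 19 lower, the 19 without replicate 1 of the Fas+/+ mice. All 8 calls were lost without replicate 2 or 3 of the Fas+/+ mice or replicate 3 or 4 of the Fas-/- mice, in a fit with replicate number as a block, and in a fit with the mean of the epithelial markers as a covariate. The last fit does not separate that mean from genotype, since it did not overlap between the genotypes. Of 854 Reactome pathways, camera called 5 up and 16 down, and fry and an estimated correlation called 0. Those up included Collagen degradation (52 genes, median log2 fold change 0.18, camera adjusted p = 0.00362, fry 0.925), Collagen biosynthesis and modifying enzymes (54 genes, median 0.17, camera 0.00447) and Activation of Matrix Metalloproteinases (15 genes, camera 0.00961). Extracellular matrix organization (208 genes) had an adjusted p of 0.441 and Signaling by Wnt (198 genes) 0.992. Of the 41 collagen genes, 27 were higher in Fas-/- mice (median 0.24, camera adjusted p = 4.5e-04), as were 78 of the 114 ECM genes (median 0.19, camera adjusted p = 1.2e-05). For both, fry gave 0.475 and camera with an estimated correlation 0.478, and 3 of the 35 splits of the 8 libraries gave the ECM genes as small a p as the genotypes did. The genotype-by-time interaction had a median of 0.60 over 11 profibrotic markers (camera, adjusted p = 0.00724; fry, 0.574). Nav2 was the only gene called for an interaction (log2 -0.79, SE 0.114, adjusted p = 0.0269), and for 8 of the libraries leaving that library out lost the call.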

The transcripts that contributed to these pathways included the typical profibrotic genes Col1a1, Col5a1, Col6a1, Col7a1, Col8a1, Col11a1, Eln, and Loxl2 (Figure 8C). By contrast, Lin^–^ cells from the Col1-CreERT2;Fas^+/+^ mice, which were undergoing homeostatic fibrosis resolution at 6 weeks, showed enrichment for regulation of cell migration (*P* = 0.0079) and included genes involved in wound healing (Epb41l4b, Erbb3, Itgb3, Wnt7A, and Nrg1) and Wnt signaling (Wnt10B, Fzd5, Wnt3A, Wnt7A, Sost, Rspo4, and Wnt4) (Figure 8B, Supplemental Figure 9, and Supplemental Table 2).

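All 8 genes were higher in Fas-/- than in Fas+/+ mice at 6 weeks, with a median log2 fold change of 0.64, and each kept its direction with every library left out in turn. None was called over all 15773 genes by edgeR. Adjusted over the list alone, 2 were called, and 8 in a fit to the 2 compared groups alone, but the study chose this list on the same samples, so that adjustment is not independent evidence. DESeq2 called 2 of them over all genes, and 2 had an unadjusted p of 0.05 or less in edgeR. Eln (chromosome 5 from 134702593 to 134747323) was at 6012 ± 1820 CPM in Fas-/- and 2896 ± 467 CPM in Fas+/+ mice (SD, n = 4; log2 fold change 1.05, SE 0.274, adjusted p = 0.174, over the list alone 0.00619). Col11a1 was at 18.5 ± 8.72 CPM in Fas-/- and 2.65 ± 2.71 CPM in Fas+/+ mice (n = 4; log2 fold change 2.82, SE 0.757, adjusted p = 0.188, over the list alone 0.00619), and the genotypes overlapped (exact permutation test, p = 0.0571) because replicate 4 of the Fas+/+ mice was at 6.70 CPM. Col1a1 was at 6311 ± 1414 CPM in Fas-/- and 4234 ± 339 CPM in Fas+/+ mice (n = 4; log2 fold change 0.58, SE 0.380), and over the list alone its adjusted p was 0.163. Col8a1 (chromosome 16 from 57624258 to 57754737) had a log2 fold change of 0.85 (SE 0.412, over the list alone 0.141). For Col5a1 (chromosome 2 from 27886425 to 28039514), Col6a1 (chromosome 10 from 76708792 to 76726168), Col7a1 (chromosome 9 from 108953586 to 108984875) and Loxl2 (chromosome 14 from 69609068 to 69695834) the log2 fold changes were 0.50, 0.29, 0.70 and 0.51. For 7 of the 8 genes every Fas-/- library was above every Fas+/+ library (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). As a set, camera gave an adjusted p of 1.4e-07, fry 0.171 and camera with an estimated correlation 0.167, and 2 of the 35 splits of the libraries gave as small a p, which decides nothing for a list chosen on these libraries. With the mean of the epithelial markers as a covariate, the median fell to 0.12 and 0 genes were called over the list alone. That mean did not overlap between the genotypes at 6 weeks, so this fit does not separate it from genotype. With Ddx3y as a covariate the median was 0.32 and with the mean of the endothelial markers 0.44, each with 2 called over the list alone. The change from 3 to 6 weeks differed between the genotypes by a median of 0.90, with Col11a1 called over the list alone (adjusted p = 0.0189) and none over all genes. From the bulk data and the single-cell data together, the paper proposes that the profibrotic expression of these cells stays largely as it is for as long as fibrosis persists.

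**Figure D1:**
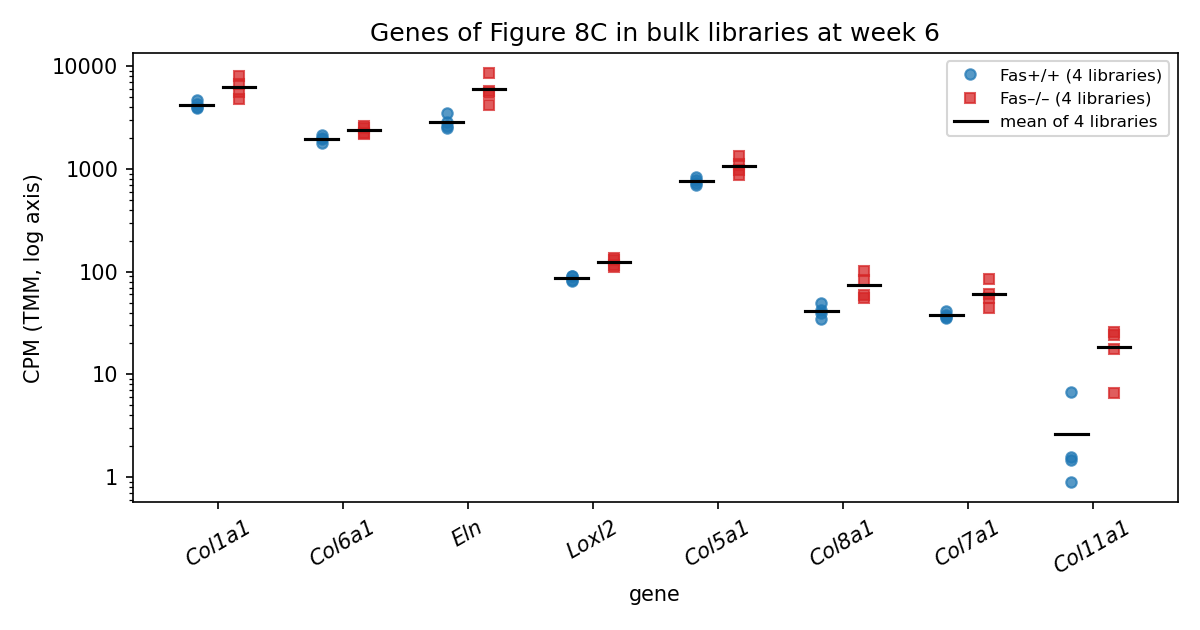
CPM (TMM, log axis) of the 8 genes in each library at 6 weeks. Blue circles are Fas+/+ libraries, red squares are Fas-/- libraries, and black lines mark the mean of 4. The genotypes overlap only for Col11a1, where replicate 4 of the Fas+/+ mice is at 6.70 CPM.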

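All 11 genes were lower in Fas-/- than in Fas+/+ mice at 6 weeks, with a median log2 fold change of -0.95 and no overlap between the genotypes (exact permutation test, p = 0.0286 for each). None was called by edgeR over all genes and 9 were called over the list alone, while DESeq2 called 5 over all genes; the study chose this list on the same samples. Wnt10b (chromosome 15 from 98770712 to 98778150) was at 6.79 ± 1.39 CPM in Fas+/+ and 3.44 ± 0.584 CPM in Fas-/- mice (SD, n = 4; log2 fold change -0.98, SE 0.180, adjusted p = 0.0512), and it was called with RLE normalization (0.0492) and without replicate 4 of the Fas+/+ mice (0.0374). Wnt7a (chromosome 6 from 91363981 to 91411363) was at 7.95 ± 2.54 CPM in Fas+/+ and 1.74 ± 1.19 CPM in Fas-/- mice (n = 4; log2 fold change -2.20, SE 0.455, adjusted p = 0.101). Itgb3 (chromosome 11 from 104608000 to 104670476) was at 38.5 ± 12.8 CPM in Fas+/+ and 22.4 ± 3.81 CPM in Fas-/- mice (n = 4; log2 fold change -0.78, adjusted p = 0.166). Epb41l4b (chromosome 4 from 56991972 to 57143437) was at 11.4 ± 4.13 CPM in Fas+/+ and 4.31 ± 1.73 CPM in Fas-/- mice (n = 4; log2 fold change -1.41, adjusted p = 0.190), with 17.6 CPM in replicate 2 of the Fas+/+ mice. Erbb3 (-0.95), Fzd5 (-0.57), Wnt3a (-1.40), Rspo4 (-1.01) and Wnt4 (-0.30) were also called over the list alone. Nrg1 (-0.64, over the list alone 0.0650) and Sost (-0.54, over the list alone 0.176) were not. The median genotype-by-time interaction was -0.71 (fry, adjusted p = 0.0160), with Wnt7a, Rspo4 and Fzd5 called over the list alone and none over all genes. At 3 weeks the median genotype change was -0.12, and 4 of the 11 were higher in Fas-/- mice. RNA of epithelial cells also differed between these libraries. In the single-cell data 8 of the 11 genes were higher in epithelial-like than in mesenchymal cells, with a median log2 ratio of 3.84, and Wnt7a was at 69.8 CPM of UMIs in the first and 0.060 in the second. Of 11 epithelial markers, 0 were higher in Fas-/- mice in bulk at 6 weeks (median -1.69, camera adjusted p = 1.4e-08, fry 0.0709, estimated correlation 0.0673), and 49 of 50 genes specific to epithelial-like cells were highest in replicate 2 of the Fas+/+ mice. The markers were at a mean log2 CPM of 5.74 in that library. The other Fas+/+ libraries were at 3.37 to 3.64, closer to the 2.74 to 3.31 of the Fas-/- libraries. With the epithelial markers as a covariate the median of the list was -0.58, and 5 genes were called over the list alone. Since the marker means did not overlap between the genotypes, this fit does not separate them from genotype.

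**Figure D2:**
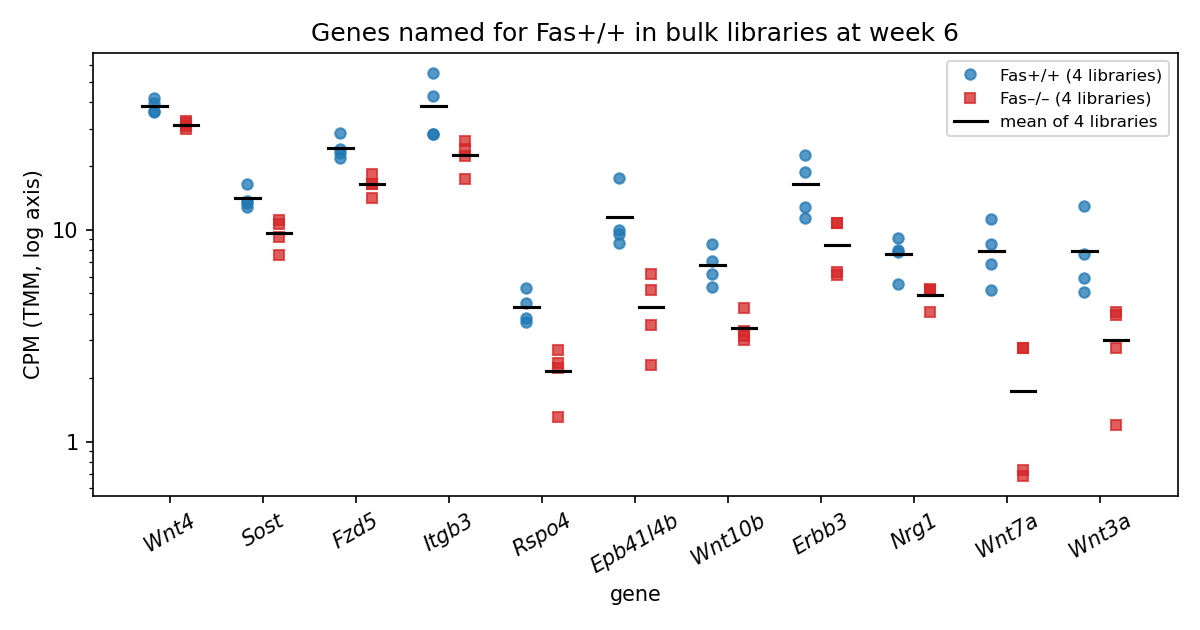
CPM (TMM, log axis) of the 11 genes in each library at 6 weeks. Blue circles are Fas+/+ libraries, red squares are Fas-/- libraries, and black lines mark the mean of 4. Every Fas+/+ library lies above every Fas-/- library for each gene.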

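Single-cell RNA-seq was deposited as 1 library per condition, each from cells pooled from 4 mice: naive, and Fas+/+ and Fas-/- mice labelled 3 and 6 weeks. With 1 library per condition there are no replicates, so no test, standard error or count of changed genes is given, and every interval (exact Poisson or Clopper-Pearson, 95%) covers counting error only. The authors made matrices of unique molecular identifiers (UMIs) with Cell Ranger, and these matrices are the starting point here. Cells with 200 to 7500 genes and at most 20% mitochondrial UMIs were kept, which left 603 naive cells, 2664 Fas+/+ and 2608 Fas-/- cells labelled week 3, and 3240 Fas+/+ and 2944 Fas-/- cells labelled week 6. Median UMIs per cell in this order were 7876, 8896, 5768, 7151 and 8675, and the libraries held 5615583, 26828278, 17075858, 35004216 and 33668370 UMIs. Libraries were normalized with SCTransform, integrated with anchors in Seurat on 3000 features and 20 components, and clustered at a resolution of 0.8. Markers used to name the clusters were left out of the features that made them. Libraries are named by their deposited labels, and the weeks of these labels run opposite to those of the bulk libraries in 3 measures. Across 10852 genes, the week 6 over week 3 ratios of the mesenchymal cells and of the bulk libraries had a Spearman correlation of -0.622 in Fas+/+ mice, and -0.576 across 10630 genes in Fas-/- mice (genes are not independent replicates). The genotype ratios labelled week 3 correlated with those of bulk at 3 weeks by -0.035 and at 6 weeks by 0.429, and those labelled week 6 by 0.369 and 0.074 (Spearman, across genes). The log2 ratio of Ddx3y to Xist, genes of the Y and X chromosomes, differed from that of the bulk libraries by a mean of 2.53 at the same week and 0.214 at the other week. These measures alone do not decide which data set carries the weeks of the experiment. In Fas-sufficient mice the paper reports that fibrosis and Col1a1 reporter expression had fallen by 6 weeks. From week 3 to week 6 in Fas+/+ mice the profibrotic markers changed by a median log2 ratio of -1.52 in bulk and 1.58 in single cells. That argues against exchanged bulk labels, but the paper does not state that the same mice were used. Genotype differences are therefore given below for both labelled weeks.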

To investigate heterogeneity among lung fibroblast populations, we conducted scRNA-seq on sorted Lin^–^ cells from naive mice and bleomycin-instilled Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice at 3 and 6 weeks (Figure 9A). 

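All 12059 cells fell into 20 clusters, and the clusters that met no mesenchymal rule and had top genes of other cell types held 3321 cells (27.5%). Endothelial-like clusters held 1592 cells (13.2%), including 93 lymphatic-like cells with Ccl21a, Mmrn1, Flt4 and Prox1, and epithelial-like cells numbered 204 (1.69%). Erythroid-like cells numbered 1066 (8.84%), with a median of 1392 UMIs, and a platelet-like cluster with Ppbp and Pf4 held 36. The share of endothelial-like cells differed between libraries, from 1.49% of the naive cells to 30.5% (exact interval 28.9 to 32.1) of the Fas+/+ cells labelled week 6, against 7.27% (6.36 to 8.27) of the Fas-/- cells labelled week 6.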

Although our scRNA-seq was conducted on purified Lin^–^ fibroblasts, minor clusters of microvascular and lymphatic endothelial cells, alveolar epithelial cells, hematopoietic cells, and erythroid cells were also identified (Supplemental Figure 10, A and B). 

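Mesenchymal clusters held 8738 cells (72.5%, exact interval 71.7 to 73.3): 523 naive, 2111 Fas+/+ and 1998 Fas-/- cells labelled week 3, and 1677 Fas+/+ and 2429 Fas-/- cells labelled week 6. Keeping the naming markers among the features moved this share most, to 78.0%. Gene levels in single cells are given as UMI CPM, the UMIs of a gene scaled to all UMIs of the cells compared. Pdgfra, at a mean of 1362 UMI CPM over libraries, was highest in the lipofibroblast-like class, Pdgfrb (1843) in the PC1 pericyte-like class and Acta2 (17924) in the vascular smooth muscle-like class.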

To focus our analysis on fibroblast populations, we removed these nonfibroblastic cell clusters, resulting in a final data set of cell populations highly expressing canonical fibroblast genes (PDGFRα, PDGFRβ, and Acta2; Figure 9A and Supplemental Figure 10C). 

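The mesenchymal cells formed 18 clusters, between 15 at a resolution of 0.4 and 23 at 1.2, since the paper's text does not name the resolution. By their markers they were named lipofibroblast-like (clusters 1 and 4 here), MANC-like (5 and 11), profibrotic (3), airway smooth muscle-like (7 and 18), vascular smooth muscle-like (9 and 10), PC1 pericyte-like (6 and 14) and mesothelial-like (12, 13 and 15). Clusters 2 (1312 cells), 8 (442 cells) and 16 (122 cells) met no class's rule, and cluster 17 (79 cells) was hematopoietic-like. Of the 122 cells of cluster 16, 113 came from the Fas-/- library labelled week 6, at a median of 856 UMIs. Where a gene served as a marker of a class, its high level in that class follows in part from the naming.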

With this strategy, we identified 7 major cell groupings comprising 11 cell clusters in naive mice and fibrotic mice (Figure 9A and Supplemental Figures 11 and 12).

Clusters 1 and 2 bore similarity to previously described Col13a1-expressing and Wnt2^+^ fibroblasts (29, 30). These clusters also showed enriched expression of typical lipofibroblast genes, including Plin2, Tcf21, and PDGFRα, as well as other genes, including Limch1 and Npnt (Figure 9B and Supplemental Figure 11). 

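In the lipofibroblast-like class (clusters of 1517 and 733 cells), Wnt2 was at a mean of 209 UMI CPM over libraries and at 32.4 in the rest of the mesenchymal cells. Tcf21 was at 1188 against 240, Col13a1 at 648 against 165, and Npnt at 2799 against 608. These genes and Pdgfra, at 364 in the rest, were highest in this class among all classes, and higher than in the rest in 5 of 5 libraries. Limch1, at 2125 against 702, ranked 2 among the classes, and Plin2, at 176 against 91.3, ranked 3. All of these genes helped to name the class, so their high levels in it follow in part from the naming.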

We collectively define clusters 1 and 2 as a single population of Wnt2^+^ lipofibroblasts. 

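Col14a1 was at a mean of 759 UMI CPM in the MANC-like class and at 93.2 in the rest of the mesenchymal cells. Dcn was at 9586 against 1208, Igfbp4 at 2609 against 549, Cygb at 869 against 103, Clec3b at 2369 against 439 and Rbp4 at 488 against 66.2. All 6 were highest in this class, and higher than in the rest in 5 of 5 libraries, but they helped to name it. Of the genes that named no class, Macf1 was highest in the lipofibroblast-like class (4636) and Axin2 in the PC1 pericyte-like class (69.3).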

Clusters 3 and 4 displayed similarity to both Col14a1-expressing fibroblasts and Axin2^+^PDGFRα^+^ mesenchymal alveolar niche cells (MANCs) (29, 30) and were defined by enriched expression of Col14a1, Dcn, Igfbp4, Macf1, Cygb, Clec3b, and Rbp4 (Figure 9C and Supplemental Figure 11). Thus, we define clusters 3 and 4 as a single population of Col14a1^+^ MANCs. 

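Hhip, at a mean of 3656 UMI CPM against 88.4 in the rest, was highest in the airway smooth muscle-like class, as were Aspn (2100), Enpp2 (1900), Lum (1075) and Lgr6 (114 against 6.51). Mustn1 (1757) and Acta2 (2915) ranked 2 there, after the vascular smooth muscle-like class, where Mustn1 was at 2070. In the vascular class Acta2 was at 426 in the rest of the cells, Actc1 was at 2411 against 26.8, Myh11 at 2959 against 42.9, Cnn1 at 1035, Itih4 at 411 and Lmod1 at 763.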

Cluster 7 cells were identified as airway smooth muscle cells and/or PC2 pericyte–like cells based on enriched expression of Hhip, Must1, Aspn, Enpp2, Lum, and Acta2 (Figure 9A and Supplemental Figure 12D), while cluster 8 cells were identified as vascular smooth muscle cells and Axin^+^ myogenic progenitor cells based on enriched expression of Actc1, Acta2, Myh11, CNN1, Itih4, Lmod1, and Lgr6 (Figure 9A and Supplemental Figure 12B). 

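Pdzd2 was at a mean of 5705 UMI CPM in the PC1 pericyte-like class and 118 in the rest, Cox4i2 at 2790 against 15.0, Higd1b at 1502 against 7.30 and Adcy8 at 437 against 0.621. Pdgfrb was at 107 in the rest of the mesenchymal cells, and the next highest class, vascular smooth muscle-like, had 302. In the mesothelial-like class Upk3b was at 2072 against 3.64, Lrrn4 at 676 against 0.905 and Msln at 2464 against 3.84.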

Cluster 9 cells were identified as PC1 pericyte–like cells, which displayed abundant expression of Pdzd2, Cox4i2, Adcy8, and Higd1b, along with the highest expression of PDGFRβ among all clusters (Supplemental Figures 11B and 12C) (29, 45, 46); clusters 10 and 11 cells were identified as a single group of mesothelial cells based on enriched expression of Upk3b, Lrrn4, Msln, Gpm6a, and Rspo1 (Figure 9A and Supplemental Figure 12E). An additional, potentially novel population comprising clusters 5 and 6 was identified in the lungs of bleomycin-instilled mice (Figure 9A). Cluster 5 exhibited increased expression of archetypal profibrotic genes, including Col1a1, Col1a2, and Tbsp1, whereas cluster 6 was defined by enrichment with additional and distinct profibrotic genes, including Spp1, Fn1, Cthrc1, and Thbs1. In addition, cluster 6 exhibited the highest expression of PDGFRα, as well as substantially increased Acta2 expression among fibroblast clusters (Figure 9D). Based on these characteristics, we define clusters 5 and 6 as profibrotic fibroblasts.

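The 828 cells of the profibrotic class formed 1 cluster (cluster 3 here), in which 11 of 11 profibrotic markers were above the rest of the mesenchymal cells. Over the 4 libraries from bleomycin-instilled mice, Col1a1 was at a mean of 7431 UMI CPM (4181 to 10569) against 2174 in the rest, and Col1a2 at 5864 against 2335. Spp1 was at 12425 (732 to 28655) against 331, Fn1 at 4324 against 1781 and Cthrc1 at 363 against 5.35. These 5 genes and S100a4 were highest in this class. Thbs1, at 1927 against 979, ranked 3. Acta2, at 804 against 1636, was below the rest of the mesenchymal cells, smooth muscle included, in 4 of 4 libraries, although this class ranked 3 for it. Pdgfra was not among the 3 highest here and was highest in the lipofibroblast-like class, which it helped to name.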

Next, we compared the gene expression patterns among the Wnt2^+^ lipofibroblasts, Col14a1^+^ MANCs, and profibrotic fibroblast subsets in bleomycin-instilled Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice at 3 and 6 weeks. To verify efficient deletion of Fas in Col1-CreERT2;Fas^–/–^ mice, we compared the gene expression pattern of the deleted exon 9 between Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice at 3 and 6 weeks. Expression of exon 9 was significantly reduced (*P* < 0.001), and the number of cells expressing exon 9 was decreased 4.8-fold (from 39% to 8%) at 3 weeks and 2.3-fold (from 43% to 19%) at 6 weeks in Fas-deficient cells (Supplemental Figure 13). 

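The deposited matrices count UMIs per gene, so the values are for whole-gene Fas and not for exon 9. Exon 9 spans 34326993 to 34327772 on chromosome 19 and holds 780 of the 1481 nucleotides (52.7%) of the transcript. It is the last exon and includes the 3' UTR of 448 nucleotides. The paper's capture beads carried oligo-dT, so many Fas UMIs may come from this exon. The matrices do not give the position of a UMI within a gene, so their share is not known. In mesenchymal cells Fas was at 54.6 UMI CPM (exact interval 48.6 to 61.3) in the naive library. In the libraries labelled week 3 it was at 62.3 (59.2 to 65.5) in Fas+/+ and 36.5 (33.5 to 39.7) in Fas-/- cells, a log2 ratio of -0.77 (-0.91 to -0.63). In those labelled week 6 it was at 61.0 (58.0 to 64.2) in Fas+/+ and 61.3 (58.6 to 64.2) in Fas-/- cells, a log2 ratio of 0.0069 (-0.091 to 0.11). A Fas UMI was found in 852 of 2111 Fas+/+ cells (40.4%) and 451 of 1998 Fas-/- cells (22.6%) labelled week 3, at median depths of 10324 and 7008 UMIs per cell. At the label week 6 it was found in 755 of 1677 Fas+/+ cells (45.0%) and 1001 of 2429 Fas-/- cells (41.2%), at 12413 and 10633 UMIs. Among cells with at least 3000 UMIs, thinned to 3000 each, the shares at label week 3 were 16.3% of 1869 Fas+/+ and 9.56% (8.18 to 11.1) of 1643 Fas-/- cells, and at label week 6 both were 15.8% (1414 and 1889 cells); 242, 355, 263 and 540 shallower cells were left out. For comparison, a Fas UMI was found in 22.1% of 77 Fas+/+ and 15.8% of 19 Fas-/- epithelial-like cells labelled week 3, and over all libraries in 0 to 22.1% of these cells at median depths of 2286 to 8592 UMIs. In endothelial-like cells the share was 51.8% to 88.9%, with Fas at 188 to 332 UMI CPM, above the level in mesenchymal cells of each library. In erythroid-like cells the share was 7.09% to 26.8% at 969 to 2502 UMIs.

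**Figure D3:**
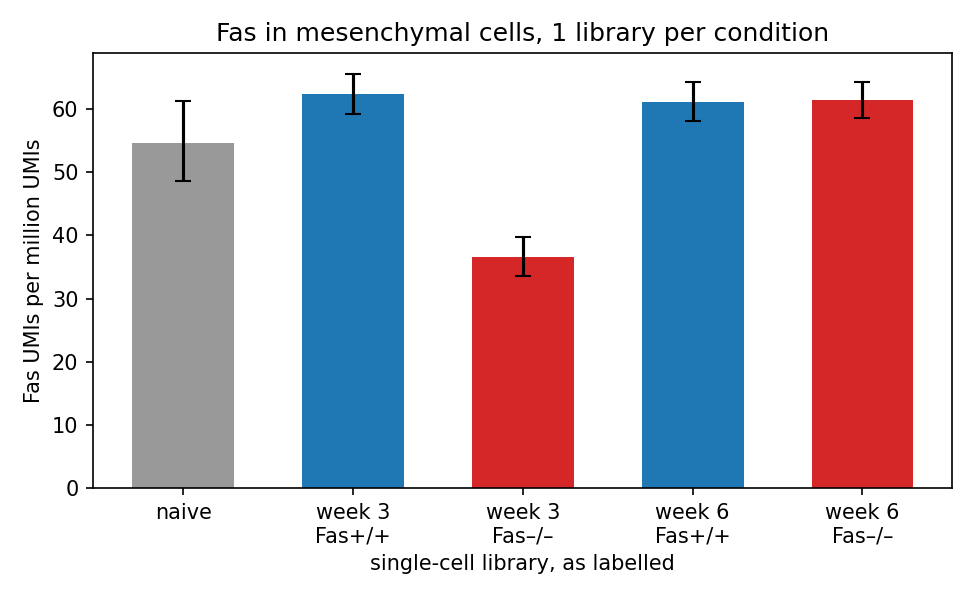
Fas in UMI CPM in the mesenchymal cells of each library, as labelled. Bars start at 0 and error bars are exact 95% Poisson intervals, which cover counting error only. The Fas-/- library labelled week 3 is the lowest, at 36.5.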

Exon 9 was deleted similarly in all clusters in Col1-CreERT2;Fas^–/–^ mice (data not shown). 

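In the libraries labelled week 3 the log2 ratio of whole-gene Fas, Fas-/- over Fas+/+, was -0.87 (exact interval -1.16 to -0.60) in the lipofibroblast-like class, -0.35 (-0.85 to 0.13) in the MANC-like class and -1.32 (-1.84 to -0.83) in the profibrotic class. At the label week 6 it was 0.0026, 0.01 and -0.08 in these classes, the last with an interval of -0.30 to 0.13.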

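Within the libraries labelled week 3, the genes of Figure 8C (those with enough UMIs to compare) had a median log2 ratio, Fas-/- over Fas+/+, of 0.48 (interval 0.28 to 0.62, 6 of 6 higher) in the lipofibroblast-like class, 0.33 (6 of 6) in the MANC-like class and 0.34 (0.25 to 0.49, 7 of 8) in the profibrotic class. Profibrotic markers had medians of 0.33, 0.27 and 0.38 in these classes. Hand-listed ECM genes had medians of 0.27 (64 of 88 higher), 0.013 (48 of 90) and 0.058 (51 of 93). Among random lists matched on expression, the share with a lower median than the Figure 8C genes was 99.97%, 99.92% and 99.95%. The largest single differences were not matrix genes in 2 classes: Bc1 was highest in all 3 (2.72, 2.86 and 3.33), and Gstp1 was the lowest in the lipofibroblast-like (-3.07) and profibrotic (-2.50) classes. Gstp1 was also low in the MANC-like class (-2.57), and Rpl10-ps3 was high in all 3 (2.11, 2.32 and 2.44). With 1 library per condition, shifts shared by the classes cannot be told apart from a difference between the libraries. The matrix gene Aspn (2.52) and Spp1 (2.08) were among the 5 highest of the profibrotic class, and Ccl7 (-3.97) was the lowest of the MANC-like class. At a resolution of 1.2 the ECM median of the profibrotic class was -0.036.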

Similar to the differential expression analysis seen by bulk RNA-seq, Fas deficiency in fibroblasts had little impact on the induction of genes related to profibrotic pathways at 3 weeks in any of the fibroblast subsets, consistent with our data showing that fibroblast Fas deficiency had no effect on the development of fibrosis. By contrast, comparison of specific fibroblast populations between Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ mice at 6 weeks revealed fibrosis-associated DEGs in the profibrotic fibroblasts (clusters 5 and 6; 40 genes) and the Wnt2^+^ lipofibroblasts (clusters 1 and 2; 95 genes), but not in the Col14a1^+^ MANCs (clusters 3 and 4). 

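No count of differentially expressed genes can be given from 1 library per condition. In the libraries labelled week 6, interferon-response genes were the highest in Fas-/- over Fas+/+ cells in every class: Oasl2 (log2 ratio 1.96), Gbp3, Isg15, Ifi27l2a and Rtp4 in the lipofibroblast-like class, Ifit1 (1.98), Isg15 and Ifit3 in the MANC-like class, and Ifit1 (2.22) and Ifi204 (2.14) in the profibrotic class. The lowest were Ly6a (-2.19), Ccl2 and Ier3 in the lipofibroblast-like class, Col8a1 (-2.79), Ptn and Cxcl13 in the MANC-like class, and Pnmt (-5.95, 7 UMIs against 415), Il11 (-2.48) and Cxcl1 in the profibrotic class. The 6 interferon genes called in bulk at 3 weeks had a median of 1.06 in all mesenchymal cells labelled week 6 and -0.35 in those labelled week 3.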

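In the profibrotic class labelled week 6 (312 Fas-/- and 222 Fas+/+ cells), the Figure 8C genes had a median log2 ratio, Fas-/- over Fas+/+, of -0.29 (interval -0.32 to -0.26), and 2 of the 8 were higher. Col1a1 was at 8771 UMI CPM in Fas-/- and 10569 in Fas+/+ cells (log2 ratio -0.27), Col7a1 at 47.0 and 97.1 (-1.04), and Eln at 3527 and 3404 (0.05). Hand-listed ECM genes had a median of -0.12 (33 of 99 higher), collagen genes -0.13 (12 of 29) and profibrotic markers -0.15 (4 of 11). Spp1 was higher in Fas-/- cells, at 28655 against 17209 (0.74). Bcl2, an antiapoptotic gene, was at 42.8 and 48.1 UMI CPM (-0.17). All libraries from bleomycin-instilled mice held cells of this class, 116 and 178 of Fas+/+ and Fas-/- cells at the label week 3.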

Within the profibrotic fibroblasts (clusters 5 and 6) of Col1-CreERT2;Fas^–/–^ mice at 6 weeks, gene ontology pathways associated with ECM organization (*P* = 1.916 × 10^–29^), regulation of cell migration and actin cytoskeleton reorganization (*P* = 5.711 × 10^–7^), and negative regulation of apoptotic processes (*P* = 3.599 × 10^–6^) were also highly enriched, indicating that profibrotic signatures persisted in this Fas-deficient profibrotic subset (Figure 9E and Supplemental Table 3). Additionally, the upregulated DEGs from the Wnt2^+^ lipofibroblasts were enriched for gene ontology pathways associated with elastic fibril formation (*P* = 0.0072) and collagen biosynthesis modifying enzymes (*P* = 0.0335), and containing other ECM assembly genes (Col28A1, Adamts2, Col13A1, Col4A5, Cst3, Rcn1, Sparcl1, Igfbp7, Gas6, Vcam1, Mmp2, Mmp3, Loxl1, and Fbln5). 

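In the lipofibroblast-like class labelled week 6 (482 Fas-/- and 392 Fas+/+ cells), 7 of the 13 listed genes with enough UMIs were higher in Fas-/- cells, with a median log2 ratio of 0.012 and a mean of -0.079. Fbln5 was at 335 UMI CPM in Fas-/- and 265 in Fas+/+ cells (0.34), Adamts2 at 298 and 257 (0.21), and Mmp3 at 68.8 and 166 (-1.27). Col28a1 had 15 UMIs in Fas-/- and 2 in Fas+/+ cells. Hand-listed ECM genes had a median of 0.031 (49 of 87 higher) and a mean of -0.056. At the label week 3 the same list had a median of 0.27 (interval 0.21 to 0.31), 11 of 14 genes were higher, and Mmp2 was at 792 and 441 (0.84). From the pathways of these genes and of those higher in the profibrotic class, the paper concludes that both kinds of fibroblast keep profibrotic expression without Fas signaling.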

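In the MANC-like class labelled week 6 (259 Fas-/- and 205 Fas+/+ cells), 11 of 79 cytosolic ribosomal protein genes were higher in Fas-/- cells, with a median log2 ratio of -0.093 (interval -0.106 to -0.080). At the label week 3, 6 of 79 were higher (median -0.10). In bulk at 3 weeks 2 of 82 were higher in Fas-/- mice (median -0.098, camera adjusted p = 3.1e-06, fry 0.922), and at 6 weeks camera gave 0.449.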

Gene ontology pathways associated with peptide biosynthesis processes, and targeting of proteins to the ER and membranes, were enriched in Col14a1^+^ MANCs fibroblasts (Figure 9E and Supplemental Table 3). Thus, both the profibrotic fibroblasts and the Wnt2^+^ lipofibroblasts retained profibrotic gene expression patterns in the absence of Fas signaling.

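Over all mesenchymal cells the median log2 ratio of the Figure 8C genes, Fas-/- over Fas+/+, was -0.15 at the label week 6 (2 of 8 higher) and 0.43 at the label week 3 (8 of 8). For the profibrotic markers it was -0.10 and 0.36. Under settings that moved the lipofibroblast-like class, its Figure 8C median at the label week 6 (main value 0.057, mean -0.11) was -0.098 when the naming markers were kept among the features.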

Lastly, to provide insight into the potential progenitors and lineages leading to the profibrotic fibroblast populations (clusters 5 and 6) that emerge with injury and fibrosis, we performed in silico trajectory analyses of our single cell data. We included the Wnt2^+^ lipofibroblast population (clusters 1 and 2) in this analysis as potential progenitors, given their related expression profile, exemplified by the connected nature of clusters 1, 2, 5, and 6 in Uniform Manifold Approximation and Projection (UMAP) space. Further supporting cluster 1 as a progenitor for clusters 5 and 6, we found the frequency of this cluster decreased from 30% in naive animals to 20% and 14% as fibrosis developed at 3 and 6 weeks, respectively. 

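The lipofibroblast-like class made up 25.2% of naive mesenchymal cells (exact interval 21.6 to 29.1), 19.9% of Fas+/+ (18.2 to 21.6) and 22.6% of Fas-/- cells (20.9 to 24.4) labelled week 3, and 14.8% of Fas+/+ (13.2 to 16.5) and 12.4% of Fas-/- cells (11.2 to 13.8) labelled week 6. These shares come from clusters made with 2895 genes left out of the features, genes called in bulk among them. That is fewer than the 7116 genes called in either comparison with naive mice at 3 weeks. The change in expression may therefore still have helped to assign the cells. Fas+/+ cells were below naive by 5.37 percentage points at the label week 3 (interval of the difference -9.41 to -1.34) and by 10.4 at the label week 6 (-14.4 to -6.40). The genotype difference was -2.39 percentage points (-4.48 to -0.31) at the label week 6 and 2.72 (0.30 to 5.14) at the label week 3, and the latter changed sign under 9 of 9 other settings. With the genes called in bulk kept among the features the shares were 38.0%, 29.7%, 27.5%, 23.4% and 19.8%, in the order above. The MANC-like class ran from 9.28% to 11.8%.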

Pseudotime trajectory analysis inferred 2 major trajectories: Lineage 1, proceeding from cluster 1 through cluster 5 to cluster 6, and Lineage 2, proceeding from cluster 2 through cluster 5 to cluster 6 (Figure 9F). Through clustering of pseudotime-associated genes, we computed the trajectories into early, mid, and late phases. The pseudotime-associated genes for the early and mid phases of Lineage 1 exhibited enrichment for profibrotic pathways, including lung fibrosis (*P* = 0.036), ECM-receptor interactions (*P* = 8.18 × 10^–8^), focal adhesion formation (*P* = 3.4 × 10^–6^), TGF-β signaling pathways (*P* = 0.05327), and matrix metalloproteinases (*P* = 0.01727) (Figure 9F, Supplemental Figure 14, and Supplemental Table 4). Similar pathways were enriched during the early and mid phases of the Lineage 2, but also included genes involved in glutathione metabolism (Gpx3) and VEGF signaling (Hspb1). 

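Slingshot is not available for this work, so cells were not ordered in pseudotime, and the paper's phase genes were compared between classes. The Early genes of Scenario 1 were below the profibrotic class in lipofibroblast-like cells, with medians between -2.28 and -1.76 over the 4 libraries from bleomycin-instilled mice, and the 38 Mid genes had medians between -0.75 and 0.39. For Scenario 2 the lipofibroblast-like medians were -2.06 to -1.61 over 26 Early genes and 0.23 to 0.68 over 21 Mid genes. Gpx3 was highest in the lipofibroblast-like class, at a mean of 4004 UMI CPM against 1581 in the profibrotic class, and Hspb1 was at 1426 and 922.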

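Mmp3 was at a mean of 787 UMI CPM in the MANC-like, 126 in the profibrotic and 104 in the lipofibroblast-like class. Timp3 was at 2333, 1408 and 863, Igfbp3 at 193, 166 and 447, and Igfbp6 at 1784, 283 and 292. The 51 Late genes of Scenario 1 were above the profibrotic class in lipofibroblast-like cells, with medians of 1.71 to 3.19, and in the MANC-like class the medians were -0.24 to 1.45.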

Late trajectory genes included matrix metalloproteinase genes (Mmp3, Timp3) and genes involved in IGF1 signaling (Igfbp3, Igfbp6) (Figure 9F, Supplemental Figure 14, and Supplemental Table 5). Thus, pseudotime analysis suggests that the profibrotic fibroblasts (clusters 5 and 6) develop from the Wnt^+^ lipofibroblasts (clusters 1 and 2) in naive lungs. 

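From 3 to 6 weeks in bulk, the 11 profibrotic markers fell by a median of 1.52 on the log2 scale in Fas+/+ and by 1.01 in Fas-/- mice, and from the label week 3 to the label week 6 in mesenchymal cells they rose by 1.58 and 1.13. The Figure 8C genes changed by -1.47 and -0.22 in bulk and by 1.46 and 0.72 in mesenchymal cells.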

Taking into consideration both the bulk and scRNA-seq data, our findings suggest that once each fibroblast cluster has undergone its unique profibrotic programming response, the profibrotic gene expression profile remains largely unchanged as long as fibrosis persists.

## Discussion

Substantial progress has been made in understanding the mechanisms of alveolar epithelial injury and its role in driving fibroblast recruitment, proliferation, and excessive ECM deposition in the distal lung. However, the mechanisms that distinguish profibrotic fibroblast persistence and ECM accumulation in the context of progressive pulmonary fibrosis seen in IPF from the fibrosis resolution and lung regeneration that occurs in the setting of recovery from ARDS remain unclear. Here, we show that Fas deletion in fibroblasts inhibits fibroblast apoptosis, impedes homeostatic fibrosis resolution, maintains profibrotic transcriptomic fibroblast gene expression programing, and permits fibroblast persistence and enduring pulmonary fibrosis. Taken together, these findings suggest that Fas signaling plays a fundamentally important, physiologic role in the elimination of profibrotic lung fibroblasts during fibrosis resolution in vivo. Furthermore, our results suggest that impaired Fas signaling through Fas downregulation, or by increased expression of antiapoptotic proteins that inhibit proapoptotic Fas signaling (11, 17–20), may lead to critical deviations in lung fibrosis outcome from resolution to persistence.

Two approaches were used to delete Fas in fibroblasts. Dermo1 is developmentally expressed in lung mesenchyme (26). Thus, fibroblasts in Dermo1-Cre;Fas^–/–^ mice are Fas deficient at birth (47–49). We also conditionally deleted Fas in fibroblasts during bleomycin-induced fibrosis development in Col1-CreERT2;Fas^–/–^ mice. With both approaches, bleomycin robustly induced pulmonary fibrosis between 2 and 4 weeks. However, whereas Fas-sufficient mice underwent homeostatic fibrosis resolution by 6–9 weeks (9, 10, 24, 50), fibroblast Fas deficiency in both Dermo1-Cre;Fas^–/–^ and Col1-CreERT2;Fas^–/–^ mice inhibited homeostatic fibrosis resolution and led to persistent pulmonary fibrosis for at least 9 weeks.

Fibroblast Fas deficiency profoundly inhibited both the apoptosis and elimination of lung fibroblasts during homeostatic fibrosis resolution. Using a potentially novel flow cytometry strategy for pulmonary fibroblasts, based on previous studies describing CD90^+^, CD90^–^, and CD26^+^ fibroblasts in lung and skin (35, 51), we found that, among Fas-deficient lung fibroblasts, CD26^+^ and CD90^–^CD26^–^ fibroblasts remained the most persistent and elevated subsets at 6 and 9 weeks. CD90^+^ fibroblasts underwent a modest early expansion but remained significantly elevated at 6 and 9 weeks in the absence of Fas signaling. Furthermore, whereas apoptotic S100A4^+^ and α-SMA^+^ fibroblasts were detected in the lungs of bleomycin-instilled Dermo1-Cre;Fas^+/+^ and Col1-CreERT2;Fas^+/+^ mice at 3 and 4.5 weeks, they were not detected in Dermo1-Cre;Fas^–/–^ and Col1-CreERT2;Fas^–/–^ mice, suggesting that Fas signaling plays an essential role in fibroblast apoptosis during homeostatic fibrosis resolution. The lungs of naive Dermo1-Cre;Fas^–/–^ mice were found to have basally elevated numbers of Lin^–^PDGFRα^+^ cells compared with naive Dermo1-Cre;Fas^+/+^ mice, with the majority being CD26^+^. These findings suggest that Fas signaling may be of greater relevance to basal turnover of CD26^+^ fibroblasts compared with CD90^+^ and CD90^–^CD26^–^ fibroblasts. However, we did not observe spontaneous lung or skin fibrosis in these mice or in aged (i.e., >1-year-old) Dermo1-Cre;Fas^–/–^ mice (data not shown). We also noted that fibroblast Fas deficiency in Dermo1-Cre;Fas^–/–^ and Col1-CreERT2;Fas^–/–^ mice had no effect on the initial bleomycin-induced fibroblast expansion at 1.5 and 3 weeks. Previous in vitro studies have suggested that Fas signaling during this period contributes to profibrotic fibroblast proliferation via cFLIP_L_– and TRAF2-induced NF-κB activation (20). Our use of genetic in vivo approaches to delete Fas in fibroblasts challenges this notion. Taken together, our results suggest that Fas signaling plays a necessary role in fibroblast apoptosis and elimination during homeostatic fibrosis resolution following bleomycin-induced lung injury and likely contributes to fibroblast turnover in naive mice.

Much remains to be understood about the functions of the increasingly heterogeneous lung fibroblast subsets. We initially studied how Fas signaling affects CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblasts. CD90 is expressed by Tcf21-expressing lipofibroblasts and Col13a1 interstitial matrix–producing fibroblasts (52). In the context of bleomycin-induced pulmonary fibrosis, CD90-deficient mice phenocopy the impaired homeostatic fibrosis resolution described herein, and lung fibroblasts from CD90-deficient mice are resistant to Fas-induced apoptosis (10, 53). CD26 has been reported to be expressed on dermal fibroblasts that synthesize and deposit ECM during scar formation (35), and we have shown it to identify a CD90^–^ fibroblast subset. We have also shown that CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblasts from bleomycin-instilled mice exhibit increased Col1a1 promoter activity, peaking at 3 weeks in Col1-GFP reporter mice. However, whereas GFP expression had returned to baseline level by 6 weeks in Fas-sufficient fibroblasts from Col1-CreERT2;Fas^+/+^;Col1-GFP mice, GFP expression remained elevated in Fas-deficient CD90^+^, CD26^+^, and CD90^–^CD26^–^ fibroblasts in Col1-CreERT2;Fas^–/–^;Col1-GFP mice. Similarly, α-SMA promoter activity remained elevated in CD90^+^ fibroblasts in bleomycin-instilled Fas-deficient Col1-CreERT2;Fas^–/–^;α-SMA–RFP reporter mice at 6 weeks compared with CD90^+^ fibroblasts from Fas-sufficient Col1-CreERT2;Fas^+/+^;α-SMA–RFP reporter mice. Thus, loss of Fas signaling in fibroblasts not only prevents fibroblast apoptosis, but it prolongs functional gene expression from profibrotic Col1a1 and α-SMA promoters in surviving cells.

Bulk and scRNA-seq provided further insight into the transcriptional profiles and, by inference, the functions of the Fas-deficient fibroblasts that remained in persistently fibrotic lungs. 

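The log2 fold changes of Fas+/+ and of Fas-/- mice against naive mice at 3 weeks had a correlation of 0.952 across genes, which are not independent replicates. Both comparisons share the naive libraries, and in 20 simulations without any change the shared libraries alone gave a mean correlation of 0.505 and at most 0.530. Of 7116 genes called in either comparison, 4446 were called in both, all in the same direction.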

Analysis of bulk RNA-seq data from Fas-sufficient and Fas-deficient fibroblasts showed marked similarities in profibrotic gene expression and pathway enrichment at 3 weeks compared with naive mice. scRNA-seq provided additional insight. We identified 2 major fibroblast subsets in the lungs of naive mice. Wnt2^+^ lipofibroblasts (clusters 1 and 2) displayed similarity to Wnt2^+^ (30) and Col13a1 fibroblasts (29), but they were also enriched with transcripts encoding lipofibroblast genes including Plin2 (29, 52). Col14a1^+^ MANCs were similar to Axin^+^PDGFRα^+^ and Col14a1^+^ fibroblasts (29, 30). 

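In the lipofibroblast-like class the profibrotic markers had a median log2 ratio over naive cells of 0.47 (6 of 10 higher) in Fas+/+ and 0.65 (10 of 10) in Fas-/- cells labelled week 3, and of 1.30 (10 of 10) and 1.24 (9 of 10) at the label week 6. Hand-listed ECM genes had medians of 0.14, 0.35, 0.50 and 0.57.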

At the peak of fibrosis, Wnt2^+^ lipofibroblasts from both Fas-sufficient and Fas-deficient mice displayed increased expression of typical profibrotic genes. In contrast, gene expression profiles in Col14a1^+^ MANCs from bleomycin-instilled mice did not display a gene expression profile associated with the development or maintenance of fibrosis, and very few DEGs were found in comparison with lung fibroblasts from naive mice, as previously reported (30). 

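In the MANC-like class, with 52 naive cells, the profibrotic markers had medians over naive cells of 0.62 (6 of 10 higher; mean 0.21) in Fas+/+ and 0.57 (7 of 11) in Fas-/- cells labelled week 3, and of 1.10 (8 of 11) and 0.37 (7 of 11) at the label week 6. Hand-listed ECM genes had medians of -0.14 and -0.085 at the label week 3 and 0.15 and 0.062 at the label week 6. The Figure 8C genes had medians of -0.52, -0.36, 0.25 and 0.20.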

We also identified a third, potentially novel, profibrotic fibroblast population (clusters 5 and 6) that was present in the lungs of both Fas-sufficient and Fas-deficient bleomycin-instilled mice but was absent from the lungs of naive mice. 

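None of the 523 naive mesenchymal cells fell into the profibrotic class, which allows a share of up to 0.703% (exact interval). The class held 5.50% of Fas+/+ and 8.91% of Fas-/- cells labelled week 3, and 13.2% and 12.8% at the label week 6. In the clusters with 2895 genes left out of the features, genes called in bulk among them, the share was 2.04% (exact interval 1.02 to 3.62) in naive cells, 6.74% and 8.82% at the label week 3, and 16.3% and 16.0% at the label week 6. There the genotype difference was 2.07 percentage points (0.49 to 3.66) at the label week 3 and -0.30 (-2.53 to 1.92) at the label week 6.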

Our data support the conclusion that these populations arise from the Wn2t^+^ lipofibroblasts (clusters 1 and 2) present in naive lungs. In silico trajectory analysis provided 2 possible differentiation paths, initiating with either cluster 1 or 2, and passing through cluster 5 to generate the profibrotic cluster 6 cells.

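Against naive mice, 563 genes were higher and 274 lower in Fas+/+ mice at 6 weeks, and 578 higher and 444 lower in Fas-/- mice. DESeq2 called 881 higher and 515 lower in Fas+/+ mice, and without replicate 2 of the Fas+/+ mice edgeR called 305 and 110. Igfbp2 rose from 7.09 ± 2.06 to 142 ± 36.2 CPM in Fas+/+ mice (SD, n = 4; log2 fold change 4.33, adjusted p = 1.1e-08). Nt5e (2.47), Ndnf (2.09), Itgb6 (4.34) and Tmem37 (2.44) followed. Igfbp2, Nt5e, Itgb6 and Tmem37 are among the 50 genes most specific to epithelial-like cells in the single-cell data. They were higher there than in mesenchymal cells by 7.37, 6.49, 10.4 and 7.71 on the log2 scale, so RNA from epithelial cells may contribute. Epithelial markers rose by a median of 3.46 in Fas+/+ and 1.74 in Fas-/- mice. In Fas-/- mice Igfbp2 (3.30), P2rx4 (0.59), Gdf6 (2.46), Cdkn1a (1.65) and Nnat (3.83) were the first among the genes higher than in naive mice. The lowest genes were those of red cells in both genotypes, with Alas2 at -4.69 in Fas+/+ and -6.73 in Fas-/- mice.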

Analysis of the lung gene expression profiles in fibroblasts isolated from bleomycin-instilled Col1-CreERT2;Fas^+/+^ mice at 6 weeks showed enrichment in pathways associated with regulation of cell migration and motility, wound healing, Wnt signaling, and epithelial cell development, consistent with homeostatic fibrosis resolution. However, the Wnt2^+^ lipofibroblasts (clusters 1 and 2) and the profibrotic fibroblasts (clusters 5 and 6) isolated from fibrotic bleomycin–instilled Col1-CreERT2;Fas^–/–^ mice continued to express profibrotic gene expression patterns and pathways at 6 weeks, indicating that their profibrotic programming had been preserved in the absence of Fas signaling.

Studies into the role of impaired Fas signaling in tissue injury and fibrosis began to appear in the 1990s following the identification of a spontaneous inactivating Fas mutation in *lpr* mice (54). These mice provided a new tool to address the consequences of Fas inactivation in vivo. However, they led to conflicting results when used to investigate the role of Fas in bleomycin-induced acute lung injury and fibrosis (55, 56). Loss of Fas signaling in *lpr* mice was also reported to reduce hepatocyte apoptosis and subsequent hepatic fibrosis after bile duct ligation (57). A clear limitation of these early studies is that whole-body Fas inactivation does not allow for adequate modeling of the temporally distinct complex cellular interactions that are required to promote injury, fibrosis, and repair where the impact of loss of Fas signaling in alveolar epithelial cells may be quite different from that in fibroblasts or immune cells. The use of lineage-restricted and conditional Fas inactivation in fibroblasts, as applied herein, circumvents this problem.

In summary, our data suggest that, following initial expansion and profibrotic programming of fibroblasts during the development of fibrosis, fibroblasts deficient in Fas maintain their profibrotic transcriptomic programming in their persistent state. Therefore, autonomous Fas-induced apoptosis and clearance of profibrotic fibroblasts during fibrosis resolution play necessary roles in homeostatic fibrosis resolution, whereas impaired Fas signaling is sufficient to maintain both their presence in persistently fibrotic lungs and their profibrotic programming. We speculate that loss of the ability of fibroblasts to undergo Fas-induced apoptosis represents a decisive checkpoint at which the beneficial, homeostatic resolving fibrotic response might be diverted to the persistent and potentially more harmful progressive fibrosis seen in IPF patients.

## Methods

### Mouse strains.

To enact lineage-specific deletion of Fas, we bred mice that expressed endogenous Cre recombinase driven by the *Dermo1* (*Twist2*) promoter (008712 - B6.129X1-*Twist2^tm1.1(cre)Dor^*/J; The Jackson Laboratory) or a tamoxifen-inducible Cre recombinase driven by the Col1a1 promoter (016241 - B6.Cg-Tg[Col1a1-cre/ERT2]1Crm/J; The Jackson Laboratory) to mice with floxed Fas alleles (exon 9) (007895- C57BL/6-*Fas^tm1Cgn^*/J; The Jackson Laboratory). The final genotypes of the mice were *Dermo1-Cre;Fas^fl/fl^* and *Col1a1-Cre-ERT2;Fas^fl/fl^*, respectively. To track real-time expression of Col1a1 and α-SMA, we used Col1a1-GFP and α-SMA–RFP mice (gifts from David Brenner, University of California San Diego, San Diego, California, USA; ref. 40). The Col1a1-GFP and α-SMA–RFP mice were bred to *Col1a1-Cre-ERT2;Fas^fl/fl^* to allow for Fas deletion and florescence expression of Col1a1 or α-SMA. For all mice bred to the Col1a1-ERT2 promoter, either corn oil or tamoxifen (0.25 mg/g body weight in corn oil, MilliporeSigma) was given by i.p. injection starting at day 4 after bleomycin. Mice received 6 injections between days 4 and 21 (Figure 2A). Deletion of Fas after Cre recombination following tamoxifen was confirmed by PCR (Supplemental Figure 2; Cre forward, 5′ - GAGTGAACGAACCTGGTCGAAATCAGTGCG - 3′; Cre reverse, 5′ - GCATTACCGGTCGATGCAACGAGTGATGAG - 3′; Fas Del forward, 5′ - GTCCTCTATTATCCTCATCATGAG - 3′; Fas Del reverse, 5′ - GGCTTTGGAAAGGAATTTCCTCCTAAGAGG - 3′; Fas LoxP forward, 5′ - CCTTCCATTGATGGACAGTTC - 3′; Fas LoxP reverse, 5′ - TTAAAAGGCTTTGGAAAGGAA - 3′) (Integrated DNA Technologies).

### Primary fibroblasts.

Primary lung fibroblasts were isolated from healthy murine lungs as previously described (17, 58). They were maintained in 10% DMEM, grown on plastic, and used in experiments between passages 3 and 8.

### Assessment of fibrotic lung disease.

Pulmonary fibrosis was initiated by the intratracheal instillation of 50 μL of bleomycin (1.5 U/kg, Amneal Biosciences) to anesthetized mice, as previously described (24). Fibrosis was assessed by lung measurements of collagen in the upper right lobe (hydroxyproline). Briefly, lungs were homogenized in PBS and hydrolyzed overnight at 120°C using 12M HCl. Assessment of hydroxyproline was determined by the absorbance at 500 nm on a microplate reader (Epoch2 BioTek Instruments). Histology was evaluated by H&E staining and (PSR of sections from the left lung as previously described (24). Images were taken on an upright Olympus BX51.

### Flow cytometry and cell sorting.

Single cell suspensions were obtained from perfused, enzymatically dispersed lungs. Briefly, a digestion mixture of collagenase (450 U/mL, MilliporeSigma), Dispase (5 U/mL, Worthington Biochemical), and Elastase (4 U/mL, Worthington Biochemical) was instilled into the right lung and incubated at 37°C for 25 minutes. Lungs were chopped, and tissue pieces were washed in 10% FBS containing DMEM, followed by a secondary digestion in 0.1% Trypsin-EDTA with 0.33 U/mL DNaseI (Worthington Biochemical) for 20 minutes at 37°C. Dissociated tissue was washed in DMEM containing 10% FBS, and single cell suspensions were filtered prior to staining (37). Cells were stained with fluorescently tagged monoclonal antibodies against CD45 (catalog 17-0451-82), CD326/EpCAM (catalog 17-5791-80), CD90 (catalog 48-0902-80), CD26 (catalog 45-0261-80), PDGFR/CD140a (catalog 25-1401-82) (all from Thermo Fisher Scientific), and CD31 (catalog 541814, BD Biosciences) at a 1:200 dilution. Cell analysis data were acquired with the LSRFortessa (BD Biosciences) and analyzed with FlowJo 2 software (Tree Star Inc.).

Prior to cell sorting, single cell suspensions were enriched for Lin^–^ cells by incubating with CD45 (catalog 130-052-301), CD31 (catalog 130-097-418), and CD326 (catalog 130-105-958) MicroBeads and purified off of LS Column per manufacturer instructions (Miltenyi Biotec). Single cells were sorted on the FACSAria Fusion (BD Biosciences) as doublet excluded, DAPI^–^, CD45^–^, CD31^–^, and CD326^–^ prior to single cell and bulk RNA-seq of the Lin^–^ population.

### Immunofluorescence staining.

Formalin-fixed, paraffin-embedded sections were deparaffinized and rehydrated followed by antigen retrieval using citrate buffer. Nonspecific binding was reduced by incubation in 10% blocking serum and mouse IgG serum (Vector Laboratories). Primary anti–rabbit S100-A4/FSP1 antibody (07-2274, MilliporeSigma) was used at a 1:500 dilution, and primary anti–mouse α-SMA antibody (clone 1A4, MilliporeSigma) was used at a 1:1000 dilution overnight at 4°C, followed by incubation with fluorescently tagged goat anti–mouse A647 (catalog A21236) and donkey anti–rabbit A555 (catalog A31572) secondary antibodies at 1:100 dilution (Invitrogen). TUNEL staining to detect apoptotic cells was completed prior to antibody staining, per manufacturer instructions (Promega). TUNEL^+^ cells were counted and averaged from 10 images from each animal. Images were captured in fibrotic areas using FSP1^+^ staining as an indicator of fibroblast accumulation. TUNEL^+^ cells located in the airway epithelium were excluded from the analysis. Frozen 4% PFA-fixed OCT (Thermo Fisher Scientific) sections were mounted with Fluoroshield Mounting Media containing DAPI (Vector Laboratories). Images were acquired on a Zeiss Axioplan 2 epi-fluorescence microscope and analyzed with Axiovision software (Zeiss).

### Bulk RNA-seq.

Lin^–^ cells were obtained by FACS sorting. At least 300,000 cells were collected per population. Purified cells were pelleted and lysed, and RNA was precipitated using TRIzol (Thermo Fisher Scientific), followed by purification of the aqueous layer using a RNeasy Micro Kit (Qiagen Sciences). A modified Kapa Biosystems (Wilmington) KAPA Stranded mRNA-Seq kit for whole transcriptome libraries was used to primarily target all polyA RNA. After mRNA (poly-A) isolation, first- and second-strand cDNA synthesis, adaptor ligation, amplification, and bead templating occurred. Once validated, the libraries were sequenced as barcoded pooled samples and processed for next-generation sequencing (NovaSeq 6000; Illumina platform). The data set has been deposited in the National Center for Biotechnology Information/Gene Expression Omnibus under accession no. GSE161648 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161648).

### scRNA-seq.

All single cell capture and library preparation was performed at the University of Colorado Cancer Center Microarray and Genomics Core. Cells were loaded onto a 10× Genomics microfluidics chip and encapsulated with barcoded oligo-dT–containing gel beads using the 10× Genomics Chromium controller and single cell libraries constructed per the manufacturer’s instructions. Samples were sequenced on a NovaSeq 6000 Illumina platform instrument. 

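The matrices hold 13900 barcodes, from 766 in the naive library to 3675 in the Fas+/+ library labelled week 6, a mean of 2780 per library. After filtering, the mean was 2411.8 cells.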

An average of 2741 cells per sample were analyzed with an average postnormalized mean read/cell of 312,995. The data set has been deposited in the National Center for Biotechnology Information/Gene Expression Omnibus under accession no. GSE161648 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161648).

### Bulk RNA-seq analysis.

To improve downstream mapping quality, raw sequencing reads were trimmed using skewer with parameters (end quality [3′ end quality trimming] = 15, mean quality [reads filtered by average quality] = 25, minimum quality [specifies lowest mean quality value allowed before trimming] = 30). Trimmed reads were aligned to the mouse reference genome GRCm38 using Hisat2. Gene quantification was performed with htseq-count using GRCm38 ensembl v84 GTF. Differential expression analysis between groups was conducted with R package DESeq2. Pathway analysis was conducted with Enricher (59, 60).

### Single cell clustering and trajectory analysis.

Initial processing of 10× scRNA-seq data — including cell demultiplexing, alignment to the mouse genome GRCm38, and UMI-based quantification — was performed with Cell Ranger (version 3.0). To ensure that high-quality cells were used for downstream analysis, we removed cells with fewer than 200 genes detected or cells with greater than 20% mitochondrial reads (Supplemental Figure 15). Additionally, to remove possible doublets, we remove cells with higher than 7500 genes detected. For gene filtering, we removed lowly expressed genes (detected in fewer than 4 cells). 

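Of the 13900 barcodes, 413 had fewer than 200 genes, 61 had more than 7500 and 1631 had over 20% mitochondrial UMIs, which left 12059 cells. The matrices list 31053 features, and 18517 genes were seen in at least 4 cells.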

Using the above filtering, our data set consisted of 12,043 cells and 37,887 genes. After initial clustering and visualization, 4215 cells were removed that we characterized as nonfibroblasts (Supplemental Figure 10), which left us with 7828 mesenchymal cells for downstream analysis.

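Per library, the share of cells kept as mesenchymal was 86.7% (exact interval 83.8 to 89.3) in naive mice, 79.2% (77.7 to 80.8) in Fas+/+ and 76.6% (74.9 to 78.2) in Fas-/- cells labelled week 3, and 51.8% (50.0 to 53.5) and 82.5% (81.1 to 83.9) at the label week 6.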

Prior to clustering, we performed normalization using sctransform and integration of data sets from 5 samples (naive *Col1a1-Cre-ERT2;Fas^fl/fl^*, Col1-CreERT2;Fas^–/–^, and Col1-CreERT2;Fas^+/+^ 3 weeks after bleomycin and Col1-CreERT2;Fas^–/–^ and Col1-CreERT2;Fas^+/+^ 6 weeks after bleomycin) using a mutual nearest neighbor–based (MNN-based) approach. Clustering analysis was performed on the top 20 PCs using a shared nearest neighbor (SNN) based SLM algorithm. Visualization of the single cell expression profiles into a 2-dimensional map was computed using UMAP technique. Differential expression analysis was conducted using FindMarkers function with default options. All the analyses mentioned above is carried out with R Seurat package version 3.5.1. Pathway analysis was conducted with Enricher (59, 60).

Using the previously computed UMAP components, trajectory analysis was performed using Slingshot that builds lineages of cells that link cell clusters by fitting a minimum spanning tree (MST) onto the selected clusters, followed by the application of simultaneous principal curves to create trajectories. Clusters 1, 2, 5, and 6 were included in the trajectory analysis. Additional constraints were added by imposing cluster 1 and cluster 2 as the starting clusters and cluster 6 as the end cluster.

### Statistics.

Time course data are presented as the mean ± SEM. Data were analyzed using GraphPad Prism software Version 8 (GraphPad). Differences between conditions at specific time points were examined using Student’s unpaired 2-tailed *t* test with Welch’s correction with *P* < 0.05 considered to be significant. Box-and-whisker plots show median, minimum, and maximum values. Violin plots show median, upper, and lower quartiles. Specifics about the replicates used where *n* = individual animal replicates are available in the figure legends.

### Study approval.

All Animal studies were approved by the National Jewish Health IACUC.

## Author contributions

EFR, SC, BPB, SS, and BLE conducted the experimental work. DWHR conceived the project. EFR, MAS, and DWHR designed and planned experiments, analyzed the data, and contributed to writing the manuscript. All authors reviewed the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
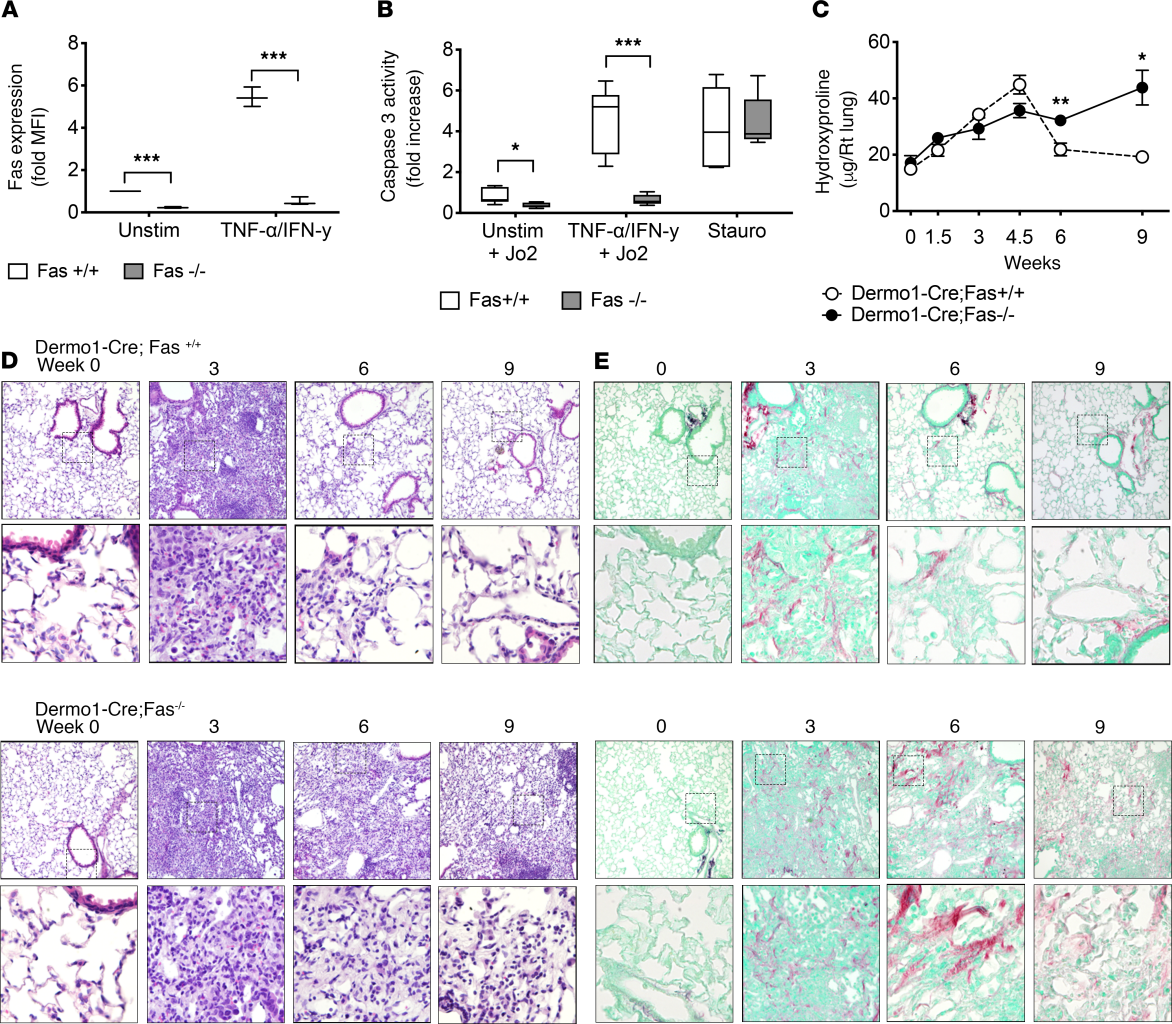
Fas expression in mesenchymal cells is essential for their spontaneous apoptosis during fibrosis resolution. (**A**) Cell surface expression on cultured fibroblasts from WT and Fas-deficient mice. (**B**) Caspase 3 activity in WT and Fas-deficient fibroblasts after Fas ligation. (**C**) Hydroxyproline levels in the lungs over time after bleomycin in Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice. (**D** and **E**) Representative H&E-stained (**D**) and Picrosirius red–stained (**E**) lung sections over time in Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice. Box-and-whisker plots show median, minimum, and maximum values. Time course is mean ± SEM, *n* = 6–8. *P < 0.05, **P < 0.01, 2-tailed *t* test with Welch’s correction. Total magnification, 200× (upper panels) and 400× (lower panels).

**Figure 2:**
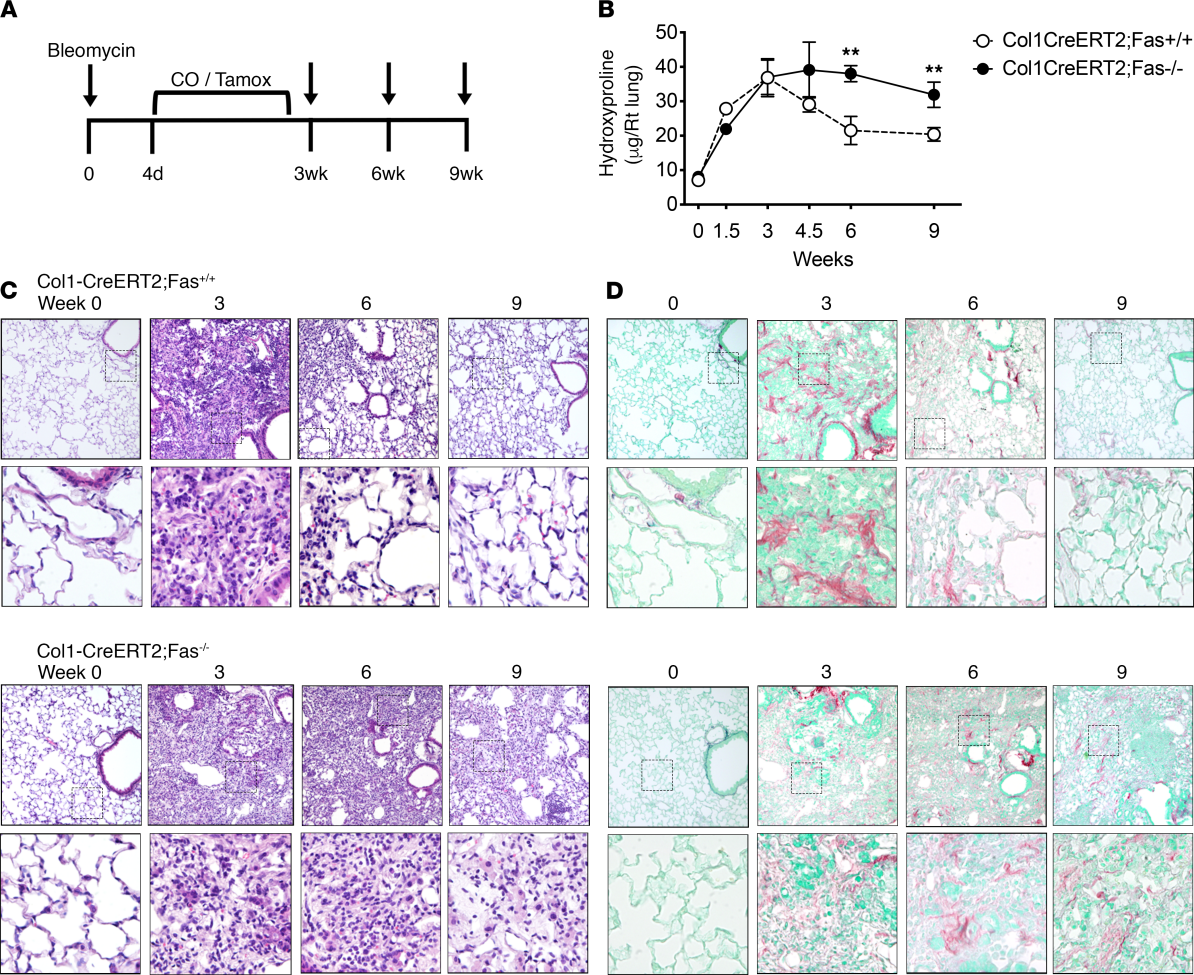
Fas expression in collagen producing cells is essential for their spontaneous apoptosis during fibrosis resolution. (**A**) Sketch illustrating instillation time, tamoxifen dosing, and harvest time points in Col1-CreERT2;Fas^fl/fl^ mice. (**B**) Hydroxyproline levels in the lungs over time after bleomycin in Col1-CreERT2;Fas^+/+^ and Col1-CreERT2;Fas^–/–^ mice. Representative H&E-stained (**C**) and Picrosirius red–stained (**D**) lung sections over time in Col1-CreERT2;Fas^+/+^ and Col1-CreERT2;Fas^–/–^ mice. Box-and-whisker plots show median, minimum and maximum values. Time course is mean ± SEM, *n* = 6-8. **P < 0.01, 2-tailed *t* test with Welch’s correction. Total original magnification, 200× (upper panels) and 400× (lower panels).

**Figure 3:**
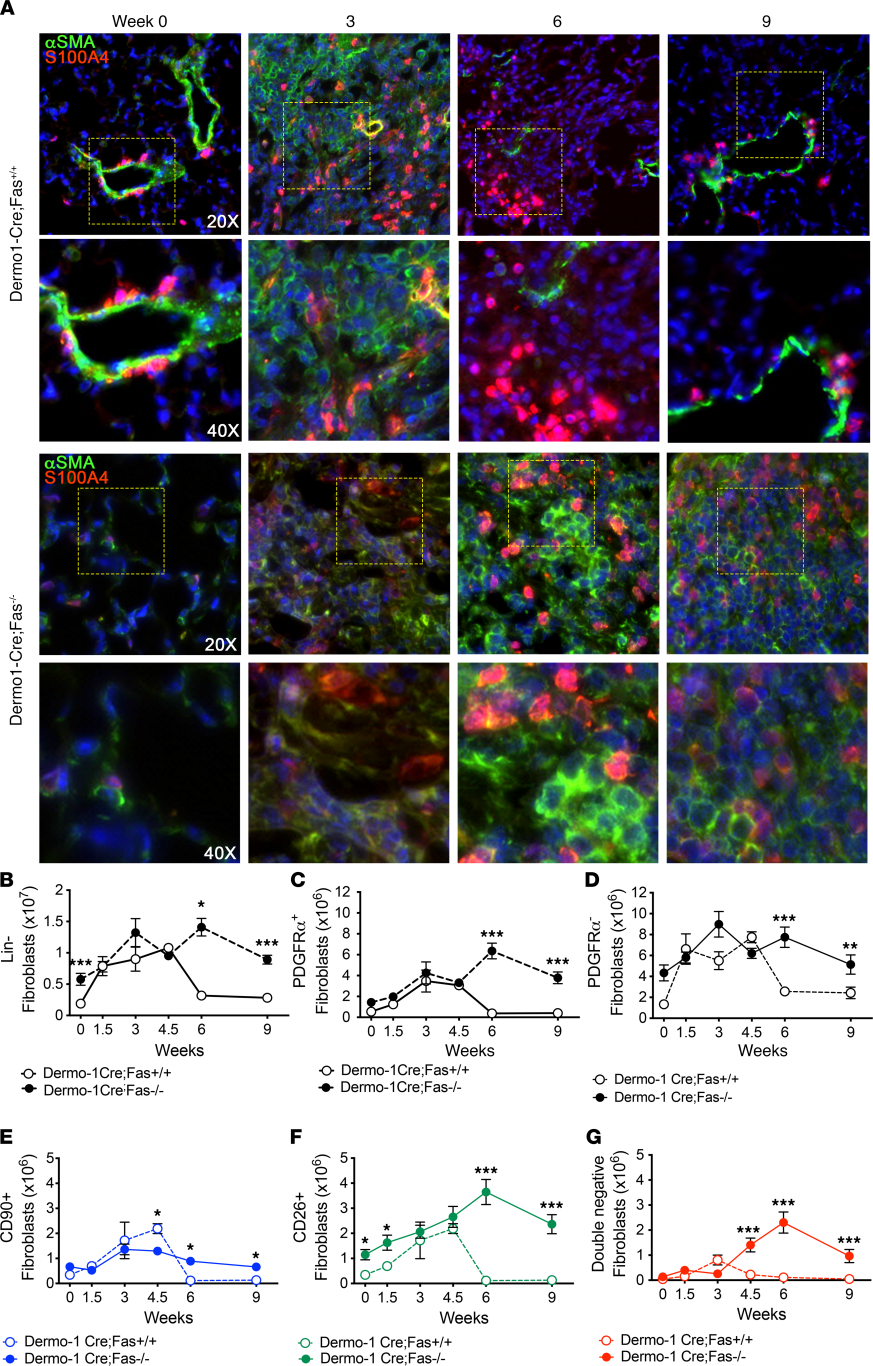
Fibroblasts persist in fibrotic lungs in the absence of Fas. (**A**) α-SMA (green) and S100A4 (red) immunofluorescence staining of lungs over time after bleomycin in Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice. (**B**–**D**) Quantification of Lin^–^, PDGFRα^+^, and PDGFRα^–^ fibroblasts populations. (**E**–**G**) Quantification of CD90^+^CD26^–^, CD26^+^CD90^–^, and CD90^–^CD26^–^ fibroblast subsets. Time course is mean ± SEM, *n* = 6–8. *P < 0.05, **P < 0.01, ***P < 0.001, 2-tailed *t* test with Welch’s correction. Total original magnification, 200× (upper panels) and 400× (lower panels).

**Figure 4:**
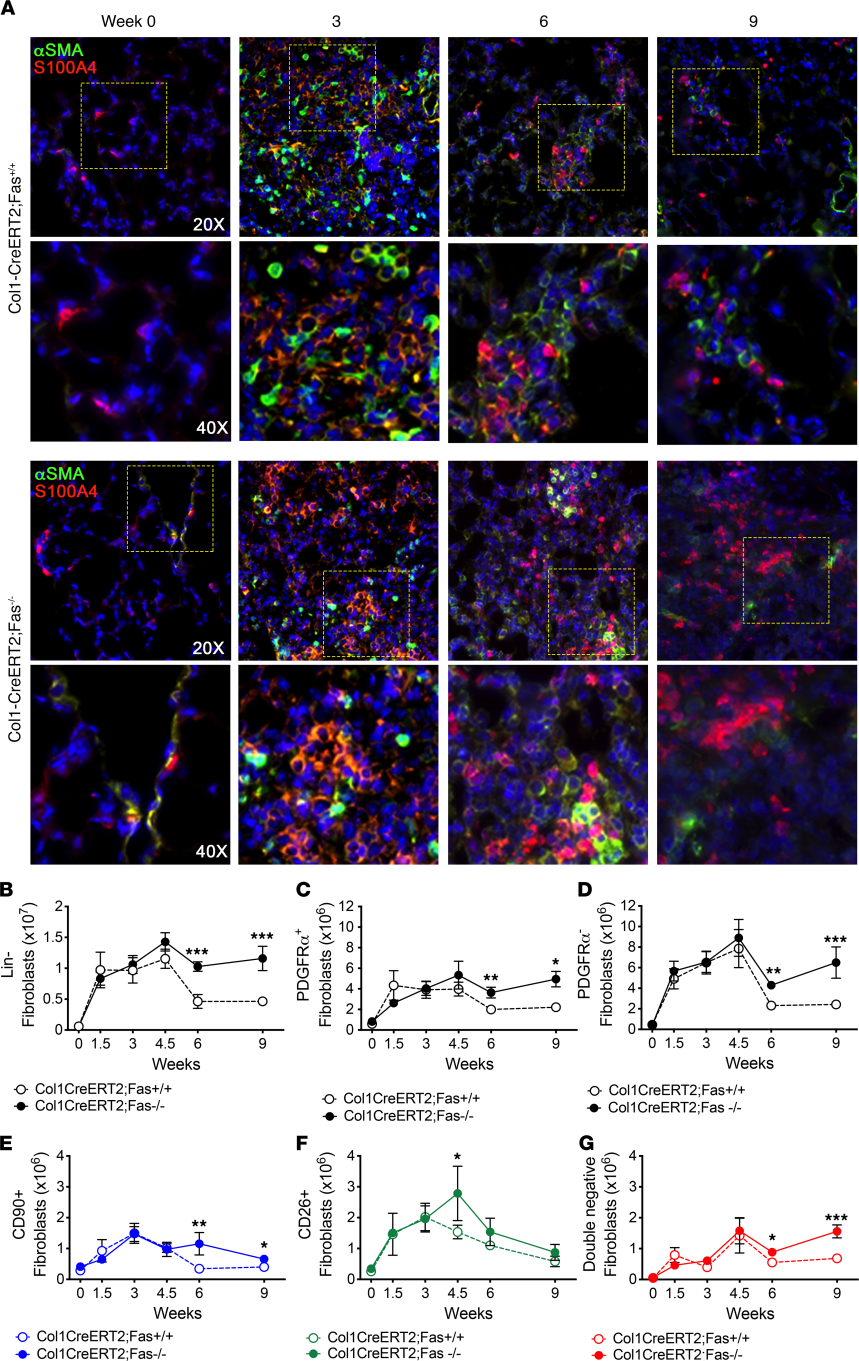
Deletion of Fas in Col-1 fibroblasts permits their persistence during fibrosis. (**A**) α-SMA (green) and S100A4 (red) immunofluorescence staining of lungs over time after bleomycin in Col1-CreERT2;Fas^+/+^ and Col1-CreERT2;Fas^–/–^ mice. (**B**–**D**) Quantification of Lin^–^, PDGFRα^+^ and PDGFRα^–^ fibroblast populations. (**E**–**G**) Quantification of CD90^+^CD26^–^, CD26^+^CD90^–^, and CD90^–^CD26^–^ fibroblast subsets. Time course is mean ± SEM, *n* = 6–9. *P < 0.05, **P < 0.01, ***P < 0.001, 2-tailed *t* test with Welch’s correction. Total original magnification, 200× (upper panels) and 400× (lower panels).

**Figure 5:**
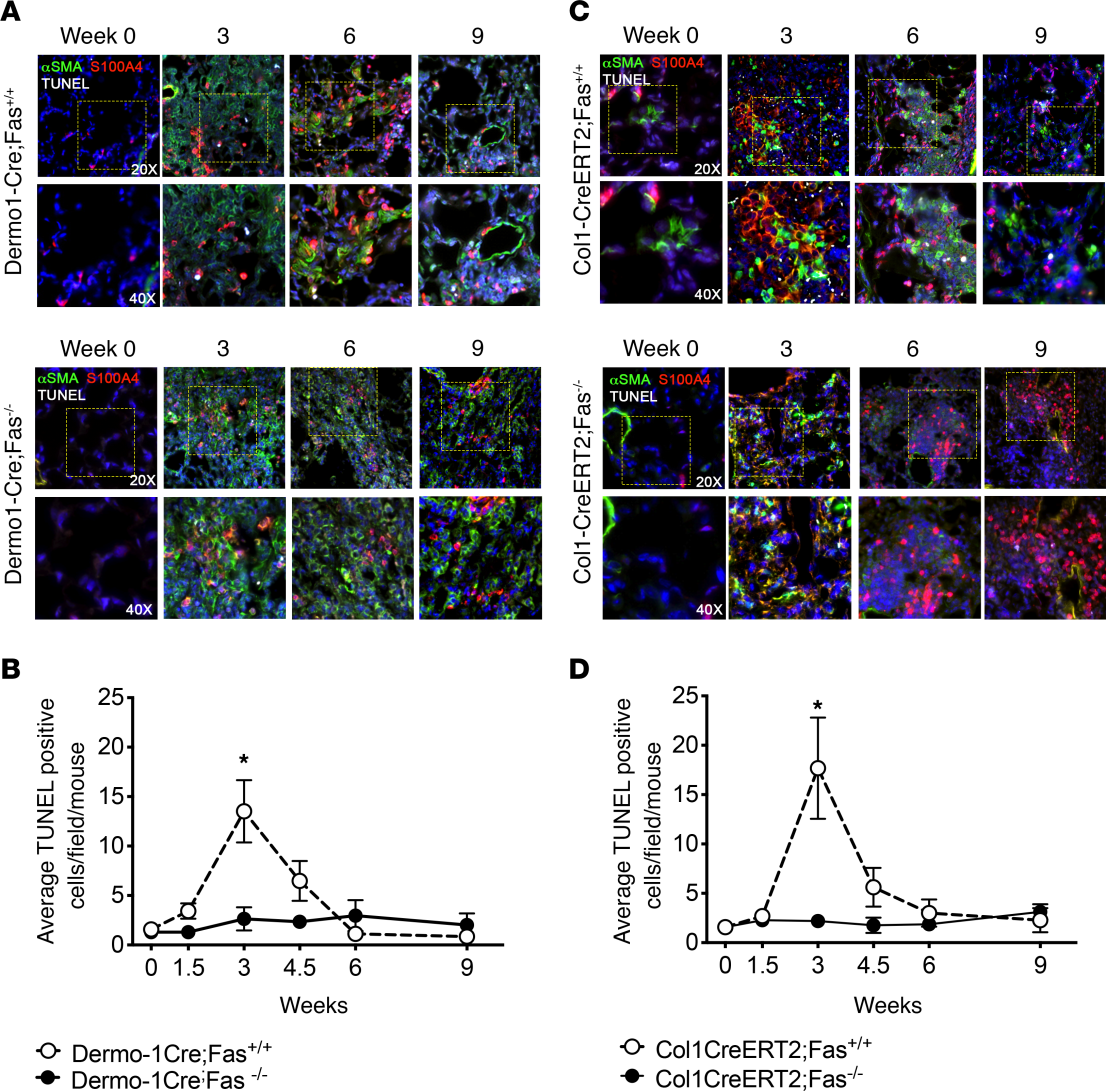
Loss of Fas reduces apoptosis of fibroblasts during fibrosis resolution in vivo. (**A** and **B**) Immunofluorescence staining and quantification of fibroblasts using antibodies for α-SMA (green), S100A4 (red), and TUNEL (white) in Dermo1-Cre;Fas^+/+^ and Dermo1-Cre;Fas^–/–^ mice over time after bleomycin. (**C** and **D**) Immunofluorescence staining and quantification of fibroblasts using antibodies for SMA (green), S100A4 (red), and TUNEL (white) in Col1-CreERT2;Fas^+/+^ and Col1-CreERT2;Fas^–/–^ mice over time after bleomycin. Time course is mean ± SEM, *n* = 10 images per animal/time point. *P < 0.05, 2-tailed *t* test with Welch’s correction. Total original magnification, 200× (upper panels) and 400× (lower panels).

**Figure 6:**
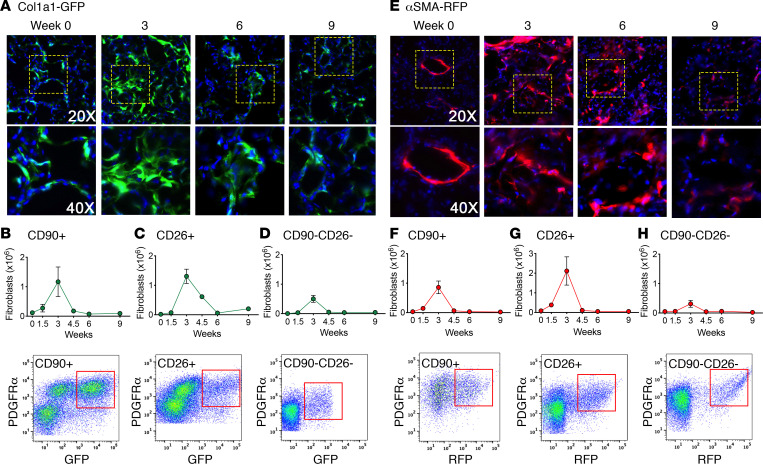
Fibroblast expression of Col1 and α-SMA during fibrosis development and resolution. (**A**) GFP expression of Col1a1 in fibroblasts over time after bleomycin in Col1-GFP mice. (**B**–**D**) Quantification and representative flow cytometry plots of GFP^+^ CD90^+^CD26, CD26^+^CD90^–^, and CD90^–^CD26^–^ fibroblast subsets over time. (**E**) RFP expression of α-SMA in fibroblasts over time after bleomycin in α-SMA–RFP mice. (**F**–**H**) Quantification and representative flow cytometry plots of RPF^+^ CD90^+^CD26^–^, CD26^+^CD90^–^, and CD90^–^CD26^–^ fibroblast subsets over time. Time course is mean ± SEM, *n* = 5–12. Total original magnification, 200× (upper panels) and 400× (lower panels).

**Figure 7:**
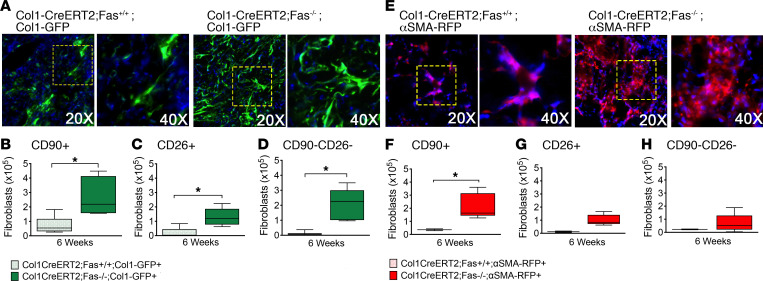
Fibroblast expression of Col1 and α-SMA during fibrosis persistence. (**A**) GFP expression of Col1a1 in fibroblasts 6 weeks after bleomycin in Col1-CreERT2;Fas^+/+^;Col1-GFP and Col1-CreERT2;Fas^–/–^;Col1-GFP mice. (**B**–**D**) Quantification of GPF^+^ CD90^+^CD26^–^, CD26^+^CD90^–^, and CD90^–^CD26^–^ fibroblast subsets. (**E**) RFP expression of α-SMA in fibroblasts 6 weeks after bleomycin in Col1-CreERT2;Fas^+/+^;α-SMA–RFP and Col1-CreERT2;Fas^–/–^;α-SMA–RFP mice. (**F**–**H**) Quantification of RPF^+^ CD90^+^CD26^–^, CD26^+^CD90^–^, and CD90^–^CD26^–^ fibroblast subsets. Box-and-whisker plots show median, minimum, and maximum values. *n* = 5. *P < 0.05, 2-tailed *t* test with Welch’s correction.

**Figure 8:**
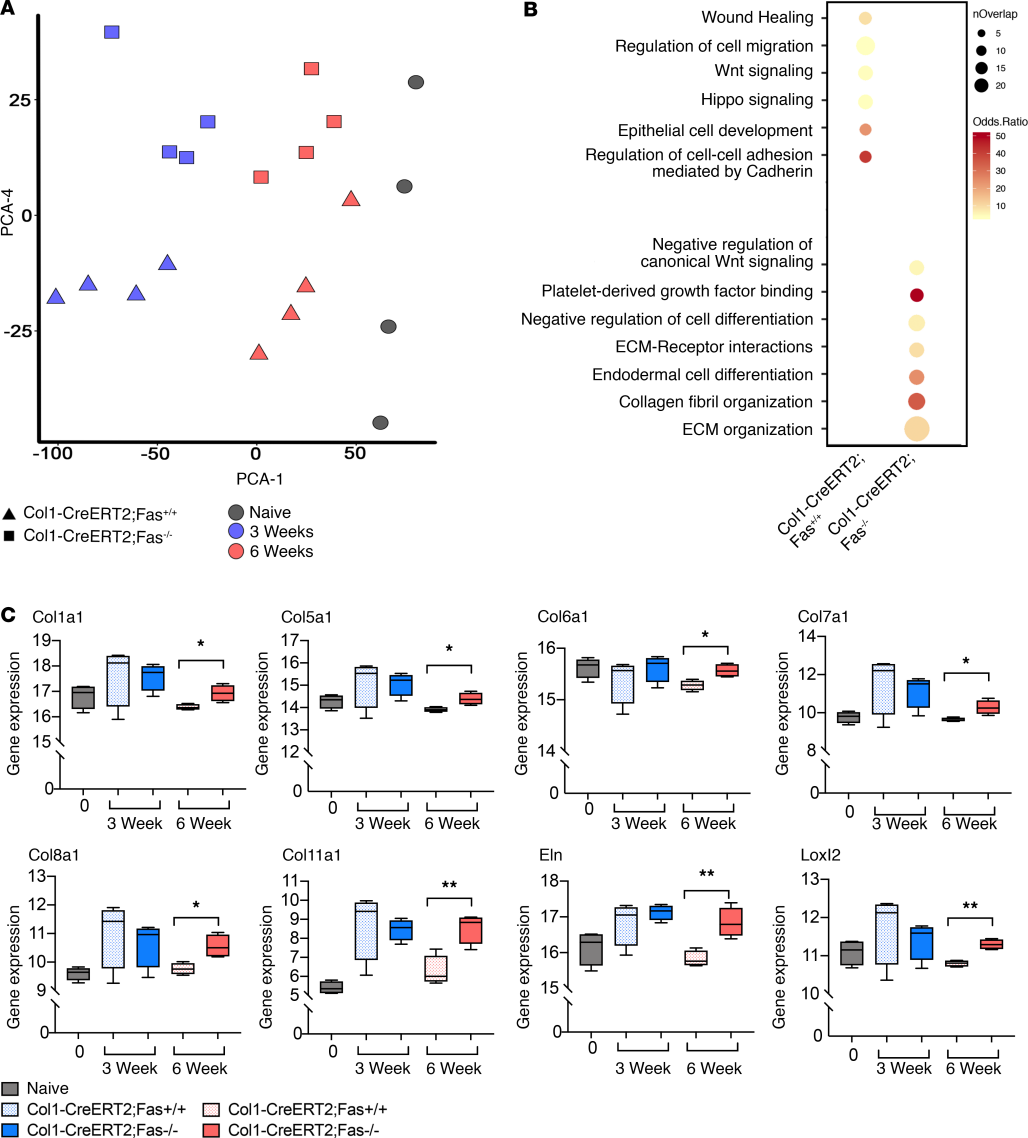
Bulk sequencing reveals a sustained profibrotic signature in fibroblasts in the absence of Fas. (**A**) PCA plot of global transcription patterns in Col1-CreERT2;Fas^+/+^ and Col1-CreERT2;Fas^–/–^ Lin^–^ fibroblasts from control and bleomycin-treated mice after 3 and 6 weeks. (**B**) Representation of enrichment for GO pathway categories 6 weeks after bleomycin from Col1-CreERT2;Fas^+/+^ and Col1-CreERT2;Fas^–/–^ Lin^–^ fibroblasts. (**C**) Box-and-whisker plots of genes expressed during fibrosis and in nonresolving Col1-CreERT2;Fas^–/–^ fibroblasts. Box-and-whisker plots show median, minimum, and maximum values. *n* = 4. *P < 0.05, **P < 0.01, 2-tailed *t* test with Welch’s correction.

**Figure 9:**
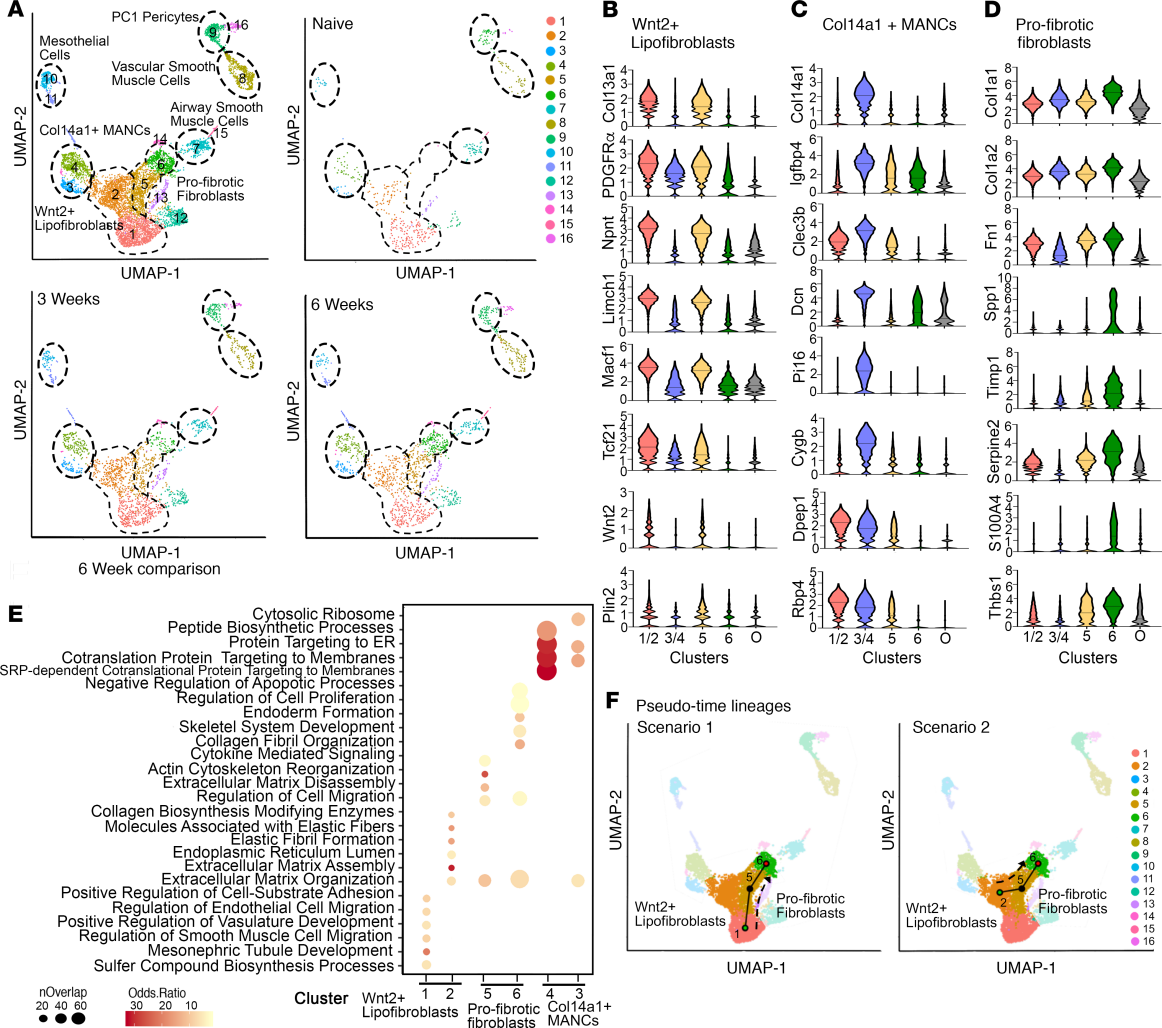
scRNA-seq reveals distinct fibroblast populations in naive and fibrotic lungs. (**A**) UMAP plot of all samples and the identified population clusters and from Fas-sufficient naive mice 3 and 6 weeks after bleomycin. (**B**) Violin plots showing genes highly associated with Wnt2^+^ Lipofibroblasts (clusters 1 and 2). (**C**) Violin plots showing genes highly associated with Col14a1^+^ mesenchymal alveolar niche cells (MANCs) (clusters 3 and 4). (**D**) Violin plots showing genes highly associated with profibrotic fibroblasts (clusters 5 and 6). O, combined expression of other clusters (clusters 3, 6, 8, 9, 11, 13, 15). (**E**) Representation of enrichment for GO pathway categories for clusters 1, 2, 3, 4, 5, and 6, a total of 6 weeks after bleomycin. (**F**) Pseudotime trajectory analysis for 2 scenarios. Violin plots show median. *n* = 4 pooled mice/group.

# Supplementary material for: Loss of Fas signaling in fibroblasts impairs homeostatic fibrosis resolution and promotes persistent pulmonary fibrosis
**Source:** JCI Insight. 2020 Dec 8;6(1):e141618. doi: 10.1172/jci.insight.141618
**Supplement:** Supplemental data

## Supplemental Figure 1

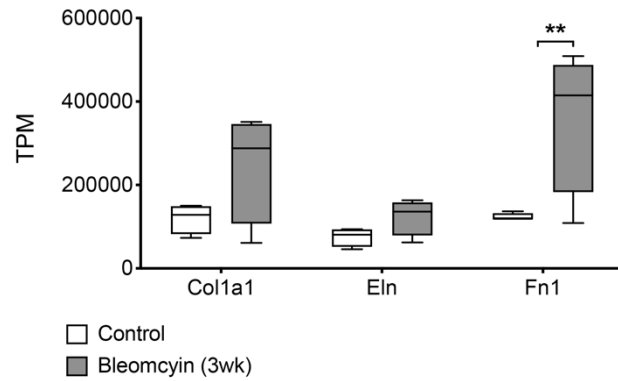

**Supplemental Figure 1. Bleomycin-induced fibrosis increases pro-fibrotic gene expression in fibroblasts.** Gene expression in primary fibroblasts isolated and grown in culture from lungs of control and fibrotic mice. Box-and-whisker plots show median, minimum and maximum values. n=3/group \*\*p<0.01. 2-tailed *t* test with Welch's correction.

## Supplemental Figure 2

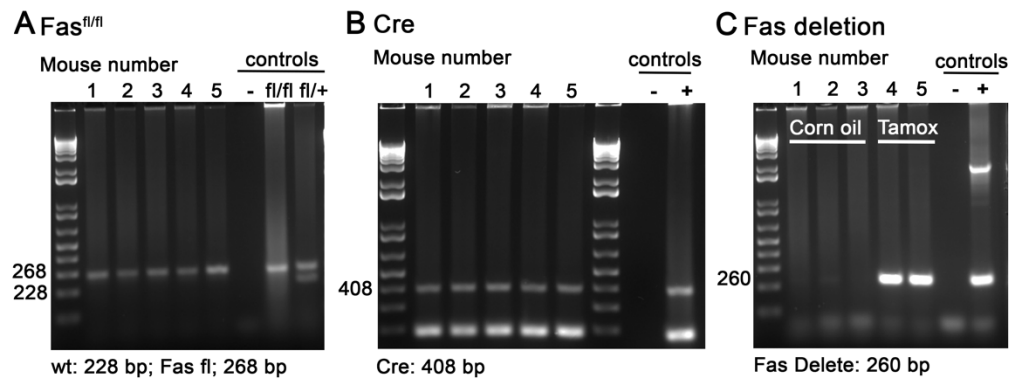

**Supplemental Figure 2. Deletion of Fas under the Col1a1 promoter after tamoxifen.** (A) PCR genotyping of loxp sites around exon 9 of Fas. (B) PCR genotyping of Cre. (C) PCR genotyping of Fas deletion band after *in vivo* tamoxifen treatment.

### Supplemental Figure 3

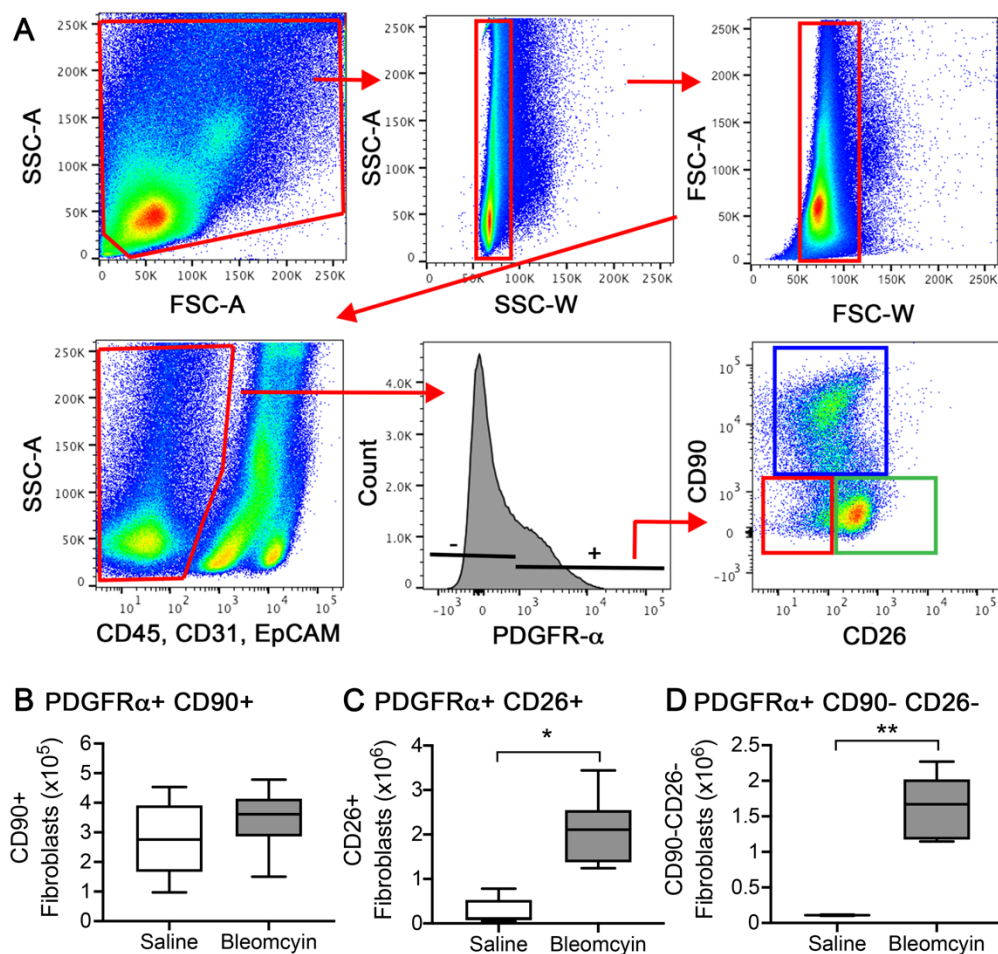

**Supplemental Figure 3. Flow cytometry identification of fibroblast subpopulations in fibrotic wild type mice.** (A) Flow cytometry strategy to identify fibroblast subsets. Quantitation of Lin<sup>-</sup> PDGFR $\alpha$ <sup>+</sup> fibroblast sub-populations: (B) CD90<sup>+</sup>, (C) CD26<sup>+</sup> and (D) CD90<sup>-</sup>CD26<sup>-</sup> by flow cytometry. Box-and-whisker plots show median, minimum and maximum values. n=3/group \*p<0.05, \*\*p<0.01. 2-tailed *t* test with Welch's correction.

## Supplemental Figure 4

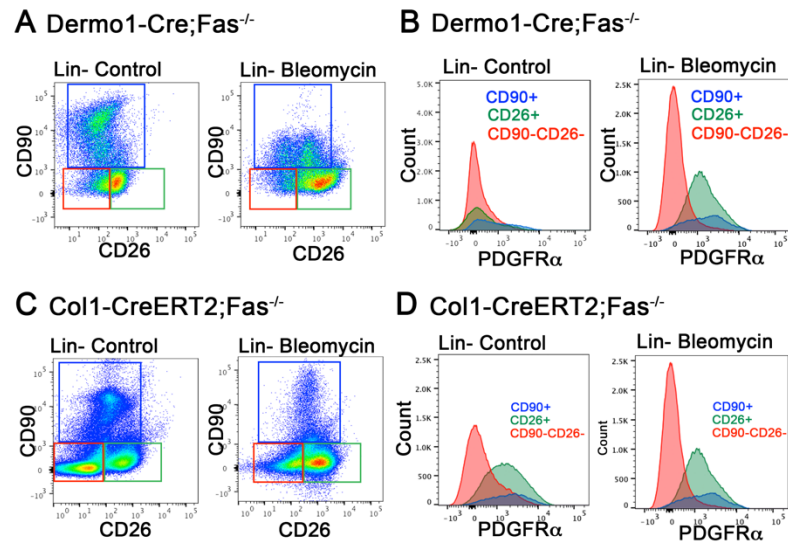

**Supplemental Figure 4. Flow cytometry identification of fibroblast subpopulations in mice with Fas deletion.** (A) Representative gating strategy to Lin<sup>-</sup> subsets: CD90<sup>+</sup>CD26<sup>-</sup>, CD26<sup>+</sup>CD90<sup>-</sup> and CD90<sup>-</sup>CD26<sup>-</sup> and (B) their relative expression of PDGFR $\alpha$  in control and after bleomycin treatment in Dermo1-Cre;Fas<sup>-/-</sup> mice. (C) Representative gating strategy to Lin<sup>-</sup> subsets: CD90<sup>+</sup>CD26<sup>-</sup>, CD26<sup>+</sup>CD90<sup>-</sup> and CD90<sup>-</sup>CD26<sup>-</sup> and (D) their relative expression of PDGFR $\alpha$  in control and after bleomycin treatment in Col1-CreERT2;Fas<sup>-/-</sup> mice.

## Supplemental Figure 5

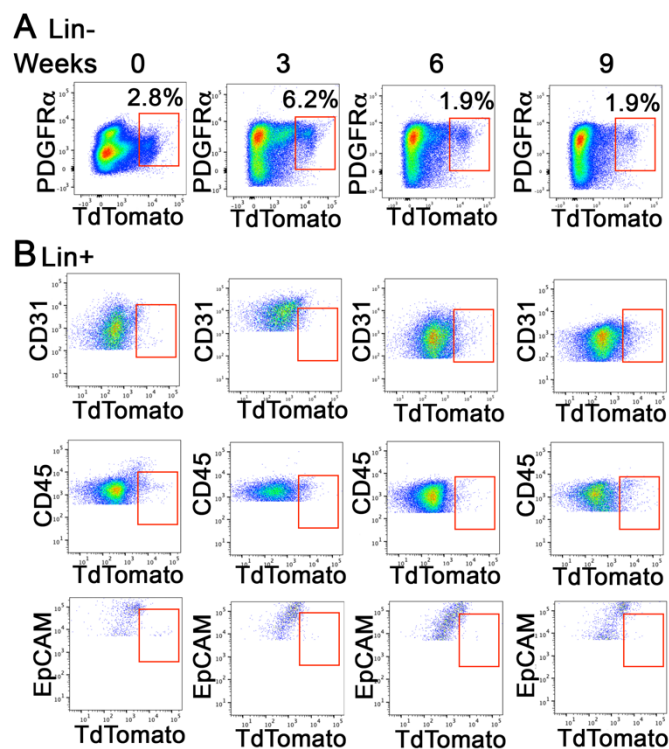

**Supplemental Figure 5. Col1a1 lineage expression of TdTomato to identify collagen expressing cells.** Flow cytometry analysis of Col1-CreERT2;TdTomato mice treated with tamoxifen (Figure 2A) to identify Col1 expressing cells (TdTm+) over time after bleomycin. (A) Representative flow plots of Lin(-) PDGFR $\alpha$ + fibroblasts and (B) Lin+ CD31, CD45 and EpCAM cells and TdTomato expression.

## Supplemental Figure 6

Col1a1-GFP; Lin<sup>-</sup> PDGFR $\alpha$ <sup>+</sup> subsets

Weeks

CD90<sup>+</sup>

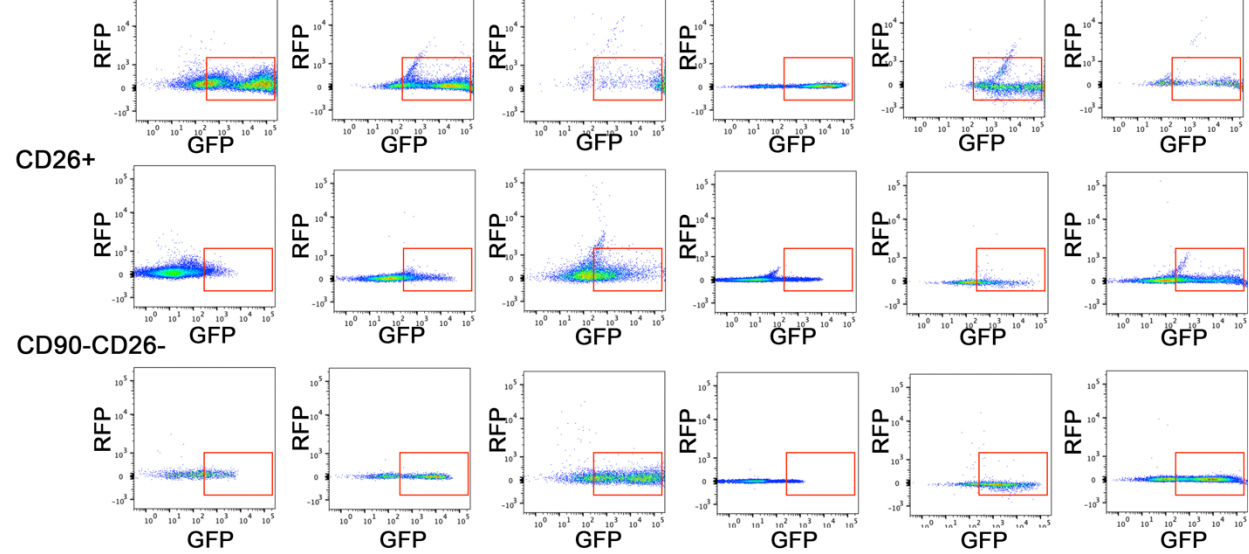

**Supplemental Figure 6. Col1-GFP expression of fibroblast subsets over time after bleomycin.** Representative flow cytometry plots of GFP expression in CD90<sup>+</sup>CD26<sup>-</sup>, CD26<sup>+</sup>CD90<sup>-</sup> and CD90<sup>-</sup>CD26<sup>-</sup> fibroblasts subsets in Col-GFP mice during fibrosis development and resolution.

Supplemental Figure 7

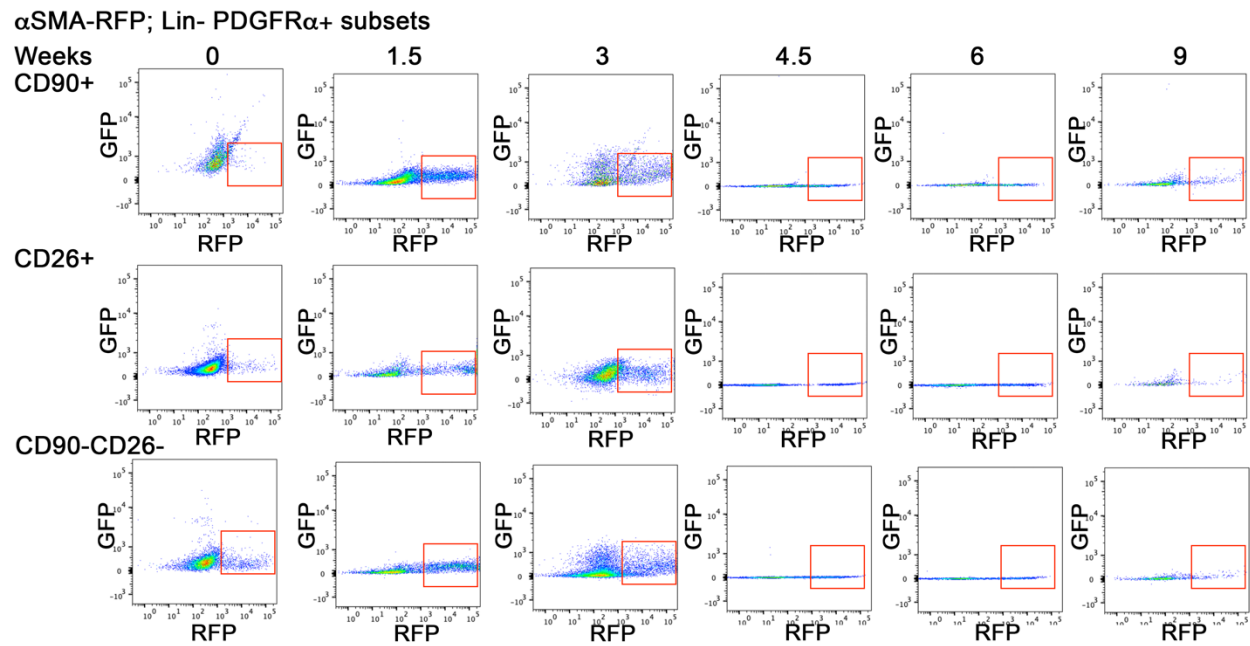

**Supplemental Figure 7.  $\alpha$ SMA-RFP expression of fibroblast subsets over time after bleomycin.** Representative flow cytometry plots of RFP expression in CD90+CD26-, CD26+CD90- and CD90-CD26- fibroblasts subsets in  $\alpha$ SMA-RFP mice during fibrosis development and resolution.

## Supplemental Figure 8

### A Lineage positive gating strategy

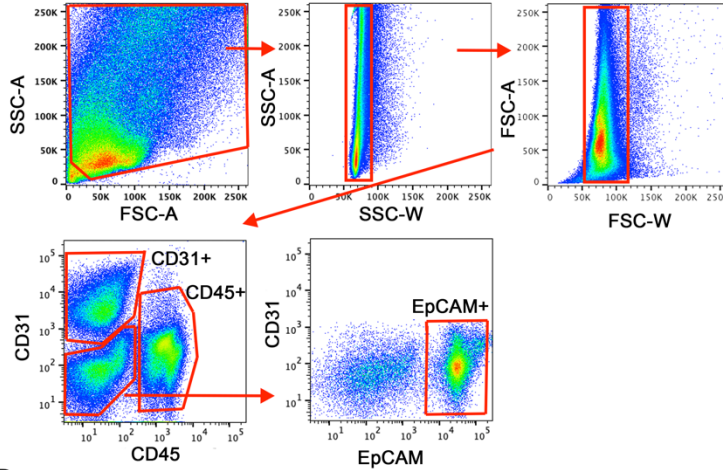

### B Col1-GFP

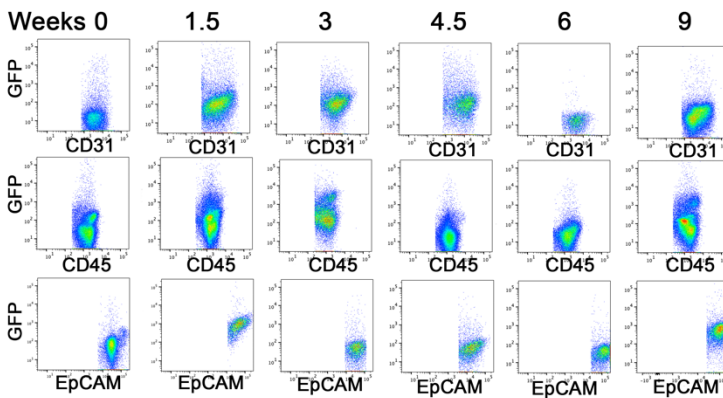

### C $\alpha$ SMA-RFP

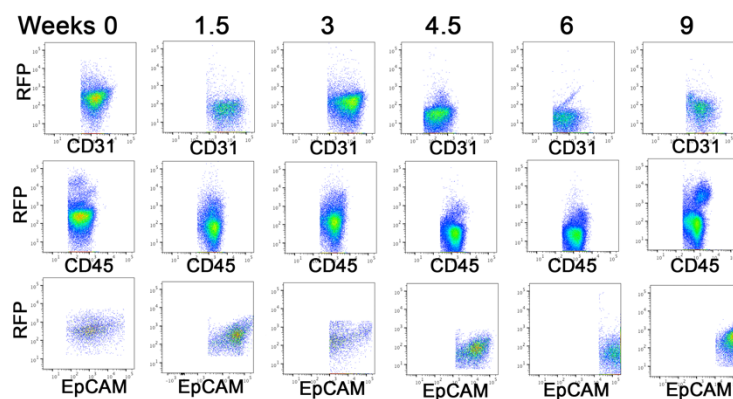

## Supplemental Figure 8. Flow cytometry gating strategy for Lineage positive cells.

(A) Representative gating strategy to identify lineage positive CD31, CD45 and EpCAM cells. (B) Representative flow plots of GFP expression in lineage positive cells over time after bleomycin in Col1-GFP mice. (C) Representative flow plots of RFP expression in lineage positive cells over time after bleomycin in  $\alpha$ SMA-RFP mice.

**Supplemental Figure 9**

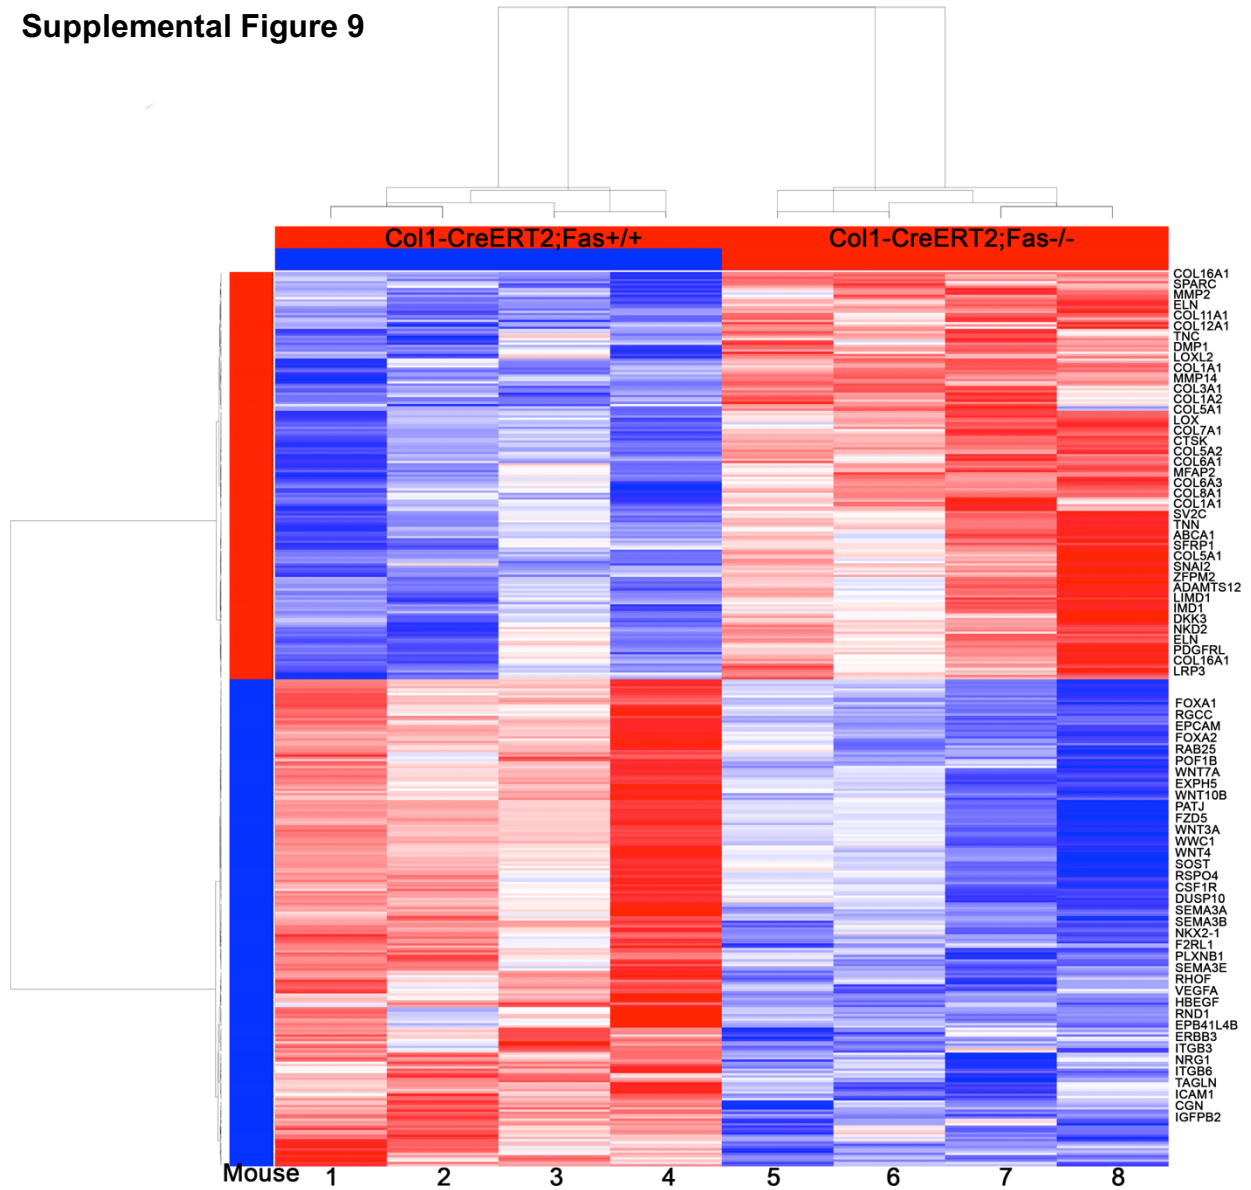

**Supplemental Figure 9. Transcriptome expression in bulk sequencing of Lin(-) fibroblasts.** Heat maps of normalized signal show transcriptional differences between Lin(-) fibroblasts from Col1-CreERT2;Fas<sup>+/+</sup> and Col1-CreERT2;Fas<sup>-/-</sup> mice at six weeks after bleomycin. (n=4/group)

## Supplemental Figure 10

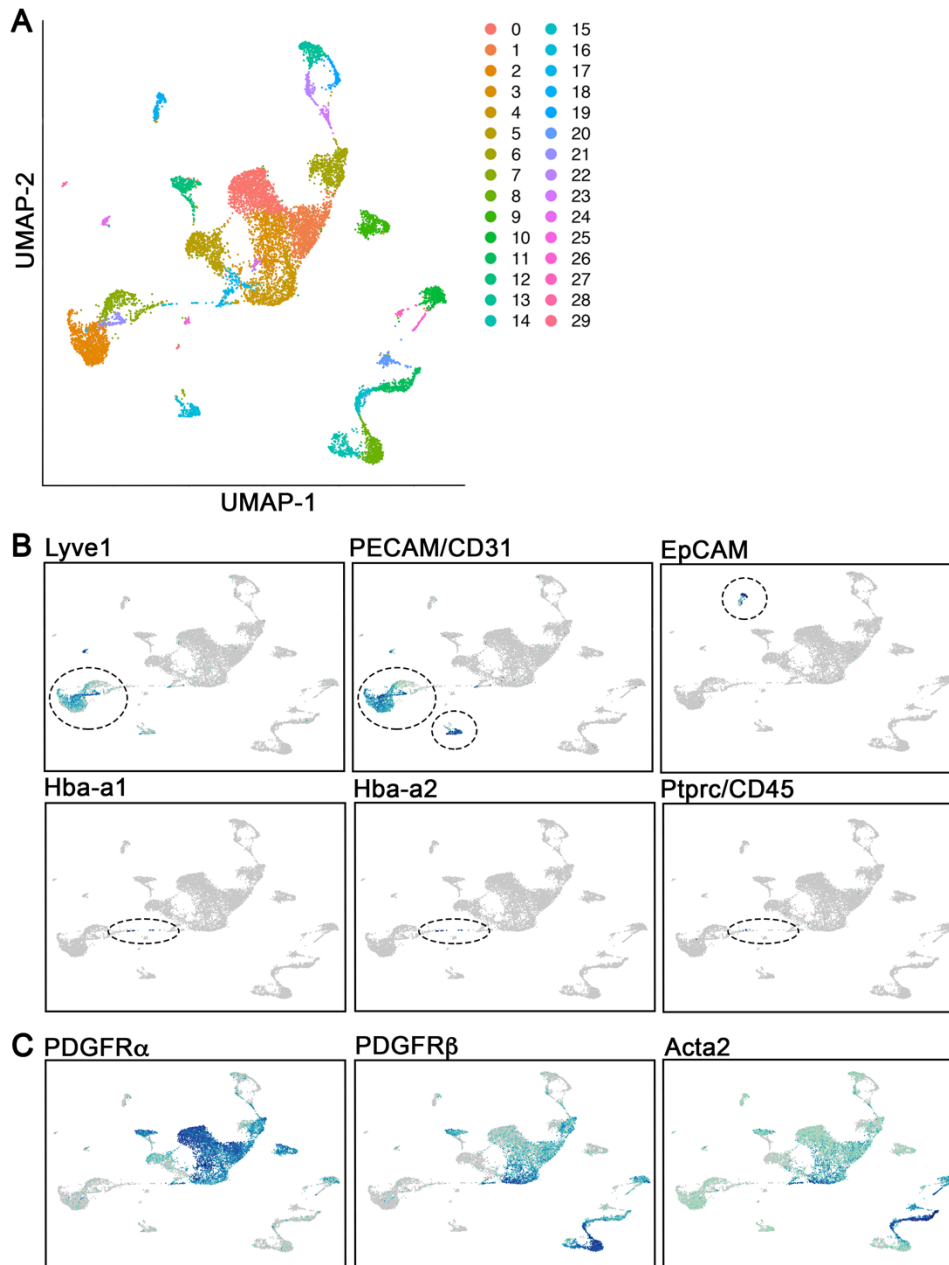

**Supplemental Figure 10. Cell clusters identified from Lin(-) sorting by sc-RNA sequencing.** (A) UMAP of all samples pre-filtering. (B) UMAP overlays of gene expression identifying cell clusters as non-fibroblasts (C) UMAP overlays of gene expression identifying cell clusters as mesenchymal cells and fibroblasts.

## Supplemental Figure 11

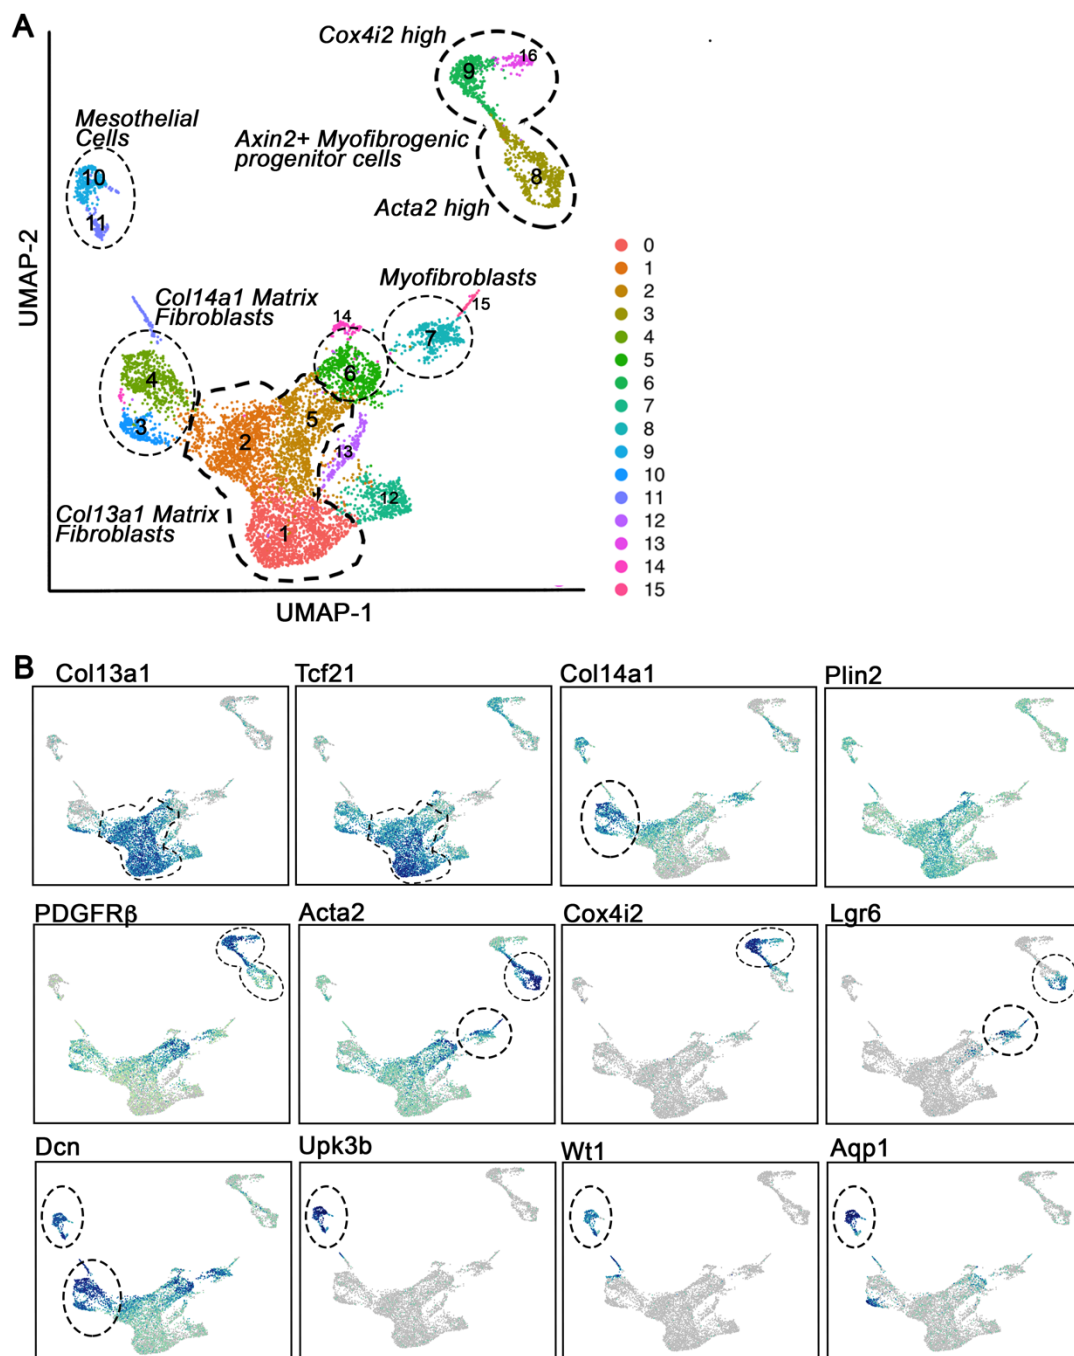

**Supplemental Figure 11. Sc-RNA cluster identification based from currently recognized populations.** (A) UMAP of all samples with clusters identified/named from the literature (28,29). (B) UMAP overlays of gene expression identifying cell clusters.

## Supplemental Figure 12

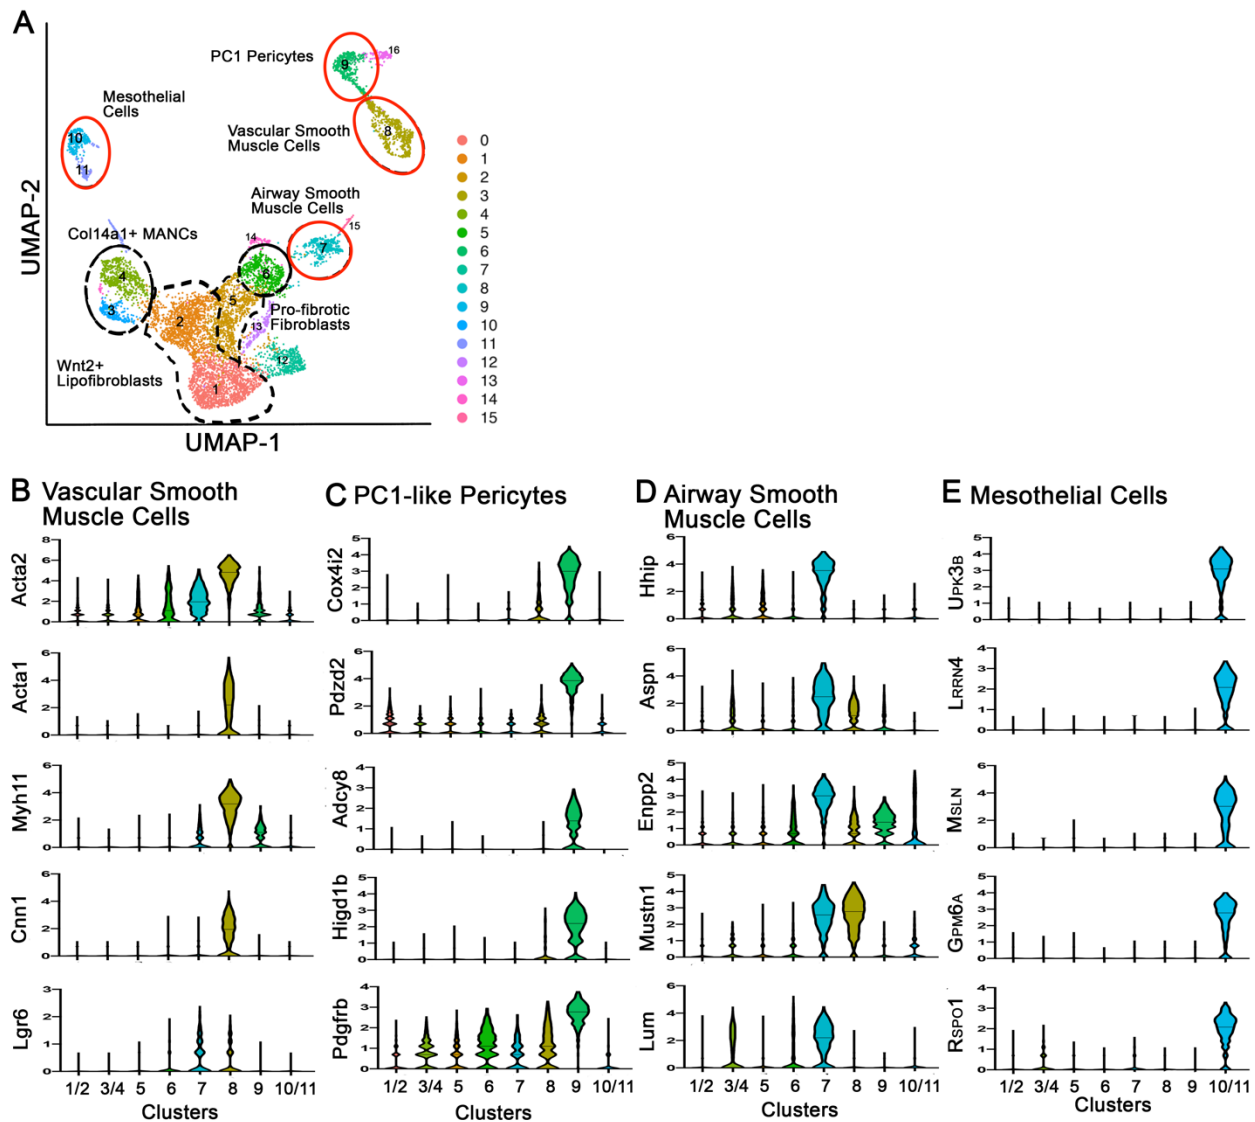

**Supplemental Figure 12. Sc-RNA sequencing cluster quality analysis.** (A) RNA counts for identified clusters. (B) Feature RNA counts for identified clusters. (C) Percent ribosomal RNA counts for identified clusters. (D) Percent mitochondrial RNA counts for identified clusters. Cluster 12 was only distinguishable from cluster 1 due to low expression of ribosomal RNAs and high expression of mitochondrial RNAs. Cluster 13 was only differentiated due to its high levels of ribosomal RNAs. Cluster 15 was only distinguishable from cluster 7 due to high expression of mitochondrial RNAs. Cluster 16 was only distinguishable from cluster 9 due to low expression of ribosomal RNAs and high expression of mitochondrial RNAs.

## Supplemental Figure 13

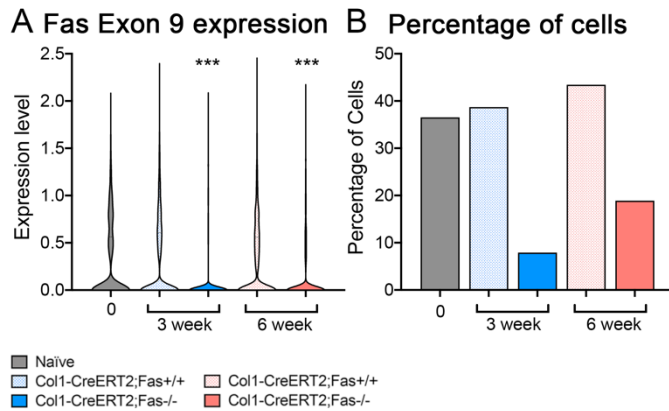

**Supplemental Figure 13. Expression of Fas exon 9.** (A) Expression of Fas exon 9 in naïve, Fas sufficient and Fas-deficient cells. (B) Percentage of cells expression Fas exon 9 in naïve, Fas sufficient and Fas-deficient cells. Violin plots show median (solid line) and quartiles (dotted line). \*\*\* $p < 0.001$ . 2-tailed  $t$  test with Welch's correction

## Supplemental Figure 14

### A Pseudo-Time lineages Scenario 1

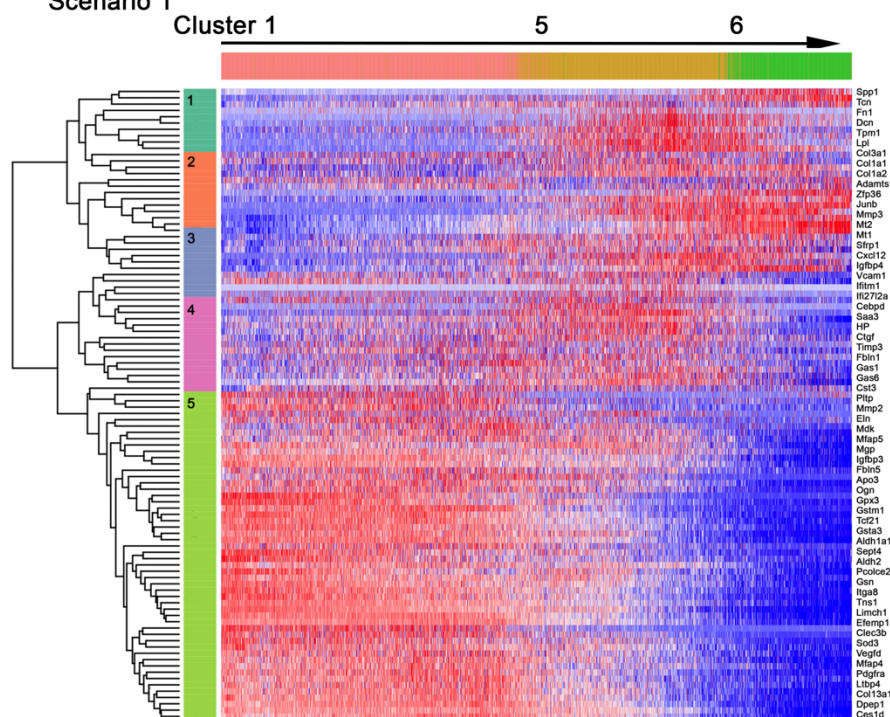

### B Scenario 2

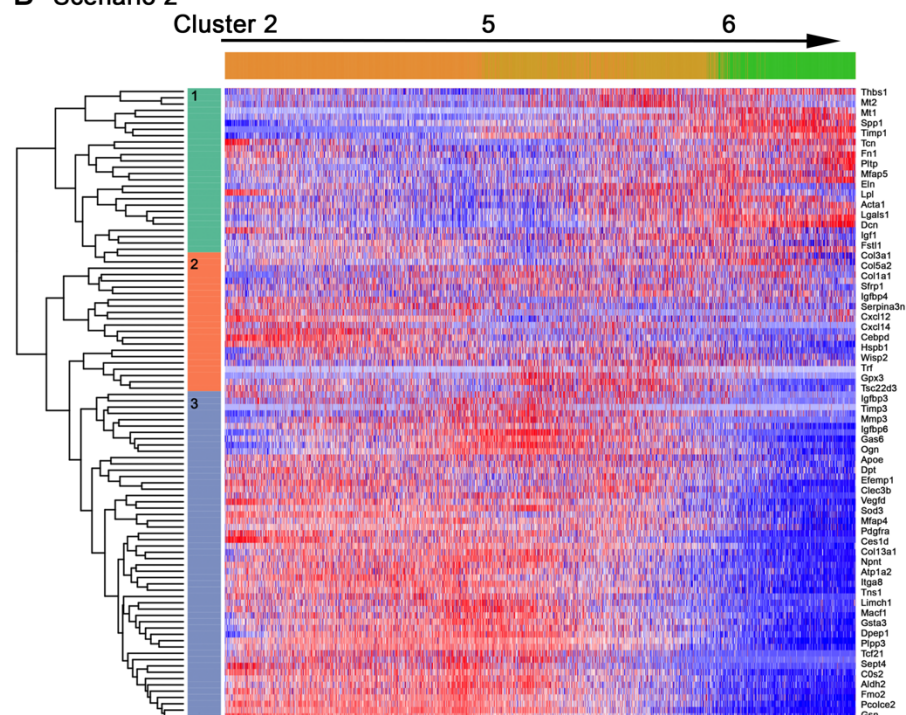

### Supplemental Figure 14. Genes associated with pseudotime trajectory analysis.

(A) Heatmap shows differentially expressed genes between clusters 1, 5 and 6 over pseudotime scenario 1. (B) Heatmap shows differentially expressed genes between clusters 2, 5 and 6 over pseudotime scenario 2.

## Supplemental Figure 15

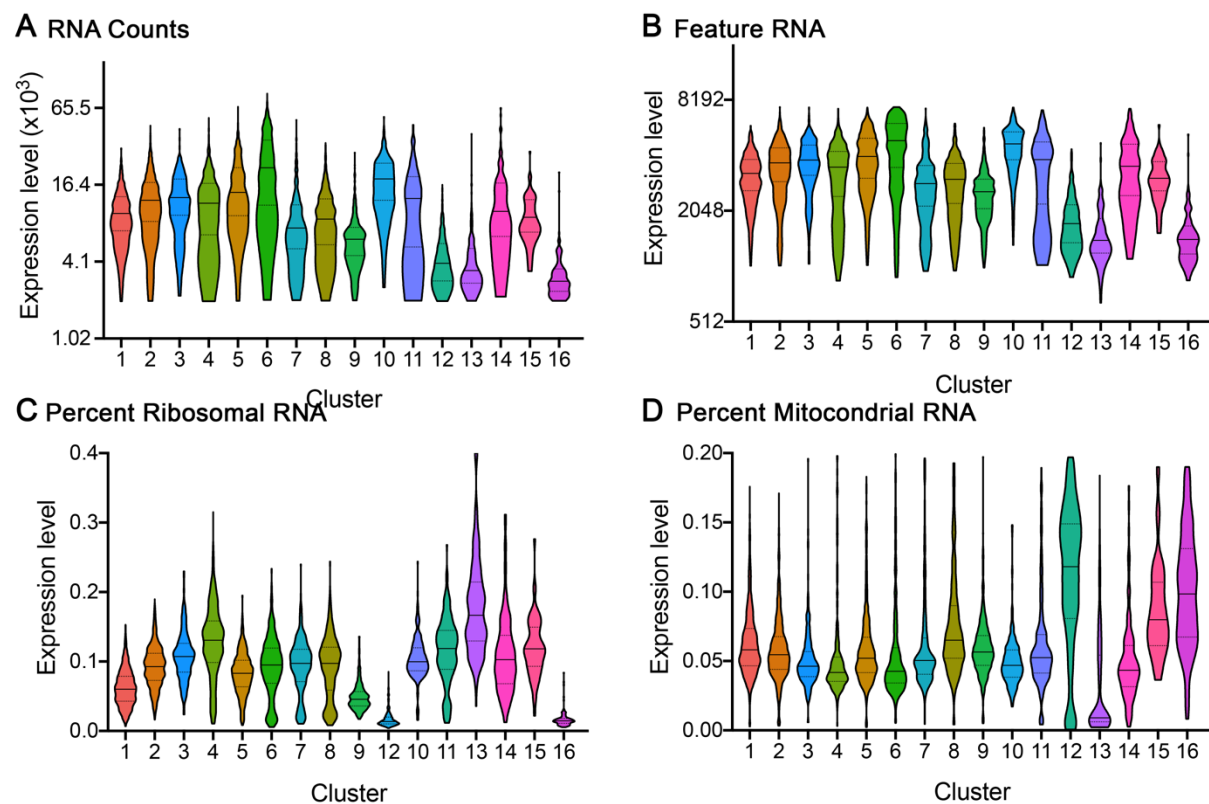

**Supplemental Figure 15. Gene expression profile of mesenchymal clusters.** (A) UMAP of sc-RNA clusters. (B) Violin plots showing genes highly associated with vascular smooth muscle cells (cluster 8). (C) Violin plots showing genes highly associated with PC1-like pericytes (cluster 9). (D) Violin plots showing genes highly associated with airway smooth muscle cells (cluster 7). (E) Violin plots showing genes highly associated with mesothelial cells (clusters 10 and 11). Violin plots show median (solid line) and quartiles (dotted line).

**Supplemental Table 1: Lineage markers used for cell population identification**

| Lineage       | Markers                             | Fibroblast subsets            |
|---------------|-------------------------------------|-------------------------------|
| Fibroblasts   | Lin-; PDGFR $\alpha$ <sup>var</sup> | CD90+<br>CD26+<br>CD90- CD26- |
| Endothelial   | CD31+                               |                               |
| Epithelial    | CD326+      Lin+                    |                               |
| Hematopoietic | CD45+                               |                               |

**Supplemental Table 2: Enrichment pathways from bulk sequencing of Lin- fibroblasts at 6 weeks**

| <b>Genotype</b>                 | <b>Enrichment Pathways</b>                            | <b>Adjusted p value</b> |
|---------------------------------|-------------------------------------------------------|-------------------------|
| Col1-CreERT2;Fas <sup>-/-</sup> | ECM organization                                      | 6.32E-13                |
|                                 | Collagen fibril organization                          | 6.59E-09                |
|                                 | Endodermal cell differentiation                       | 1.45E-05                |
|                                 | Platelet-derived growth factor binding                | 2.76E-05                |
|                                 | ECM receptor interactions                             | 0.00136                 |
|                                 | Negative regulation of cell differentiation           | 0.00618                 |
|                                 | Negative regulation of canonical Wnt Signaling        | 0.1489                  |
| Col1-CreERT2;Fas <sup>+/+</sup> | Regulation of cell-cell adhesion mediated by cadherin | 0.00786                 |
|                                 | Regulation of cell migration                          | 0.0079                  |
|                                 | Epithelial cell development                           | 0.0357                  |
|                                 | Hippo signaling                                       | 0.0584                  |
|                                 | Wnt signaling                                         | 0.0622                  |
|                                 | Wound healing                                         | 0.0699                  |

**Supplemental Table 3: Enrichment pathways from single cell sequencing at 6 weeks between Col1-CreERT2;Fas<sup>-/-</sup> and Col1Cre-ERT2;Fas<sup>+/-</sup> mice**

| Cluster                                | Enrichment Pathways                            | Adjusted p value |
|----------------------------------------|------------------------------------------------|------------------|
| Col13a1 matrix fibroblasts (cluster 1) | Sulfur compound biosynthetic process           | 0.000952         |
|                                        | Mesonephric tubule development                 | 0.000422         |
|                                        | Actin cytoskeleton reorganization              | 0.00128          |
|                                        | Positive regulation of vasculature development | 0.00153          |
|                                        | Regulation of endothelial cell migration       | 0.00208          |
| Col13a1 matrix fibroblasts (cluster 2) | Extracellular matrix organization              | 0.00189          |
|                                        | Extracellular matrix assembly                  | 0.0175           |
|                                        | Endoplasmic reticulum lumen                    | 0.0057           |
|                                        | Elastic fibril formation                       | 0.0072           |
|                                        | Molecules associated with elastic fibers       | 0.024            |
|                                        | Collagen biosynthesis and modifying enzymes    | 0.0335           |
| Pro-fibrotic fibroblasts (cluster 5)   | Extracellular matrix organization              | 1.234E-15        |
|                                        | Regulation of cell migration                   | 3.662E-06        |
|                                        | Extracellular matrix disassembly               | 1.963E-05        |
|                                        | Regulation of smooth muscle cell migration     | 0.000851         |
|                                        | Cytokine-mediated signaling pathway            | 0.000901         |
| Pro-fibrotic fibroblast (cluster 6)    | Extracellular matrix organization              | 1.916E-29        |
|                                        | Collagen fibril organization                   | 5.207E-10        |
|                                        | Skeletal system development                    | 7.199E-09        |
|                                        | Endoderm formation                             | 1.496E-07        |
|                                        | Regulation of cell migration                   | 5.711E-07        |
|                                        | Regulation of cell proliferation               | 5.519E-07        |
|                                        | Negative regulation of apoptotic process       | 3.599E-06        |
| Col14a1 matrix fibroblasts (cluster 3) | Co-translational protein targeting to membrane | 9.16E-20         |
|                                        | Cytosolic ribosome                             | 1.421E-18        |

|                                        |                                                              |           |
|----------------------------------------|--------------------------------------------------------------|-----------|
|                                        | Protein targeting to ER                                      | 1.999E-18 |
|                                        | Extracellular matrix organization                            | 9.297E-11 |
| Col14a1 matrix fibroblasts (cluster 4) | SRP-dependent co-translational protein targeting to membrane | 6.138E-88 |
|                                        | Co-translational protein targeting to membrane               | 3.289E-86 |
|                                        | Protein targeting to ER                                      | 4.807E-86 |
|                                        | Peptide biosynthetic process                                 | 6.899E-63 |

**Supplemental Table 4: Pseudotime trajectory scenario 1 (clusters 1-5-6)**

|          |  |                         |       |
|----------|--|-------------------------|-------|
| Fbln5    |  | Glycerolipid metabolism | 0.011 |
| Adamtsl2 |  |                         |       |
| Mamdc2   |  |                         |       |
| Gyg      |  |                         |       |
| Apoe     |  |                         |       |
| Cdo1     |  |                         |       |
| Ogn      |  |                         |       |
| Gpx3     |  |                         |       |
| Gstm1    |  |                         |       |
| Ppp1r14a |  |                         |       |
| Tcf21    |  |                         |       |
| Gsta3    |  |                         |       |
| Aldh1a1  |  |                         |       |
| Sept4    |  |                         |       |
| Aldh2    |  |                         |       |
| Selenbp1 |  |                         |       |
| Fmo2     |  |                         |       |
| Mettl7a1 |  |                         |       |
| Inmt     |  |                         |       |
| Pcolce2  |  |                         |       |
| Gsn      |  |                         |       |
| C7       |  |                         |       |
| Pid1     |  |                         |       |
| Dock4    |  |                         |       |
| Fhl1     |  |                         |       |
| Prex2    |  |                         |       |
| Itga8    |  |                         |       |
| Tns1     |  |                         |       |
| Npnt     |  |                         |       |
| Limch1   |  |                         |       |
| Macf1    |  |                         |       |
| Slc43a3  |  |                         |       |
| Efemp1   |  |                         |       |
| Clec3b   |  |                         |       |
| Sod3     |  |                         |       |
| Vegfd    |  |                         |       |
| Mfap4    |  |                         |       |
| Slc7a10  |  |                         |       |
| Scube2   |  |                         |       |
| Pdgfra   |  |                         |       |
| Atp1a2   |  |                         |       |
| Ltbp4    |  |                         |       |
| Col13a1  |  |                         |       |
| Dpep1    |  |                         |       |
| Dpep1    |  |                         |       |
| Plpp3    |  |                         |       |
| Ces1d    |  |                         |       |
| Hsd11b1  |  |                         |       |

**Supplemental Table 5: Psueotime trajectory scenario 2 (clusters 2-5-6)**

|          |  |  |  |
|----------|--|--|--|
| Mmp3     |  |  |  |
| Spon2    |  |  |  |
| Igfbp6   |  |  |  |
| Nbl1     |  |  |  |
| Cpxm1    |  |  |  |
| C4b      |  |  |  |
| C3       |  |  |  |
| Gas6     |  |  |  |
| Ogn      |  |  |  |
| Apoe     |  |  |  |
| Cst3     |  |  |  |
| Dpt      |  |  |  |
| Efemp1   |  |  |  |
| Clec3b   |  |  |  |
| Mamdc2   |  |  |  |
| Gpc3     |  |  |  |
| Vegfd    |  |  |  |
| Sod3     |  |  |  |
| Mfap4    |  |  |  |
| Slc7a10  |  |  |  |
| Scube2   |  |  |  |
| Pdgfra   |  |  |  |
| Ces1d    |  |  |  |
| Aldh1a1  |  |  |  |
| Col13a1  |  |  |  |
| Hsd11b1  |  |  |  |
| Npnt     |  |  |  |
| Atp1a2   |  |  |  |
| Prex2    |  |  |  |
| Itga8    |  |  |  |
| Tns1     |  |  |  |
| Limch1   |  |  |  |
| Macf1    |  |  |  |
| C7       |  |  |  |
| Gsta3    |  |  |  |
| Dpep1    |  |  |  |
| Plpp3    |  |  |  |
| Ppp1r14a |  |  |  |
| Tcf21    |  |  |  |
| Sept4    |  |  |  |
| G0s2     |  |  |  |
| Aldh2    |  |  |  |
| Mettl7a1 |  |  |  |
| Selenbp1 |  |  |  |
| Fmo2     |  |  |  |
| Pcolce2  |  |  |  |
| Inmt     |  |  |  |
| Gsn      |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

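Gene expression was measured in Lin- lung cells, sorted as negative for CD45, CD31 and CD326, from naive mice and from Fas+/+ and Fas-/- mice at 3 and 6 weeks after bleomycin. Bulk RNA-seq holds 20 libraries in 5 groups of 4, and single-cell RNA-seq holds 5 libraries, 1 per condition, each from a pool of 4 mice. Each library was assigned to its condition by the deposited label alone. Mice called Fas-/- had received tamoxifen and mice called Fas+/+ corn oil, so the comparisons do not separate the deletion from tamoxifen.

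For bulk RNA-seq the authors trimmed reads with skewer, aligned them to GRCm38 with Hisat2 and counted them with htseq-count on Ensembl genes. They deposited raw counts for 47729 genes and a normalized table. In the deposited normalized table the signal values are the authors' raw counts divided by 1 DESeq2 size factor per library, which was tested on the files within a relative tolerance of 1e-06. For single cells the authors deposited the Cell Ranger matrices of UMIs, with 31053 features. These hold 13900 barcodes before any filter of cells. Neither kind of file separates the exons of Fas, and reads were not available.

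Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (15773 genes), libraries were normalized by TMM, and the quasi-likelihood F test was fitted to all 5 groups. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of 0.05. Log2 CPM used a prior count of 2. The comparisons were each group of bleomycin-instilled mice with naive mice, Fas-/- with Fas+/+ mice within each week, and the genotype-by-time interaction. Each comparison was repeated with every library left out in turn, and for single genes a two-sided exact permutation test of the group means was run, whose smallest p with 4 libraries against 4 is 0.0286. Genotype comparisons were repeated on the 35 splits of their 8 libraries, and the interaction on 100 random arrangements. Gene sets were tested with camera (its preset correlation), with camera with an estimated correlation and with fry, all in limma 3.58.1. The sets were hand-written marker lists, the gene lists of the paper, and 854 Reactome pathways of 10 to 500 genes, for which 6805 of 7111 gene identifiers (95.7%) were matched. PCA used the 1000 most variable genes, and genotype separation was tested over 6 components by all 4900 arrangements of the labels within weeks.

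Total counts of the bulk libraries ran from 11819700 to 25189096, with a median of 20122870. The difference between replicates was far above counting error, with a chi-square per gene of 7.23 to 197 between pairs of replicates. On simulated data of the same size with 200 changed genes, in 5 simulations, edgeR recovered 86.6% of changes of 2 and 63.4% of changes of 1 on the log2 scale, with 4.15% false calls; DESeq2 1.42.0 recovered 90.2% and 69.0%, with 14.2% false calls. Replicate numbers were checked for pairing across groups and showed none.

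Single-cell matrices were analysed with Seurat 5.3.0 and sctransform 0.4.2. Cells with 200 to 7500 genes and at most 20% mitochondrial UMIs were kept (12059), and genes seen in at least 4 cells (18517). Libraries were normalized by SCTransform and integrated by anchors on 3000 features and 20 components, and cells were clustered by the SLM algorithm at a resolution of 0.8. The text of the paper does not give the resolution. The 218 genes that the paper names or that served as markers were left out of the features. Clusters were named where at least 3 markers of a class, and their mean by at least 0.5 on the log2 scale, were above the other cells, with a pseudocount of 10. Mesenchymal cells were then clustered again by the same steps. Shares of classes were taken from clusters for which genes called in bulk were also left out (2895 genes in all). That is fewer than the 7116 genes called in either comparison with naive mice at 3 weeks, so not all called genes were left out. Ratios between libraries were computed from summed UMIs with a pseudocount of 1 UMI, over genes with at least 20 UMIs, in classes with at least 20 cells in both libraries. Medians of gene lists were set beside 10000 random lists matched in 20 expression bins, with intervals from 1000 Poisson resamples. Because each condition has 1 library, no test between conditions was made, and exact Poisson and Clopper-Pearson intervals (95%, scipy 1.17.1) cover counting error only. On simulated cells, known log2 ratios of 1 and -1 were recovered as 0.98 and -1.01. Median UMIs per cell ran from 5768 to 8896, and total UMIs per library from 5615583 to 35004216. Shares of cells with a UMI were also computed after thinning each cell with at least 3000 UMIs to that number, with shallower cells left out. Doublets were scored with Scrublet in scanpy 1.11.5. Figures were drawn with matplotlib 3.10.9.

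The genes reported singly are those that the paper names, the 5 higher and 5 lower genes with the smallest adjusted p per bulk comparison among called genes whose groups do not overlap in CPM, and in single cells the 5 highest and 5 lowest ratios of Fas-/- over Fas+/+ cells per class and labelled week among genes with at least 200 UMIs. The values printed in the tables and figures of the paper had been seen before these rules were written. The gene lists reported as sets are the genes of Figure 8C, the 11 genes the paper names as higher in Fas+/+ mice, the lipofibroblast ECM genes of the paper, collagen, ECM, Wnt ligand and cytosolic ribosomal protein genes, interferon genes called in bulk, markers of each cell class and of platelets, and the genes of the trajectory phases.

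The alternatives for bulk were DESeq2, RLE normalization, no filter of genes, an FDR of 0.10, a change of at least 1 on the log2 scale, a fit to the compared groups alone, replicate number as a block, an epithelial, endothelial or Ddx3y covariate, other numbers and scales of genes for PCA, and leaving out each library. For single cells they were a mitochondrial limit of 10%, at most 6000 genes, resolutions of 0.4 and 1.2, no integration, markers kept among the features, genes called in bulk kept or left out, cells called by Scrublet or with the highest scores left out, thinning, and all mesenchymal cells in place of a class.

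Pseudotime was not computed because Slingshot is not installed, and the trajectory genes were compared between classes instead. Exon 9 of Fas was not quantified because the files hold counts per gene. The paper's measurements of mice, tissue and protein have no deposited files and are not covered. A result that meets these rules but needs an item withheld for evaluation is not reported here.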

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

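Of the tests of explanations in this part, those of epithelial RNA as a source of the 11 genes and of Epb41l4b, of platelet RNA for Gp5 and of hematopoietic RNA for the interferon-response genes were chosen before their results were seen, and the others only after. A library is listed where its gap to the nearest other library of its group was large against the range of the group. Chance alone lists about 1 in 20 groups, and 15 of 165 groups were listed.

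Replicate 3 of the Fas+/+ mice at 3 weeks had 11819700 total counts, against 20056492 to 20178149 in the other libraries of its group. A smaller number of reads alone may account for this, since of 11 marker classes 0 had this library far from its group. No biological explanation was tested.

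Replicate 4 of the Fas-/- mice at 3 weeks lay low for airway smooth muscle markers (mean log2 CPM 5.61, against 6.48 to 6.54 in the others), vascular smooth muscle markers (6.53, against 7.87 to 7.91), PC1 pericyte markers (5.89, against 6.89 to 6.99) and hematopoietic markers (-0.334, against 0.633 to 0.810). Against dilution of all mesenchymal RNA by endothelial RNA as the whole cause, the mesenchymal classes moved apart by 1.34 on the log2 scale, with changes from -1.45 to -0.106, while the largest SD among the others was 0.196. Against a naive library under a wrong label, its endothelial markers were at 8.26, above the 2.24 to 3.79 of naive libraries. An exchange with replicate 1 of the Fas+/+ mice, the lowest of the other genotype at 7.87, would not account for its low markers, since its profibrotic markers at 8.79 would lie below the 10.4 to 10.7 of the other 3 Fas+/+ libraries; whether these 2 libraries were exchanged is not settled by this. More RNA from endothelial cells in this library stays open, since 48 of 48 endothelial-specific genes were highest in it within its group. A biological difference of the mouse stays open and was not tested.

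Replicate 1 of the Fas+/+ mice at 3 weeks lay low for profibrotic markers (7.87, against 10.4 to 10.7) and high for epithelial markers (4.87, against 3.47 to 3.68). Against dilution as the whole cause, its mesenchymal classes moved apart by 3.17, from -2.65 to 0.520, with a largest SD of 0.589 among the others. Its endothelial markers were at 8.14, outside the naive range, which argues against a naive library under a wrong label, and an exchange with replicate 4 of the Fas-/- mice, at 8.79, would not account for its low profibrotic markers, since 7.87 lies below the 10.1 to 10.5 of the other 3 Fas-/- libraries. More RNA from endothelial cells in this library stays open, since 44 of 48 endothelial-specific genes were highest in it, as were 46 of 50 epithelial-specific genes.

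Replicate 2 of the Fas+/+ mice at 6 weeks lay high for epithelial markers (5.74, against 3.37 to 3.64 in the others) and for Epb41l4b (17.6 CPM, against 8.61 to 9.97). RNA from epithelial cells in the sort may account for both: 49 of 50 epithelial-specific genes were highest in this library, and Epb41l4b was higher in epithelial-like than in mesenchymal cells by 7.10 on the log2 scale. Sftpc, an abundant epithelial gene, was at 173 CPM in it and at 2.66 to 8.01 CPM in the others. A difference in the share of sorted epithelial cells and one in the lungs were not separated.

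Further libraries were far from their group for single values. MANC markers were at 8.42 in replicate 4 of the Fas+/+ mice at 3 weeks (others 7.94 to 7.97) and at 8.60 in replicate 1 of the Fas+/+ mice at 6 weeks (others 8.50 to 8.52). Col11a1 was at 6.70 CPM in replicate 4 of the Fas+/+ mice at 6 weeks (others 0.893 to 1.56). Nrg1 was at 2.42 CPM in naive replicate 4 (others 4.30 to 4.61) and at 4.08 CPM in replicate 4 of the Fas-/- mice at 6 weeks (others 5.12 to 5.22), and Wnt4 was at 24.8 CPM in replicate 1 of the Fas+/+ mice at 3 weeks (others 28.6 to 29.0). No explanation, technical or biological, was tested for these.

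The genotype effect on Nav2 differed between 3 and 6 weeks (interaction log2 -0.79, adjusted p = 0.0269 from edgeR), lower in Fas-/- mice at 6 weeks relative to 3 weeks. It was not called without replicate 2 (0.117) or 3 (0.105) of the Fas+/+ mice or 1 (0.0744) or 3 (0.122) of the Fas-/- mice at 3 weeks, or without replicate 2 (0.0505) or 3 (0.0631) of the Fas+/+ mice or 2 (0.0795) or 4 (0.111) of the Fas-/- mice at 6 weeks. Chance cannot be excluded for the count of genes with an interaction, since 10 of 100 random arrangements of the labels gave at least as many called genes. Of the 11 genes that the paper names in Fas+/+ mice at 6 weeks, 11 had a negative interaction, with a median of -0.71, and 4 of 100 arrangements gave the set as small a p, which does not exclude chance because the study chose these genes on the same libraries. For the fall of these genes at 6 weeks, RNA from epithelial cells in the sort may contribute, since in single cells they were higher in epithelial-like than in mesenchymal cells by a median of 3.84. The fit with epithelial markers as a covariate does not decide whether such RNA is the whole cause. In it 5 genes were still called over the list alone and the median was -0.58, but the study chose the list on these libraries. Tamoxifen and genotype are 1 factor here, and neither was tested apart.

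Gp5, which the paper does not discuss, had a log2 fold change of -4.37 between Fas-/- and Fas+/+ mice at 6 weeks. RNA from platelets in the sort may account for it, since the median of 10 platelet genes was -3.15 and 10 of 10 were lower. Of the most abundant of these, Itga2b was at 14.9 ± 12.6 CPM in Fas+/+ and 4.19 CPM in Fas-/- mice and Ppbp at 8.41 ± 10.3 and 0.306 CPM. Gp5 was called by edgeR on all libraries (adjusted p = 0.0338; 1.5e-06 to 0.295 over the alternatives), and not without Fas+/+ replicate 2 (0.0831) or 3 (0.120) or Fas-/- replicate 1 (0.0990), 3 (0.0745) or 4 (0.169). Interferon-response genes were higher in Fas-/- bulk libraries at 3 weeks. RNA from hematopoietic cells as their source cannot be told apart from a change in mesenchymal cells, since the median of these genes in mesenchymal cells labelled week 3 was -0.352 and in those labelled week 6, whose genotype ratios were closer to bulk of 3 weeks (Spearman 0.369, against 0.0740 with bulk of 6 weeks), it was 1.06. The value of 1.06 argues against this source if those libraries match bulk of 3 weeks, which is a hypothesis from the same data, and this keeps it open. Hematopoietic markers were not higher in Fas-/- bulk libraries at 3 weeks (median -0.27, camera, adjusted p = 0.423; means of -0.334 to 0.810 log2 CPM in Fas-/- and 0.354 to 1.08 in Fas+/+ libraries), which goes against more RNA from these cells; a response within them stays open. A biological response to interferon stays open and was not tested further.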

How the results depend on the processing

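The alternatives chosen only after the data were seen are unadjusted thresholds in DESeq2 and edgeR, covariates of Ddx3y and of endothelial markers, a PCA test that asks for both weeks on the same side, and leaving out the cells with the highest Scrublet scores; all others, and the main settings, were set before the data were examined. Of 45 summary results, 6 kept their direction and their side of the threshold under all alternatives, and of their 539 alternative values 351 did. Of 88 results for named genes, 62 did so, with 1129 of 1249 values; 107 lost their call, most of them with a library left out. Unless a cause is given, the cause was not tested.

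For the genes called in bulk, requiring a log2 fold change of at least 1, which is a stricter threshold, gave 1755 genes higher and 697 lower in Fas+/+ mice and 1378 and 468 in Fas-/- mice against naive mice at 3 weeks. For genotype it gave 7 higher and 0 lower at 3 weeks and 0 higher at 6 weeks; against naive mice at 6 weeks it gave 28 lower in Fas+/+ mice and 324 higher and 105 lower in Fas-/- mice; and 0 genes had a lower interaction. An FDR of 0.10, a looser threshold, gave 72 higher and 8 lower for genotype at 3 weeks, 7 and 10 at 6 weeks, 846 and 512 for Fas+/+ mice against naive mice at 6 weeks, 735 lower for Fas-/- mice and 11 lower for the interaction. DESeq2 gave 139 higher and 24 lower for genotype at 3 weeks, 49 and 117 at 6 weeks, 881 and 515 for Fas+/+ mice against naive mice at 6 weeks, 731 lower for Fas-/- mice, and 16 and 74 for the interaction. An unadjusted p under 0.05 with a log2 fold change of at least 1 gave 146 higher and 393 lower in DESeq2 and 70 higher and 271 lower in edgeR for genotype at 6 weeks. A fit to the 2 compared groups alone, with fewer samples, gave 5 higher and 0 lower for genotype at 3 weeks, 1 and 0 at 6 weeks, and 966 and 629 for Fas+/+ mice against naive mice at 6 weeks. The replicate block gave 44 higher for genotype at 3 weeks, 0 and 0 at 6 weeks, and 3 lower for the interaction. RLE size factors gave 3 lower at 3 weeks and 7 lower at 6 weeks, and no filter gave 162 lower for Fas+/+ mice against naive mice at 6 weeks and 3 lower for the interaction. At an unadjusted p under 0.05, edgeR had 935 higher and 424 lower for genotype at 3 weeks, 618 and 655 at 6 weeks, and 418 and 792 for the interaction. The adjusted counts in this order were 26 and 1, 4 and 4, and 0 and 1. Ddx3y as a covariate gave 58 higher and 8 lower for genotype at 3 weeks and 1 and 0 at 6 weeks, the endothelial marker mean 2 lower at 3 weeks, and the epithelial marker mean 0 and 0 at 6 weeks.

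With each library left out in turn, genotype at 3 weeks gave 0 to 281 genes higher and 0 to 301 lower: 0 without Fas+/+ replicate 2 or 3, 5 without Fas-/- replicate 1, 8 without Fas-/- replicate 3, 59 without Fas+/+ replicate 4, 185 higher and 34 lower without Fas+/+ replicate 1, and 281 and 301 without Fas-/- replicate 4. At 6 weeks it gave 0 to 2 higher and 0 to 19 lower, the 19 without Fas+/+ replicate 1, with 4 and 4 on all libraries. Against naive mice, Fas+/+ mice gave 2876 to 3726 higher and 2527 to 3606 lower at 3 weeks and Fas-/- mice 1989 to 2402 and 1909 to 2400. At 6 weeks Fas+/+ mice gave 305 to 681 higher and 110 to 315 lower, both fewest without Fas+/+ replicate 2, and Fas-/- mice 322 to 484 and 227 to 387, both fewest without naive replicate 3. The interaction gave 0 to 40 higher and 0 to 122 lower, both most without Fas+/+ replicate 1 of week 3, and 26 lower without Fas-/- replicate 4 of week 3. Fewer samples lower such counts by construction; why they rose without single libraries was not tested.

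For the gene sets at 6 weeks, fry gave 0.475 and an estimated correlation 0.478 for both collagen and ECM genes, and with a library left out camera gave 2.0e-04 to 0.00342 and 2.9e-06 to 5.7e-04. At 3 weeks, leaving out a library gave 0.00192 (without Fas-/- replicate 4) to 0.975 (direction reversed, without Fas-/- replicate 2) for collagen genes and 2.2e-05 (without Fas-/- replicate 4) to 0.924 for ECM genes. Without Fas+/+ replicate 1 both sets reversed (0.0683 for each), and collagen genes had 0.0462 without Fas+/+ replicate 4. ECM genes had 0.0133, 0.0241 and 0.00193 without Fas+/+ replicates 2, 3 and 4. For PCA, the test for the same side gave a p of 0.0380 in place of 0.0759. Eln, Col5a1 and Fas, none of them called for genotype at 3 weeks, reversed there: Eln ran from -0.0017 without Fas+/+ replicate 1 to 0.38 without Fas+/+ replicate 3, Col5a1 from -0.51 without Fas+/+ replicate 1 to 0.018 without Fas+/+ replicate 3, and Fas from -0.12 without Fas-/- replicate 4 to 0.32 without Fas+/+ replicate 1.

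In single cells, the mesenchymal share of 72.5% was 68.7% with a mitochondrial limit of 10%, 73.8% with at most 6000 genes, 69.8% at a resolution of 1.2, 76.4% with no integration, 78.0% with markers kept among the features, 76.6% with genes called in bulk left out, and 74.0% without the cells that Scrublet called or with its highest scores. The difference in the lipofibroblast-like share, Fas-/- minus Fas+/+ at the label week 6 (-2.39 percentage points), was -0.239 with no integration and reversed to 1.01 with markers kept. With the label week 3 (2.72) it reversed to -2.27 with genes called in bulk kept, -1.25 with the mitochondrial limit, -1.15 with at most 6000 genes, -2.58 and -0.0819 at resolutions of 0.4 and 1.2, -7.04 with no integration, -1.38 with markers kept, -0.360 without the cells Scrublet called and -0.743 without those with its highest scores. Against naive cells, Fas+/+ cells differed in this share by -0.449 at the label week 3 with markers kept, and by -14.7 with genes called in bulk kept and -18.1 with no integration at the label week 6. The difference in the profibrotic share at the label week 3 (2.07) was 4.47 with the mitochondrial limit, 3.69 with at most 6000 genes, 4.72 without the cells Scrublet called and 4.23 without those with its highest scores. Fas+/+ minus naive was 2.75 at a resolution of 1.2 and 2.04 with no integration at the label week 3, and 9.99 with at most 6000 genes and 9.44 at a resolution of 1.2 at the label week 6.

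Thinning lowers the UMIs of the cells kept and leaves out shallower cells. The difference in the share of cells with a Fas UMI was -17.8 percentage points at the label week 3 and -6.76 after thinning. With the label week 6 (-3.81) it reversed to 0.719 with at most 6000 genes and to 0.0047 after thinning. The median of the Figure 8C genes at the label week 6 in the lipofibroblast-like class (0.057) was 0.010 with at most 6000 genes and reversed to -0.098 with markers kept, -7.7e-04 with genes called in bulk left out and -0.149 over all mesenchymal cells. In the MANC-like class (0.0078) it was 0.095 with at most 6000 genes and -0.149 over all mesenchymal cells. In the profibrotic class (-0.293) it was -0.181 with the mitochondrial limit, -0.164 with at most 6000 genes, -0.222 at a resolution of 1.2, -0.233 with markers kept, -0.253 with genes called in bulk left out and -0.149 over all cells. The ECM median at the label week 6 in the lipofibroblast-like class (0.031) was -0.023 with markers kept and -0.051 over all cells; in the MANC-like class (-0.021) it reversed to 0.0041 with at most 6000 genes and was -0.0057 with genes called in bulk left out; in the profibrotic class (-0.123) it was -0.147 at a resolution of 1.2, -0.227 with no integration, -0.152 with genes called in bulk left out, -0.145 without the highest Scrublet scores and -0.051 over all cells. At the label week 3 the ECM median was 0.313 with genes called in bulk left out in the lipofibroblast-like class (0.275) and 0.117 over all cells, beside 0.013 in the MANC-like class. In the profibrotic class (0.058) it was 0.128 with at most 6000 genes and -0.036 at a resolution of 1.2, and the Figure 8C median (0.342) was 0.519, 0.051 and, with no integration, 0.217. With 1 library per condition, depth limits only the counting error of these values, and the spread between mice is not known.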

Differences from the paper's values

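The unadjusted DESeq2 and edgeR thresholds and the threshold grid were chosen only after the values were seen, and the other alternatives here were set before the data were examined. The paper gives 37887 genes in its single-cell data set, and 18517 genes were detected in at least 4 cells here, with no alternative set for this value. The paper gives 393 genes higher in Fas-/- than in Fas+/+ mice at 6 weeks, and edgeR called 4; under all 16 alternatives the count differed as well, between 0 with the replicate block and 49 with DESeq2. An unadjusted p under 0.05 with a log2 fold change of at least 1 in DESeq2, chosen after seeing the values from 32 counts over thresholds and tools, gave 393 genes lower and 146 higher in Fas-/- mice, so the number appears on the opposite side, and this setting drops 6 of the 8 genes of Figure 8C and 7 of the 11 genes named in Fas+/+ mice. Among the same 32 counts, DESeq2 with a log2 fold change over 0.5 gave 274 higher and 571 lower at a p under 0.05, a count of higher genes under the ratio of 1.5 from the paper's, and 90 higher and 303 lower at a p under 0.01, which are 393 together; these settings drop 5 and 6 of the 8 genes and 2 and 3 of the 11, and nothing here tells which, if any, the paper used. For the variance on PC1 the paper gives 30%, and it was 55.6% here; 4 of 4 alternatives differed, between 45.2% and 63.1%. The paper gives 11 clusters of mesenchymal cells, and 18 were found. At a resolution of 0.4 there were 15, which is under the ratio of 1.5 above which values are taken here to differ. Under the other 7 alternatives, up to 23 at a resolution of 1.2, the counts differed. The paper's supplement describes further clusters that only ribosomal or mitochondrial RNA set apart, so its 11 and the 18 here do not count the same thing. The paper gives 8% of Fas-/- cells with exon 9 of Fas at 3 weeks and 19% at 6 weeks, and a UMI of whole-gene Fas was found in 22.6% and 41.2% of the cells with these labels; among the cells with at least 3000 UMIs, thinned to 3000, the shares of 9.56% and 15.8% did not differ, and under the other 8 alternatives they did; the Fas+/+ shares did not differ from the paper's except when thinned. The paper does not state what the replicates of its exon 9 test were, and no test was made here.

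DESeq2 calls some genes that the paper names and edgeR does not: Eln, Col11a1, Wnt10b, Wnt7a, Fzd5, Itgb3 and Epb41l4b at 6 weeks; Wnt10b was also called with RLE size factors (adjusted p = 0.0492) and without Fas+/+ replicate 4 (0.0374), with a range of 2.8e-04 to 0.467 over its alternatives and 0.0512 on all libraries. The paper places genotype along PC4; here PC4 separated the genotypes at 6 weeks, and at 3 weeks its means were -1.32 and 1.32. The paper finds ECM organization among the pathways most enriched in its list of upregulated genes at 6 weeks. Camera gave the Reactome pathway of that name 0.441, and Collagen degradation 0.00362, while fry gave 0.992 and 0.925. These tests use all tested genes and other gene sets than the paper's, so the values are not like for like. The hand-listed ECM genes were called higher by camera and not by fry. The paper reports Pdgfra highest in a profibrotic cluster. Here Pdgfra was highest in the lipofibroblast-like class, at 1362 CPM of UMIs, but it helped to name that class, so this follows in part from the naming. The paper names Macf1 for MANCs, and here Macf1 was highest in the lipofibroblast-like class, at 4636. The other 6 of the 7 genes it names were highest in the MANC-like class, but they helped to name that class. Macf1 did not. The paper reports fewer cells with Fas exon 9 in Fas-/- mice at both weeks; whole-gene Fas was lower at the label week 3 (log2 ratio -0.77) and not at the label week 6 (0.0069). The paper reports little effect of Fas deficiency on profibrotic genes at 3 weeks in any subset. At the label week 3 the Figure 8C genes had medians of 0.48, 0.33 and 0.34 in the lipofibroblast-like, MANC-like and profibrotic classes. At the label week 6, whose genotype ratios were closer to bulk of 3 weeks, the medians were 0.057, 0.0078 and -0.29. The difference from the paper thus rests on the week labels in the lipofibroblast-like and MANC-like classes. In the profibrotic class the labels change its direction. It reports ECM genes as higher in Fas-/- profibrotic fibroblasts at 6 weeks; at the label week 6, 33 of 99 ECM genes and 2 of 8 genes of Figure 8C were higher, and at the label week 3, 51 of 93 and 7 of 8. It names further ECM genes as higher in Fas-/- lipofibroblasts at 6 weeks; with the label week 6, 7 of the 13 compared were higher, and with the label week 3, 11 of 14. It proposes that profibrotic expression stays largely unchanged while fibrosis persists; from 3 to 6 weeks in Fas-/- mice the profibrotic markers changed by a median of -1.01 in bulk and, by the labels, 1.13 in single cells, but in bulk the Figure 8C genes changed by only -0.22 (-1.47 in Fas+/+ mice), collagen genes by -0.19 and ECM genes by -0.028. Its text places Gpx3 in the earlier phases of Lineage 2, and its supplement lists it as late in Scenario 1; no pseudotime was computed here.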

Other observations

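In this part, the tests of a larger share of profibrotic cells and of higher expression within classes were chosen before their results were seen, and all other tests only after.

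The single-cell and bulk libraries differ in the direction of time, and the hypothesis is that the week labels of one of the data sets may be exchanged. Profibrotic markers were higher at week 6 than at week 3 in single-cell libraries, by 1.58 in Fas+/+ and 1.13 in Fas-/- cells (11 of 11 genes each), and lower in bulk, by -1.52 and -1.01 (0 of 11 higher). If the week labels of the single-cell libraries were exchanged, the week 6 over week 3 ratios of all genes would run opposite to those of bulk, and across genes the weaker of both Spearman correlations was -0.576. The same value, -0.576, would follow if the week labels of the bulk libraries were exchanged, so this test does not choose between them. In Fas-sufficient mice the paper reports that fibrosis and Col1a1 reporter expression had fallen by 6 weeks, which is the direction of the bulk markers. That argues against exchanged bulk labels, though the paper does not state that the same mice were used. The genotype ratios of single cells correlated more with bulk of the other week than of the same week, by at least 0.295 (Spearman, across genes, which are not independent replicates). The log2 ratio of Ddx3y to Xist was closer to that of the other bulk week, by 2.32 on average. A biological explanation, such as different mice in the pools, was not tested apart, and the paper does not state that the pools held mice of the bulk libraries. The frequencies that the paper gives for its cluster 1 and for exon 9 of Fas follow the deposited labels, and of its ECM findings at 6 weeks the lipofibroblast one goes with the libraries labelled week 3 (median 0.27, 64 of 88 genes higher), while in the profibrotic class there the Figure 8C genes (0.34, 7 of 8; 0.051 at a resolution of 1.2) and profibrotic markers (0.38) had the paper's direction, and ECM genes were unclear (0.058, 51 of 93; -0.036 at a resolution of 1.2).

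For the 8 genes of Figure 8C, higher in Fas-/- bulk libraries at 6 weeks, 3 explanations were tested. A larger share of profibrotic cells cannot be told apart from other explanations: the difference in their share was -0.301 percentage points at the label week 6 and 2.07 at the label week 3. The same holds for higher expression within each class, whose lowest median was -0.293 at the label week 6, against 0.33 to 0.48 at the label week 3; the genotype ratios of the libraries labelled week 3 were closer to bulk of 6 weeks (Spearman 0.429) than to bulk of 3 weeks (-0.0346), and if they match bulk of 6 weeks both explanations have the direction they need, but that match is a hypothesis from the same data and keeps both undecided. Less dilution of mesenchymal RNA by epithelial RNA as the whole cause is argued against by vascular smooth muscle markers, which were lower in Fas-/- mice by a median of -0.365 (camera, 0.0011; fry, 0.277). With the epithelial marker mean as a covariate the median of the 8 genes fell from 0.64 to 0.12 and 0 were called over the list alone. That mean ran from 3.37 to 5.74 in Fas+/+ and from 2.74 to 3.31 in Fas-/- libraries, so this fit does not separate it from genotype. In single cells the 8 genes had a median log2 ratio of -4.62, epithelial-like over mesenchymal, so such RNA could lower them only by dilution. A part that goes with epithelial markers stays undecided.

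The lipofibroblast markers were higher in Fas-/- mice at 3 weeks in bulk (10 of 10 genes, median 0.56), and their genotype effect differed from that at 6 weeks under camera (interaction median -0.48, adjusted p = 6.3e-10) and not under fry (0.0565) or an estimated correlation (0.120). A larger share of lipofibroblast-like cells as the explanation cannot be told apart from a change in level, since the share differed by 2.72 percentage points at the label week 3 and by -2.39 at the label week 6, and the 2.72 was negative under 9 of 9 other settings (-0.0819 to -7.04).

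Each comparison was set beside other splits of its libraries. Splits that called at least as many genes as the real groups were counted. For each of the 4 comparisons with naive mice and for genotype at 6 weeks this was 1 of 35, the real one. Taken singly, that excludes chance at 0.05, but it is the smallest share that 35 splits allow and is not adjusted over the comparisons. The 8 genotype calls at 6 weeks were also all lost in the fit with replicate number as a block, so they stay open. For genotype at 3 weeks it was 5 of 35, so chance is not excluded. As small a p as that of the real groups was reached at 6 weeks in 1 of 35 splits for collagen genes, the smallest share that 35 splits allow and not adjusted over the lists, and in 3 for ECM genes and 3 for epithelial markers, which does not exclude chance. For the collagen genes fry gave 0.475 and an estimated correlation 0.478, and 6 of them are genes of Figure 8C, so their result stays open. For the 11 genes named in Fas+/+ mice it was 1 and for the Figure 8C genes 2, which decides nothing, since the study chose both lists on the same libraries. For the lipofibroblast markers at 3 weeks it was 2 of 35, so chance is not excluded.

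Values of further gene lists in bulk, Fas-/- against Fas+/+ mice, were as follows. Wnt ligand genes (13) had a median of -0.17 at 6 weeks (camera, adjusted p = 0.00123; fry, 0.0420; estimated correlation, 0.0673), with an interaction median of -0.076. Erythroid markers were lower at both weeks (medians -1.24 and -1.80), and at 6 weeks this held under fry (0.0194) and an estimated correlation (0.0212). Hematopoietic markers (-1.87) and vascular smooth muscle markers (-0.37) were lower at 6 weeks under camera (0.0011 each), and fry gave 0.271 and 0.277. For hematopoietic markers replicate 2 of the Fas+/+ mice was at a mean log2 CPM of 1.65, and the other Fas+/+ libraries at -2.02 to -0.631. Fas-/- libraries ran from -1.75 to -1.32, so replicate 1 of the Fas+/+ mice, at -2.02, lay below all of them. At 6 weeks the medians were -0.014 for lipofibroblast, -0.12 for MANC, 0.086 for airway smooth muscle, -0.26 for PC1 pericyte, 0.048 for mesothelial and -0.21 for endothelial markers, none called by camera (adjusted p of 0.123 to 0.625), fry or an estimated correlation. Endothelial marker means were 1.75, 7.00, 4.37 and 3.65 log2 CPM in Fas-/- replicates 1 to 4, against 4.08 to 6.21 in Fas+/+ libraries. Replicate 2 thus lay above that range, and replicates 1 and 4 below it. Profibrotic markers had a median of 0.46 (camera, 0.0011; fry, 0.475).

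Naive libraries held RNA of red cells at levels far above the others, with erythroid marker means of 8.66 to 10.3 on the log2 CPM scale against 1.27 to 5.12 after bleomycin, and no explanation was tested for this. Scrublet called 46 of 12059 cells as doublets.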
